# Loss of cohesin regulator PDS5A reveals repressive role of Polycomb loops

**DOI:** 10.1038/s41467-023-43869-w

**Published:** 2023-12-09

**Authors:** Daniel Bsteh, Hagar F. Moussa, Georg Michlits, Ramesh Yelagandula, Jingkui Wang, Ulrich Elling, Oliver Bell

**Keywords:** Gene silencing, Chromatin structure

## Abstract

Polycomb Repressive Complexes 1 and 2 (PRC1, PRC2) are conserved epigenetic regulators that promote transcriptional gene silencing. PRC1 and PRC2 converge on shared targets, catalyzing repressive histone modifications. Additionally, a subset of PRC1/PRC2 targets engage in long-range interactions whose functions in gene silencing are poorly understood. Using a CRISPR screen in mouse embryonic stem cells, we found that the cohesin regulator PDS5A links transcriptional silencing by Polycomb and 3D genome organization. PDS5A deletion impairs cohesin unloading and results in derepression of a subset of endogenous PRC1/PRC2 target genes. Importantly, derepression is not linked to loss of Polycomb chromatin domains. Instead, PDS5A removal causes aberrant cohesin activity leading to ectopic insulation sites, which disrupt the formation of ultra-long Polycomb loops. We show that these loops are important for robust silencing at a subset of PRC1/PRC2 target genes and that maintenance of cohesin-dependent genome architecture is critical for Polycomb regulation.

## Abstract (web summary)

Through a genetic screen, the authors find that the cohesin regulator PDS5A is required for Polycomb target gene silencing. Derepression upon cohesin dysregulation is linked to loss of Polycomb loops without change in repressive chromatin domains.

## Introduction

In metazoans, precise epigenetic regulation of gene expression enables the development of diverse cell types despite the same underlying genomic blueprint. Gene expression is primarily controlled by DNA binding transcription factors directing the transcriptional apparatus. However, epigenetic mechanisms modulate chromatin to directly and indirectly regulate transcription. Polycomb repressive complexes are chromatin-modifiers and serve as prototypes of epigenetic gene regulation via histone modifications. Decades of research have cemented their roles in establishing and maintaining cell identity throughout development across organisms, ranging from *Drosophila melanogaster* to vertebrae^1,2^. Moreover, aberrant activity of Polycomb repressive complexes and other epigenetic regulators contribute to diverse diseases, including cancer initiation and metastasis, highlighting the importance of understanding the pathological mechanisms^3–10^.

Polycomb group (PcG) proteins are conventionally grouped into Polycomb repressive complexes 1 and 2 (PRC1 and PRC2). All PRC1 complexes share RING1A/B as their catalytic core subunit, which deposits monoubiquitination at lysine 119 of histone H2A (H2Aub1) at its targets, whereas PRC2 contains the histone methyltransferase EZH1/2, which catalyzes mono-, di- and trimethylation at lysine 27 of histone H3 (H3K27me1/2/3) at targets^11–14^. In vertebrates, PRC1 complexes have diversified into distinct subcomplexes based on incorporation of one of six paralogous PCGF proteins (PCGF1-6). PCGF2 or PCGF4 dictate assembly of canonical PRC1 (cPRC1) which specifically incorporates CBX (chromobox-containing protein) subunits. CBX subunits endow cPRC1 with the capacity to bind H3K27me3, which promotes cPRC1 recruitment to PRC2 target genes and transcriptional silencing^11,15,16^. PCGF1, 3, 5, and 6 form variant PRC1 (vPRC1) complexes which harbor RING1 and YY1- binding protein (RYBP), or its paralogue YAF2 instead of CBX, and rely on H3K27me3-independent mechanisms of chromatin targeting. Thus, PRC1 and PRC2 are generally considered to exert their repressive functions in a synergistic manner, but they have different mechanisms of targeting, signaling, and repression (reviewed in^17^).

Recent studies have established that vPRC1 can act upstream of PRC2 and cPRC1, and that its deposition of H2Aub1 is critical for Polycomb-dependent gene silencing^18–20^. Indeed, loss of PRC2 or cPRC1 does not substantially compromise the repression of Polycomb target genes in mouse embryonic stem cells (ESCs) expressing vPRC1^18,19^. These findings have propelled vPRC1 to the center of coordinating and establishing a repressive Polycomb chromatin domain. Although cPRC1 contributes minimally to H2Aub1 deposition, it possesses the unique capacity to mediate long-range 3D interactions between Polycomb target genes^12,21–27^, which has been shown to contribute to gene silencing in flies^28^.

The redundant functions of vPRC1 and cPRC1 complicate dissecting their individual mechanisms by genetic analysis^18,19,29,30^. To circumvent this limitation, we previously developed a Polycomb in vivo Assay that reports the activity of distinct PRC1 complexes. Briefly, we generated ESCs that can recruit ectopic cPRC1 or vPRC1 to an integrated TetO repeat sequence flanked by fluorescent reporters (Fig. 1a)^31^. For instance, ectopic expression of a CBX7-Tet repressor domain (TetR-CBX7) fusion triggers the assembly of cPRC1 at the TetO sites, Polycomb-dependent histone modifications and reporter gene silencing. Binding of the TetR fusion is released upon addition of Doxycycline (Dox), and we found that more than 70% of cells maintained cPRC1-induced, but not vPRC1-induced, silencing in the presence of Dox. We showed that sequence-independent propagation of cPRC1-induced silencing requires H3K27me3 and H2Aub1, suggesting that it relies on PRC1/PRC2 feedback. However, the mechanism and players required for heritable PRC1/PRC2-mediated silencing, and whether they are the same at all target genes, remain incompletely understood.

**Fig. 1:**
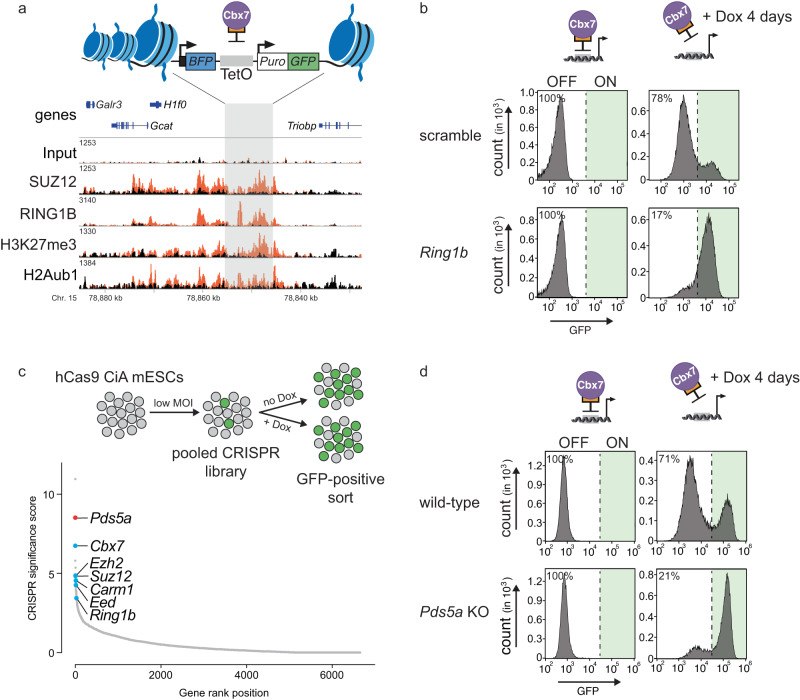
CRISPR screen of cPRC1-dependent gene silencing reveals *Pds5a*. **a** Schematic of ectopic dual reporter locus consisting of 7x TetO landing sites flanked by an upstream Ef1a promoter driven BFP and a downstream PGK driven puromycin/GFP (top). Genomic ChIP-CapSeq screenshot of PcG proteins and histone modifications before (black) and after ectopic TetR-Cbx7 expression (orange) (bottom). Also see Supplementary Fig. 1a and Supplementary Table 3. **b** Flow cytometry histograms of GFP signal before (left) and after 4 days of Dox-dependent reversal of TetR-CBX7 tethering (right) in control (top) and *Ring1b* KO (bottom) Polycomb reporter ESCs. Percentages refer to fraction of GFP-negative ESCs. **c** Schematic of CRISPR screen design. MOI = multiplicity of infection. Genes (sgRNA library described in ref. ^32^) are rank-ordered based on CRISPR significance score (−log 10 MAGeCK significance score^32^; *n* = mean of three independent experiments). **d** Flow cytometry histograms of GFP signal before (left) and after 4 days of Dox-dependent reversal of TetR-CBX7 tethering (right) in control (top) and *Pds5a* KO (bottom) Polycomb reporter ESCs. Percentages refer to fraction of GFP-negative ESCs.

Here we performed a CRISPR-mutagenesis screen to identify novel regulators of silencing by PRC1/PRC2. We discovered that the cohesin regulator PDS5A is required for repression of canonical Polycomb target genes. Unexpectedly, loss of PDS5A does not substantially impact repressive Polycomb chromatin domains, but instead disrupts ultra-long chromatin loops between PRC1/PRC2 target genes. Our work uncovers a subset of Polycomb target genes that require distal 3D interactions for transcriptional silencing.

## Results

### CRISPR screen of cPRC1-induced gene silencing reveals *Pds5a* dependence

To identify novel regulators of PRC1/PRC2-mediated target gene silencing, we took advantage of the Polycomb in vivo Assay to perform CRISPR-based screening. Chromatin immunoprecipitation coupled with cost-efficient oligo capture sequencing (ChIP-CapSeq) confirmed that ectopic CBX7 tethering nucleated a Polycomb chromatin domain with high levels of RING1B, SUZ12, H3K27me3, and H2Aub1 surrounding the TetO nucleation site whereas reference loci including selected Polycomb and non-Polycomb target genes were unaffected (Fig. 1a, Supplementary Fig. 1a, Supplementary Table 3). To establish the screening platform, we introduced stable expression of hCas9 into our TetR-CBX7 reporter line. As a proof-of-principle, we infected this line with lentiviral vectors expressing either scramble sgRNA or sgRNA specific for *Ring1b*. We found that CRISPR mutation of *Ring1b* had a negligible effect on silencing induced by TetR-CBX7 (in the absence of Dox), but strongly impaired the epigenetic maintenance of silencing (in the presence of Dox, Fig. 1b), consistent with our previous observations^31^. Thus, our TetR-CBX7 reporter ESCs recapitulate epigenetic Polycomb-dependent gene silencing and are sensitive to genetic perturbations.

Using this platform, we performed pooled CRISPR screens with unique molecular identifiers (UMIs), which allow analysis of mutant phenotypes at a single-cell level^32^. The UMI CRISPR library contained approx. 27,000 sgRNAs targeting all annotated mouse nuclear protein-coding genes with four sgRNAs per gene. Each sgRNA was paired with thousands of barcodes representing UMIs, improving the signal-to-noise ratio and hit calling. hCas9-expressing TetR-CBX7 reporter ESCs were transduced with the pooled library and selected with neomycin. We used FACS to isolate GFP-positive cells (Fig. 1c and Supplementary Fig. 1b), and the unsorted population served as background control. Because GFP activation occurs at a very low frequency, we performed repeated FACS in the screen to enrich for GFP-positive cells. Relative enrichment of sgRNAs was determined by sequencing of UMIs in both populations followed by statistical analysis using MAGeCK^33^.

We performed a screen with reporter cells cultured without Dox (Fig. 1c) and uncovered 51 genes that were significantly enriched in the GFP-positive cell population (*p*-value < 0.005) (Supplementary Table 1). We also performed a separate screen of cells treated with Dox for 3 days, but spontaneous GFP re-activation in some cells, independently of any mutation, precluded us from identifying statistically significant hits.

The top hits in our screen included genes encoding subunits of cPRC1 (*Cbx7, Ring1b*) and PRC2 (*Ezh2*, *Suz12*, *Eed*), as well as a negative regulator (*Carm1*) of the Polycomb repressive deubiquitinase complex (PR-DUB)^34^. This indicates that our screening approach identified known genes required for TetR-CBX7-induced silencing (*Cbx7*) and its epigenetic maintenance (*Ring1b, Suz12, Carm1*) (Fig. 1c). Notably, *Pds5a*, which encodes a regulator of the cohesin complex, was the second most-significant hit in the screen. To validate this hit, we used CRISPR-Cas9 to target *Pds5a* independently, and observed reduced silencing in TetR-CBX7 reporter ESCs treated with Dox (Fig. 1d and Supplementary Fig. 1c). Thus, similar to *Ring1b*, *Pds5a* is required for the epigenetic maintenance of silencing induced by cPRC1.

The cohesin protein complex is composed of three core subunits, SMC1, SMC3 and RAD21 (also known as SCC1), which form a tripartite ring structure that entraps DNA^35^. Several auxiliary cohesin proteins are critical for dynamic regulation of DNA interactions. For instance, cohesin-dependent extrusion of chromatin loops involves STAG1/2, WAPL and PDS5A/B which associate at the interface between SMC3 and RAD21 and control ATPase activity and/or ring opening^36–45^. In addition to *Pds5a*, our CRISPR screen revealed enrichment of *Stag2*, albeit below the significance cutoff (*p*-value = 0.045). Since cohesin function is essential for cell division it is possible that other auxiliary cohesin proteins have been missed in our screen^46–48^. To separately evaluate the requirement of other cohesin release factors for Polycomb-dependent silencing, we used independent CRISPR-Cas9 mutagenesis targeting *Pds5b*, *Wapl*, *Stag1* and *Stag2* in TetR-CBX7 reporter ESCs and observed that similar to *Pds5a* maintenance of GFP silencing was impaired (Supplementary Fig. 1d). Since immunoblot detection of partial depletion would be challenging in the CRISPR mutant populations, we independently generated *Pds5b* knockout ESCs and observed reduced maintenance of reporter gene silencing, consistent with the CRISPR population experiment (Supplementary Fig. 1e, f). Together, these results suggests that regulation of cohesin activity by PDS5A and other auxiliary factors is critical for maintenance of Polycomb-dependent silencing.

### Loss of PDS5A results in de-repression of endogenous PRC1/PRC2 target genes

To determine the impact of PDS5A deletion on endogenous Polycomb-dependent gene regulation, we generated *Pds5a* knockout ESCs using CRISPR-Cas9 (*Pds5a* KO). In addition, we obtained a loss-of-function (LOF) ESC line harboring a disruptive gene-trap in the second intron of the *Pds5a* gene (*Pds5a*^GT^ KO)^49^. Since gene-trap disruption is reversible, we also generated a matched control ESC line in which *Pds5a* expression was restored (*Pds5a*^GT^ WT). *Pds5a* knockouts as well as the rescue were confirmed by western blot (Fig. 2a). PDS5A deletion did not impact the abundance of PDS5B, the cohesin subunit SMC3, the PcG proteins SUZ12 and RING1B, nor the global levels of their associated histone modifications (Fig. 2a and Supplementary Fig. 2a).

**Fig. 2:**
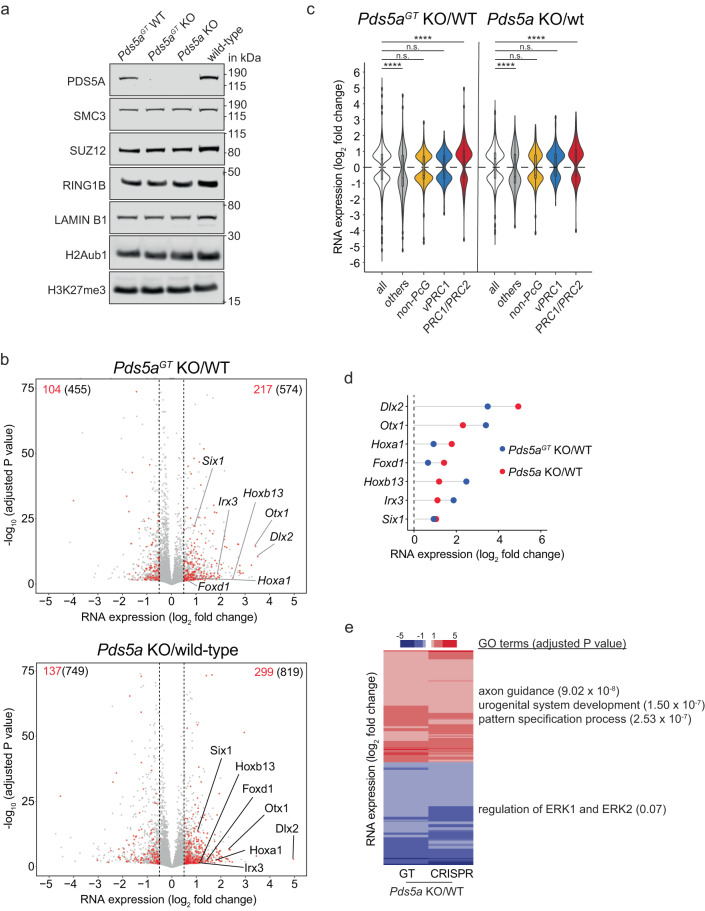
Loss of cohesin regulator PDS5A results in de-repression of canonical PRC1/PRC2 target genes. **a** Western blot of cohesin, PcG proteins and histone modifications in *Pds5a*^*GT*^ KO and *Pds5a*^*GT*^ WT ESCs and in *Pds5a* KO and wild-type ESCs. **b** Volcano plots show gene expression changes in *Pds5a*^*GT*^ KO vs. *Pds5a*^*GT*^ WT ESCs (top) and *Pds5a* KO vs. wild-type ESCs (bottom) (*n* = three replicates). Number of significantly up- or downregulated genes (black) (adjusted *P* value ≤ 0.05; LFC ≥ 0.5). Number of significantly up- and downregulated PRC1/PRC2 target genes (red). **c** Violin plots compare expression changes of all DEGs with different gene classes in *Pds5a*^*GT*^ KO ESCs and *Pds5a* KO ESCs. In the middle of each density curve is a small box plot, with the rectangle showing the ends of the first and third quartiles and central dot the median. Significance was determined by Wilcoxon rank-sum test. Asterisks indicate significant differences between groups (**** *p* < 1 × 10^−5^; n.s. – not significant). **d** Dot plots show expression changes of selected PRC1/PRC2 target genes in *Pds5a*^*GT*^ KO ESCs and *Pds5a* KO ESCs. **e** Heatmap shows cluster analysis of common upregulated (red) and downregulated (blue) DEGs in *Pds5a*^*GT*^ KO ESCs and *Pds5a* KO ESCs. Most enriched gene ontology (GO) terms and corresponding significance are indicated for each cluster (right).

Given cohesin’s essential role in sister chromatid cohesion, deletion of cohesin subunits frequently impairs cell proliferation, hampering the analysis of its precise function in gene regulation^46–48^. Although most cohesin proteins are essential for ESC viability^46–48^, both PDS5A and STAG2 have paralogs with redundant but not identical functions that are sufficient to maintain self-renewal and proliferation^45,50^. Indeed, *Pds5a* KO ESC lines displayed characteristically dense colonies that could be stably maintained in culture, similar to wild-type ESCs (Supplementary Fig. 2b). Consistently, cell cycle profiles and pluripotency marker expression were highly comparable between KO and control ESCs, suggesting that PDS5A is largely dispensable for ESC self-renewal and proliferation (Supplementary Fig. 2b–d).

To evaluate how endogenous Polycomb target genes are affected by PDS5A deletion, we performed transcriptome profiling of *Pds5a*^GT^ KO ESCs and *Pds5a* KO ESCs which revealed differential expression of 1029 and 1568 genes (DEGs), respectively (cutoff: adjusted *P* value ≤ 0.05; LFC ≥ 0.5) (Fig. 2b). 

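Poly-A RNA was sequenced from 2 libraries each of wild-type, Pds5a KO, Pds5aGT WT and Pds5aGT KO ESCs. The Pds5a KO line was made with CRISPR-Cas9. Pds5aGT KO ESCs carry a disruptive gene trap in an intron of Pds5a, and Pds5aGT WT ESCs are the matched control in which expression of the gene was restored. In Supplementary Table 2, the paper gives the uniquely mapped reads, which are 21 M and 18.3 M for wild-type ESCs and 18 M and 19.2 M for Pds5a KO ESCs, sequenced as single reads of 50 nt. For Pds5aGT WT ESCs they are 25.5 M and 25 M, and for Pds5aGT KO ESCs 38.1 M and 35.8 M, sequenced as paired reads of 150 nt. The authors aligned reads with STAR, counted them per gene with HTSeq, left out genes with a read count below 10 and compared each mutant with its own control in DESeq2. The authors' deposited tables hold a mean normalized count, a shrunken log2 fold change with its standard error, a p and an adjusted p for each gene. Values per library were not used here, so the spread between the 2 libraries of a group enters only through those standard errors. The mean normalized counts summed to 29.7 M in the comparison of Pds5a KO ESCs and to 47.3 M in that of Pds5aGT KO ESCs. These sums lie above the uniquely mapped reads of every library of their comparison, for a reason that was not found, so normalized counts are used here only relative to each other. Overlaps, correlations, differences between the mutants and shifts of gene lists were computed from these tables. A gene counted as past the threshold at an adjusted p of at most 0.05 and a log2 fold change of at least 0.5 or at most -0.5, as in Fig. 2b. Thresholds, gene lists, tests and alternatives were chosen before the authors' deposited tables were examined, apart from those named as chosen later. The paper's results from the same data were known by then. Lists such as those of neurogenesis and pattern signals share themes with the terms the paper reports for upregulated genes. The lists of the regions around Dlx2 and Hoxb13 follow its figures. Tests of these lists are therefore not blind to the data.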

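Genes moved in both directions in both mutants. The authors' deposited tables give 824 higher and 756 lower genes among 16534 tested in Pds5a KO ESCs, and 584 higher and 459 lower genes among 17841 tested in Pds5aGT KO ESCs. Pds5a, the targeted gene, fell by 2.08 on the log2 scale (standard error 0.04) in Pds5a KO ESCs in the authors' deposited table. In Pds5aGT KO ESCs, the authors' deposited table gives Pds5a a log2 fold change of -0.25 (standard error 0.02, adjusted p = 6.4e-24), which passes the adjusted p but not the fold change threshold. These values correspond to 23.6% of the control level of Pds5a RNA in Pds5a KO ESCs and 84.1% in Pds5aGT KO ESCs.

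The genes past the threshold made up 9.56% of tested genes in Pds5a KO ESCs and 5.85% in Pds5aGT KO ESCs. Among them, the median log2 fold change of higher and lower genes was 0.77 and -0.78 in Pds5a KO ESCs, and 0.86 and -0.74 in Pds5aGT KO ESCs. A change of at least 2-fold was seen for 245 higher and 241 lower genes in Pds5a KO ESCs, and for 212 higher and 119 lower genes in Pds5aGT KO ESCs. Without the fold change threshold, 5199 genes in Pds5a KO ESCs (2244 higher and 2955 lower) and 4591 in Pds5aGT KO ESCs (1839 higher and 2752 lower) pass the adjusted p, with more lower than higher genes in both. At a mean normalized count of at least 50, the highest log2 fold change in Pds5a KO ESCs was 3.76 (standard error 0.19) for C78283 in the authors' deposited table, followed by Dll1, Trim52, Otx1 and Cdc42ep2. In Pds5aGT KO ESCs the highest were Dlx2, Otx1, the metal ion transporter gene Slc39a8, the calretinin gene Calb2 and Clvs2. Pramel7, a member of a germline and pluripotency gene family, had log2 fold changes of -5.22 and -3.63 in Pds5a KO and Pds5aGT KO ESCs in the authors' deposited tables, and its paralog Pramel6, with which it may share reads, had -3.19 and -2.34. The authors' deposited tables also give Rcsd1 a log2 fold change of -4.54 and -3.99 in the respective mutants.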

DEGs were strongly correlated between the two mutant ESC lines (*R* = 0.77, *p* < 2.2e^−16^) (Supplementary Fig. 2e). 

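The same genes moved in the same direction in the 2 mutants more often than chance gives, and for 61 of the 558 genes past the threshold in both in the same direction the size of change differed between them. Of the genes tested in both comparisons, 294 were higher in both mutants and 264 were lower in both, whereas 7 moved in opposite directions. Genes higher in both included the Notch ligand gene Dll1, the homeobox gene Otx1 and Trim52. Genes lower in both included Fgf15, Bst2 and the immunoglobulin receptor gene Fcgr3. The opposite genes included Rhox6 and Rhox9, homeobox genes of a cluster on the X chromosome, which were lower in Pds5a KO and higher in Pds5aGT KO ESCs and are singled out here after their values were seen.

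Across the 1041 genes past the threshold in Pds5aGT KO ESCs with a value in both tables, Pearson's r between the log2 fold changes was 0.773 (95% interval 0.744 to 0.801 from 1000 resamples of genes), and Spearman's rho was 0.784. This is a correlation across genes, which are not independent replicates, and each mutant was compared with its own control libraries. The sign was the same for 976 genes, or 93.8%. Over the 16345 genes tested in both comparisons, the overlap of 294 higher genes is 10.1 times the 29.1 expected from 820 and 581 higher genes (one-sided Fisher's exact test, p = 1.39e-238). The overlap of 264 lower genes is 12.7 times the 20.7 expected from 741 and 457 lower genes (p = 1.35e-246 from the same test). For opposite directions, 49.3 genes would be expected. The difference in log2 fold change was tested for each gene from the fold changes and standard errors of both tables by a two-sided normal test. After Benjamini-Hochberg adjustment it was past an adjusted p of 0.05 for 1705 of 21872 genes. Shrunken fold changes enter this test, so differences at genes with low counts can be understated. They can also be overstated where a gene is shrunk to near 0 in only 1 of the tables. Of the genes past the threshold in Pds5a KO ESCs only, 381 of 1011 differed between the mutants, and of those past it in Pds5aGT KO ESCs only, 98 of 476 did. Rhox6 differed by -2.70 on the log2 scale (adjusted p = 9.8e-10) and Rhox9 by -2.57 (adjusted p = 2.8e-07), each as Pds5a KO minus Pds5aGT KO.

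**Figure D1:**
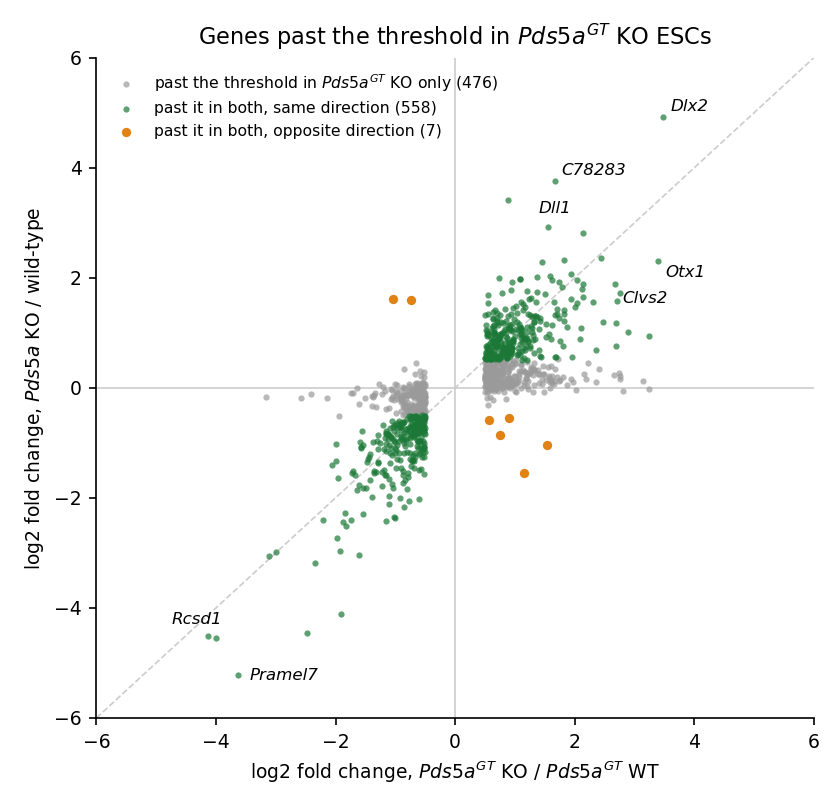
Log2 fold change of each gene past the threshold in Pds5aGT KO ESCs (x axis) and its log2 fold change in Pds5a KO ESCs (y axis), coloured by whether the gene also passed the threshold in Pds5a KO ESCs; the dashed line marks equal change. The 558 genes past it in both mutants in the same direction lie at the lower left and upper right, and the 7 opposite genes at the upper left and lower right.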

To categorize DEGs, we annotated transcription start sites (TSSs) in ESCs based on PRC1 and PRC2 occupancy, and enrichment of Polycomb-associated histone modifications (Supplementary Fig. 2f). Because non-methylated CpG-islands have emerged as a general feature of Polycomb target genes^51–56^, we used available BioCap data to distinguish NMI TSSs from methylated, CpG-poor TSSs which we annotated as “others”^57^. We then classified NMI TSSs with overlapping peaks of RING1B and SUZ12 as “PRC1/PRC2 target genes”, whereas NMI TSSs with RING1B peaks only were classified as “vPRC1 target genes”. PRC1/PRC2 target genes displayed high levels of H3K27me3 and were predominantly bound by CBX7-containing cPRC1. In comparison, CBX7 was low at vPRC1 target genes which showed substantial PCGF1 occupancy instead. NMI TSSs lacking both RING1B (PRC1) and/or SUZ12 (PRC2) peaks within 3 kb of their TSSs were classified as “non-PcG target genes”.

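Otx1, a homeobox gene of the forebrain, and Irx3, a homeobox gene of the neural tube, rose in Pds5aGT KO and in Pds5a KO ESCs. Otx1 rose 10.6-fold in Pds5aGT KO ESCs in the authors' deposited table (standard error 0.42 on the log2 scale, adjusted p = 2.7e-15), and Irx3 had a log2 fold change of 1.87 (standard error 0.50, adjusted p = 7.9e-05). Pds5a KO ESCs, in the authors' deposited table, had a log2 fold change of 2.31 for Otx1 (standard error 0.45) and of 1.11 for Irx3 (standard error 1.01, adjusted p = 0.021). Irx3 in Pds5a KO ESCs no longer passes at an adjusted p of 0.01. These values had been seen in Fig. 2d before the genes to be named were chosen. Otx1 did not differ past the threshold between the mutants (difference -1.09 as Pds5a KO minus Pds5aGT KO, adjusted p = 0.43).

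The gene classes by PRC1 and PRC2 occupancy were not used here. Of 39 Hox genes, 12 were tested in Pds5a KO ESCs, of which 3 rose, and 18 were tested in Pds5aGT KO ESCs, of which 3 rose, Hoxb13 among them in both. None fell, and the counts were the same when adjusted over the list alone. Against all other tested genes, the Hox list did not shift past the threshold in Pds5a KO ESCs (adjusted p = 0.235) or in Pds5aGT KO ESCs (adjusted p = 0.190) by cameraPR of limma with a preset inter-gene correlation of 0.01. With the log2 fold change in place of the normal score of the p, the list passed in Pds5a KO (adjusted p = 0.00163) and in Pds5aGT KO ESCs (adjusted p = 0.00593), and with ranks in Pds5aGT KO ESCs (adjusted p = 0.0497).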

Based on this classification, our transcriptome analysis revealed that PRC1/PRC2 target gene expression was significantly increased in both *Pds5a*^*GT*^ KO ESCs and *Pds5a* KO ESCs (Fig. 2c, d), in agreement with a recent report^50^. Consistent with derepression of PRC1/PRC2 target genes, Gene Ontology (GO) analysis of upregulated genes revealed terms related to developmental processes such as neurogenesis and pattern specification (Fig. 2e). 

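Genes of neurogenesis and of axon guidance had more higher than lower members in both mutants, as did genes of urogenital development. Signals that pattern the embryo and targets of ERK signalling had more lower than higher members. Of 34 tested genes of neurogenesis, 10 rose and 2 fell in Pds5a KO ESCs, with Dll1, the microtubule regulator gene Stmn2 and the neuronal adhesion gene Cntn2 among the higher ones, and the list shifted up (median log2 fold change 0.14, adjusted p = 6.3e-06 by cameraPR). In Pds5aGT KO ESCs, 5 of 36 rose and 2 fell (median 0.01, adjusted p = 0.034 by the same test). This shift in Pds5aGT KO ESCs was lost with a larger preset inter-gene correlation of 0.05 (adjusted p = 0.199), with ranks (adjusted p = 0.468) and with log2 fold changes (adjusted p = 0.293). An estimated correlation could not be obtained without values per library.

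For the higher genes in Pds5a KO ESCs, the authors' deposited table gives Dll1 a log2 fold change of 2.93 (standard error 0.19), Stmn2 1.35 (standard error 0.04) and Cntn2 0.97 (standard error 0.18). In that of Pds5aGT KO ESCs, the authors' deposited table gives 1.55 (standard error 0.16), 0.94 (standard error 0.03) and 0.76 (standard error 0.15). Of 63 axon guidance genes tested in Pds5a KO ESCs, 14 rose and 3 fell (adjusted p = 0.198), and of 64 tested in Pds5aGT KO ESCs 11 rose and 2 fell (adjusted p = 0.0596). The authors' deposited tables place the semaphorin receptor gene Plxnc1 at 1.88 and 2.14 and Sema4f at 0.93 and 0.84 in the respective mutants. With log2 fold changes in place of normal scores, the axon guidance list passed in Pds5a KO (adjusted p = 0.00679) and in Pds5aGT KO ESCs (adjusted p = 0.0117). Of 39 genes of urogenital development, 9 rose and 4 fell in Pds5a KO ESCs (9 and 5 when adjusted over the list alone, adjusted p of the list 0.622), and of 40 in Pds5aGT KO ESCs 9 rose and 4 fell (adjusted p of the list 0.198, and 0.0117 with log2 fold changes). The kidney genes Ret and Pax2 went opposite ways, with Ret at 1.12 and 0.88 and Pax2 at -1.65 and -1.10 in the authors' deposited tables of Pds5a KO and Pds5aGT KO ESCs.

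Of 45 signals of pattern specification and their antagonists, 5 rose and 9 fell in Pds5a KO ESCs (5 and 10 when adjusted over the list alone; median -0.01, adjusted p = 0.00172), and of 47 in Pds5aGT KO ESCs 3 rose and 11 fell (median -0.03, adjusted p = 0.00224). With the larger preset correlation the shift was lost in Pds5a KO (adjusted p = 0.0590) and in Pds5aGT KO ESCs (adjusted p = 0.0841), and with ranks as well (adjusted p = 0.426 and 0.462). The members that fell include Lefty2, an antagonist of Nodal, and the Hedgehog pathway genes Gli1 and Hhip. Log2 fold changes in the authors' deposited tables of Pds5a KO and Pds5aGT KO ESCs were -2.37 and -1.00 for Lefty2, -2.42 and -1.16 for Gli1 and -2.40 and -1.74 for Fgf15. Of 50 feedback and target genes of ERK signalling, 4 rose and 9 fell in Pds5a KO ESCs (median -0.06, adjusted p = 0.00172), and 2 rose and 4 fell in Pds5aGT KO ESCs (adjusted p = 0.0793). At the larger preset correlation the adjusted p in Pds5a KO ESCs was 0.0591, and with ranks 0.176. The cyclin gene Ccnd1 had log2 fold changes of -1.09 and -1.08 and the ERK antagonist gene Spry4 of -1.07 and -0.57 in the authors' deposited tables. For neurogenesis, axon guidance, Hox genes and ERK signalling the counts were the same when adjusted over the list alone.

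**Figure D2:**
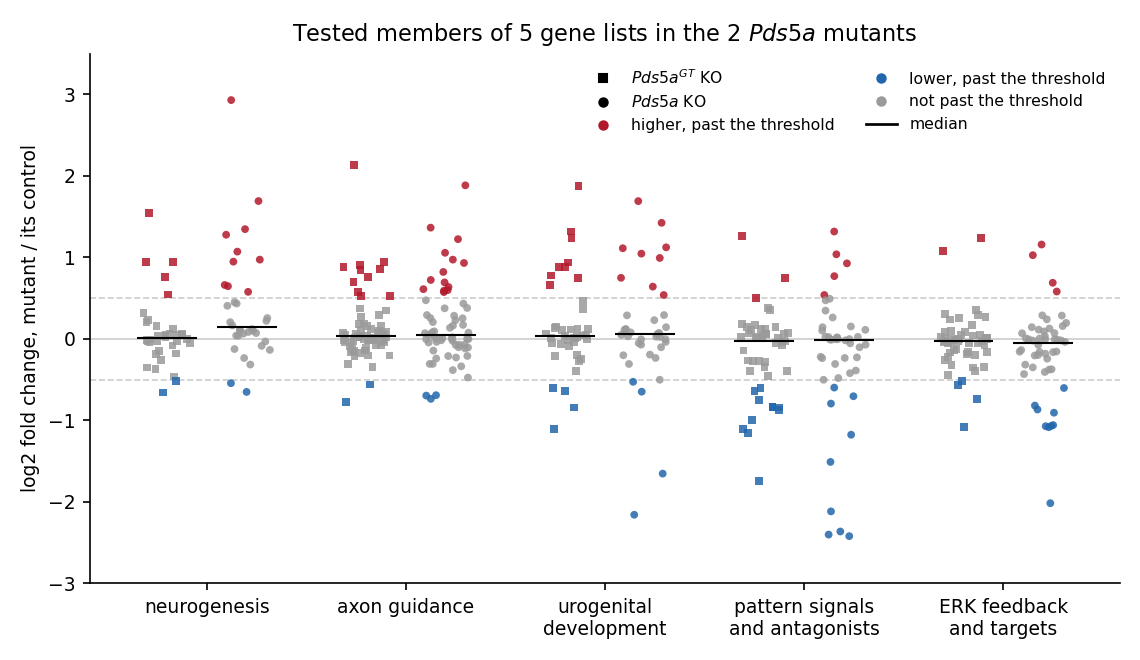
Log2 fold change of each tested member of 5 gene lists in Pds5aGT KO ESCs (squares) and Pds5a KO ESCs (circles), each against its control; red and blue mark members past the threshold, black lines the median and dashed lines the fold change threshold. In Pds5a KO ESCs, 10 of 34 genes of neurogenesis are higher and 9 of 45 pattern signals lower past the threshold.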

To determine if defects in PRC1/PRC2 target gene silencing are directly coupled to PDS5A loss, we used *Pds5a*^GT^ WT ESCs enabling inducible LOF by reverting the gene-trap cassette into a disruptive orientation using FlpO recombinase. RT-qPCR analysis of selected PRC1/PRC2 target genes showed transcriptional upregulation within 72 h in FlpO-transduced *Pds5a*^GT^ WT ESCs compared to mock control (Supplementary Fig. 2g).

Together, these results reveal that PDS5A is required for transcriptional silencing of endogenous PRC1/PRC2 target genes, validating our CRISPR screening results.

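Transcription factors that direct development were over-represented among the genes that rose, and also among those that fell. In Pds5a KO ESCs, 20 of 111 Hox and other developmental transcription factor genes rose, or 18.0%, against 804 of the 16423 other tested genes. In Pds5aGT KO ESCs, 13 of 125 rose, or 10.4%, against 3.22%. Besides the homeobox genes of Fig. 2d, the higher ones included Pitx1 and Lbx1 of limb development in Pds5a KO ESCs and the retinal gene Bhlhe23 in Pds5aGT KO ESCs, which were picked after their values were seen. Lower ones in both included Pax2 and the homeobox gene Nkx6-3.

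The odds ratio for rising was 4.27 (95% interval 2.48 to 7.03, one-sided Fisher's exact test, p = 5.2e-07) in Pds5a KO ESCs and 3.49 (1.79 to 6.26, p = 0.000231) in Pds5aGT KO ESCs. For falling it was 2.31 (p = 0.0127) and 2.98 (p = 0.00500), with 11 and 9 genes. Without the fold change threshold, the odds ratio for rising in Pds5aGT KO ESCs was 1.38 (p = 0.141), no longer past the threshold, and in Pds5a KO ESCs 1.58 (p = 0.0418). The list of developmental transcription factors outside the Hox clusters, taken whole, did not shift past the threshold in Pds5a KO ESCs, where 17 of 99 rose and 11 fell (adjusted p = 0.750 by cameraPR), or in Pds5aGT KO ESCs, where 10 of 107 rose and 9 fell (adjusted p = 0.441). These counts were the same when adjusted over the list alone. The list holds families that Polycomb proteins commonly bind in ESCs and is not the paper's class of PRC1/PRC2 target genes. The paper reasons from the increased expression of PRC1/PRC2 target genes in both mutants, from the developmental terms among upregulated genes and from the RT-qPCR increase after acute inversion of the gene trap. From these it concludes that transcriptional silencing of these genes requires PDS5A.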

### PDS5A deletion has minimal effect on Polycomb chromatin domains

Polycomb-mediated transcriptional silencing is linked to the formation of repressive chromatin domains marked by PRC1 and PRC2 occupancy and deposition of Polycomb-dependent histone modifications^2,17^. We considered that impaired silencing of endogenous PRC1/PRC2 target genes upon PDS5A deletion results from erosion of these repressive chromatin domains. To test this hypothesis, we used calibrated ChIP-seq (cChIP-seq) of PcG proteins and Polycomb-dependent histone modifications in matching gene-trap ESCs to limit the influence of potential secondary changes due to long-term cohesin deregulation. Specifically, we analyzed enrichments of RING1B, SUZ12, H3K27me3 and H2Aub1 in *Pds5a*^*GT*^ WT and *Pds5a*^*GT*^ KO ESCs and validated the results with ChIP-qPCR of wild-type and *Pds5a* KO ESCs (Fig. 3a–c, and Supplementary Fig. 3a–c). PDS5A deletion led to a modest reduction in RING1B and H3K27me3 signals at PRC1/PRC2 and vPRC1 target genes, but no differences in SUZ12 and H2Aub1 enrichment across the different gene classes. RING1B and H3K27me3 levels were uniformly reduced at PRC1/PRC2 and vPRC1 target genes independent of expression changes. In addition, we used ATAC-seq to analyze *Pds5a*^*GT*^ WT and *Pds5a*^*GT*^ KO ESCs but did not observe substantial differences in DNA accessibility, arguing that the modest difference in histone modifications does not affect the integrity of Polycomb chromatin domains (Fig. 3d and Supplementary Fig. 3d).

**Fig. 3:**
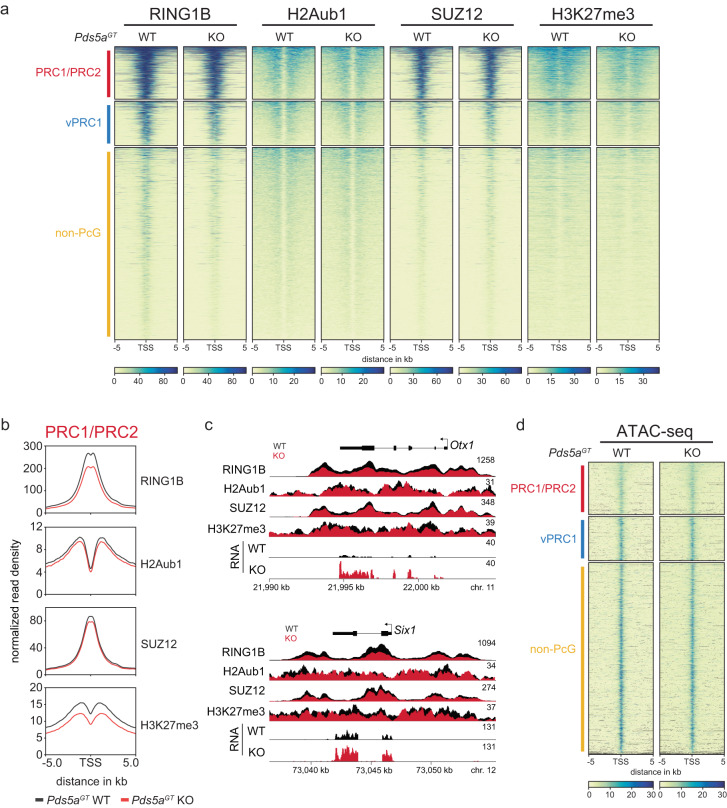
PDS5A deletion has minimal effect on Polycomb chromatin domains. **a** cChIP-seq heatmaps of RING1B, H2Aub1, SUZ12 and H3K27me3 at PRC1/PRC2 target genes in *Pds5a*^*GT*^ WT and *Pds5a*^*GT*^ KO ESCs. Enrichment signal is plotted around the TSS (±5 kb) and clustered based on gene class annotation: PRC1/PRC2 target genes (red; *n* = 2895), vPRC1 target genes (blue; *n* = 2448), non-PcG genes (yellow; *n* = 10591). **b** Meta plots show average RING1B, H2Aub1, SUZ12 and H3K27me3 cChIP-seq signals in *Pds5a*^*GT*^ WT and *Pds5a*^*GT*^ KO ESCs. For each plot, normalized read density is plotted in 10 kb window centered around the TSS. **c** Genomic screenshot of cChIP-seq and RNA-seq in *Pds5a*^*GT*^ WT (black) and *Pds5a*^*GT*^ KO (red) ESCs. **d** ATAC-seq heatmaps in *Pds5a*^*GT*^ WT and *Pds5a*^*GT*^ KO ESCs. ATAC signal is plotted around the TSS (±5 kb) and clustered based on gene class annotation: PRC1/PRC2 target genes, vPRC1 target genes, non-PcG genes.

Together, these results show that PDS5A deletion has limited impact on the maintenance of Polycomb chromatin domains. Given the redundant activities of PRC1 and PRC2 in maintaining repression^19,29,30^, the minimal reduction of PcG protein binding and histone modifications appears uncoupled from transcriptional activation at PRC1/PRC2 target genes upon loss of PDS5A, suggesting that *Pds5a* KO impairs other mechanisms that are critical for transcriptional silencing.

### PDS5A colocalizes with cohesin and destabilizes chromatin binding

Recent evidence suggests that PDS5A functions to restrict chromatin loop extrusion at CTCF sites by binding to acetylated cohesin and inhibiting its ATPase activity^45^. We used cChIP-seq to determine the genomic distribution of PDS5A relative to RAD21, CTCF and PcG proteins in *Pds5a*^*GT*^ WT ESCs. As expected, PDS5A showed extensive overlap with RAD21 and CTCF (Supplementary Fig. 4a–d)^50,58,59^. In contrast, PDS5A was absent from Polycomb target genes, suggesting that PDS5A indirectly promotes silencing of PRC1/PRC2 target genes (Supplementary Fig. 4e).

Deletion of PDS5A alone or in combination with PDS5B has been shown to increase cohesin residence time on chromatin, resulting in continued loop extrusion, formation of larger TADs and loss of compartmentalization^43,45^. 

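Pds5a RNA exceeded Pds5b RNA in both control lines. The level of each control was derived from the mean normalized count and the log2 fold change of the authors' tables, with both groups weighted equally. In wild-type ESCs, this gives 16223 normalized counts of Pds5a and 2434 of Pds5b, a ratio of 6.67. In Pds5aGT WT ESCs it gives 12492 and 4441, a ratio of 2.81. Normalized counts are not corrected for transcript length, and no error can be given without values per library.

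In Pds5a KO ESCs, the derived levels were 3832 for Pds5a and 2538 for Pds5b, a ratio of 1.51, and in Pds5aGT KO ESCs 10501 and 4939, a ratio of 2.13. Pds5b did not rise past the threshold in either mutant. The authors' deposited tables give Pds5b a log2 fold change of 0.06 (standard error 0.06, adjusted p = 0.48) in Pds5a KO ESCs and 0.15 (standard error 0.04, adjusted p = 0.0012) in Pds5aGT KO ESCs.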

In ESCs, *Pds5a* is considerably higher expressed than *Pds5b* suggesting that it encodes the dominant protein paralog (Supplementary Fig. 4f). To evaluate potential differences in cohesin binding between *Pds5a*^*GT*^ KO and *Pds5a*^*GT*^ WT ESCs, we performed RAD21 cChIP-seq (Supplementary Fig. 4a–d).

Differential enrichment analysis of RAD21 peaks revealed a significant increase in occupancy at ~25% of targets (cluster 2) in *Pds5a*^*GT*^ KO ESCs. Notably, using ChromHMM annotations^60^, we found that compared to clusters 1 and 3, sites with strongly increased RAD21 occupancy were enriched in gene regulatory elements and relatively depleted in CTCF binding sequences (Supplementary Fig. 4g). In contrast, orthogonal analysis of bulk cohesin binding through nuclear fractionation did not show any discernible differences in SMC3 signal on chromatin (Supplementary Fig. 4h). However, since immunodetection is known to have limited sensitivity compared to cChIP-seq^43^, we conclude that PDS5A loss promotes aberrant cohesin activity leading to increased occupancy at a substantial portion of the genome. Together, our findings support the notion that PDS5A regulates cohesin activity likely by restricting chromatin loop extrusion in ESCs.

### PDS5A deletion causes aberrant cohesin activity and TAD boundary violations

Based on our findings above, we hypothesized that loss of PDS5A leads to a cohesin-dependent dysregulation of 3D genome architecture that compromises the silencing of endogenous, PRC1/PRC2 target genes. To investigate if PDS5A deletion alters the 3D genome architecture, we performed in situ Hi-C on wild-type and *Pds5a* KO ESCs, excluding potential structural effects of the gene trap cassette. After quality control, we combined sequencing reads of Hi-C replicates amounting to a total of ~365 million valid unique *cis*-contacts per genotype (Supplementary Table 2). We observed decreased interaction frequencies in Knight-Ruiz (KR)^61^ normalized Hi-C contact matrices resulting in reduced “checkerboard” patterns of alternating A and B compartments (Fig. 4a). Based on eigenvector analysis, compartment signal was reduced, but compartment did not switch from A to B or vice versa (Fig. 4b and Supplementary Fig. 4i). Reduced compartmentalization in *Pds5a* KO ESCs was further confirmed by their lower compartment strength, a related benchmark measuring interactions within compartments (A/A or B/B) compared to between compartments (A/B or B/A) (Supplementary Fig. 4j). When examining relative contact probabilities (RCP) as a function of genomic distance, we found reduced compartmentalization, manifested by a decrease in very long long-range contacts (>5 Mb) in *Pds5a* KO ESCs relative to wild-type (Fig. 4c). Contact probabilities in the relative short-range (50–500 kb) were also slightly reduced. In contrast, interactions in the mid- to long-range (500 kb–5 Mb) were increased in *Pds5a* KO ESCs relative to wild-type.

**Fig. 4:**
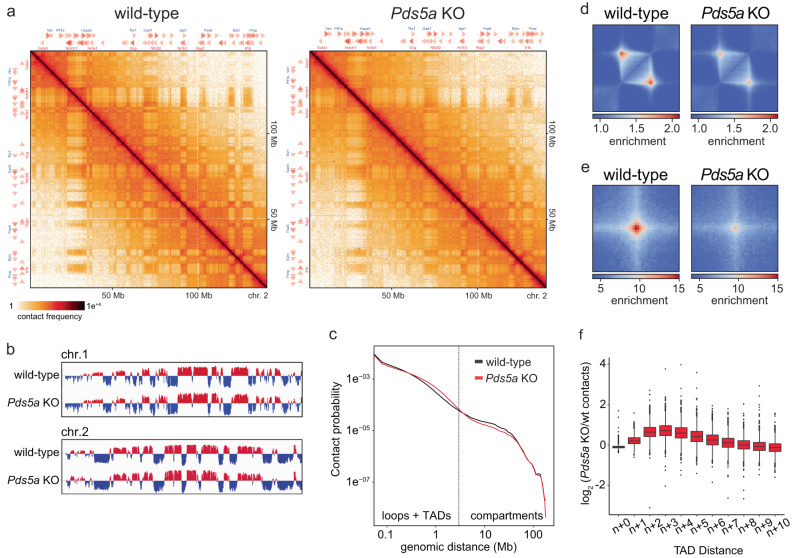
PDS5A deletion causes aberrant cohesin activity and TAD boundary violations. **a** Hi-C contact matrices of chromosome 2 in wild-type (left) and *Pds5a* KO (right) ESCs. **b** Eigenvector compartment signal tracks of chromosomes 1 and 2 comparing wild-type and *Pds5a* KO ESCs. **c** Genomic-distance-dependent contact probability from Hi-C in wild-type and *Pds5a* KO ESCs. Dashed line separates expected size ranges of TADs and compartments. **d** Aggregate TAD analysis in wild-type (left) and *Pds5a* KO (right) ESCs at 5-kb resolution. Effective contact probability is displayed using a set of published TADs in ESCs^62^. **e** Aggregate interaction analysis in wild-type (left) and *Pds5a* KO (right) ESCs at 5-kb resolution. Effective contact probability is displayed using a set of published loops in ESCs^62^. **f** Boxplot quantifies TAD boundary violation displaying changes in Hi-C contacts with n+ (x-axis) neighboring TADs in wild-type and *Pds5a* KO ESCs. Shown are median (horizontal line in the middle) and 25th to 75th percentiles (at the end of the boxes).

Whereas PDS5A deletion reduced compartmentalization, topologically associating domain (TAD) sizes were on average larger in *Pds5a* KO ESCs compared to wild-type ESCs (Supplementary Fig. 4k). To explore differences in TAD structure and loop formation between wild-type and *Pds5a* KO ESCs, we utilized publicly available high-resolution ESC Hi-C data to identify high-confidence TAD intervals and loops^62^. Aggregate TAD and loop analysis showed that PDS5A loss resulted in a relative contact reduction at pre-existing wild-type TADs and loops (Fig. 4d, e). We also detected increased interaction frequencies with neighboring TADs in *Pds5a* KO ESCs, whereas intra-TAD interactions were slightly decreased (Fig. 4f). These changes resemble those observed upon WAPL and/or PDS5A deletion in cancer cells, where increased cohesin residence time leads to an extension of chromatin loops, resulting in a genome-wide shift towards longer range interactions and violation of TAD boundaries^38,43,45^. Overall, our data suggest that PDS5A loss promotes aberrant cohesin loop extrusion in ESCs.

### PDS5A is required to maintain a subset of Polycomb loops

To explore how loss of PDS5A affects long-range interactions between Polycomb target genes, we used RING1B cChIP-seq to identify 525 Polycomb loops in wild-type ESCs (Fig. 5a and Supplementary Fig. 5a). This number is similar to 336 persistent interactions identified in cohesin-depleted ESCs^26^, suggesting that Polycomb-associated long-range interaction account only for a small fraction of the 12,425 loops detected in ESCs. Further classification of Polycomb loops based on additional PcG proteins and associated histone modifications revealed that virtually all of them (476/525, 91%) arise from long-range interactions between genomic sites harboring PRC1/PRC2 target genes, consistent with recent findings^26^ (Fig. 5a and Supplementary Fig. 5a).

**Fig. 5:**
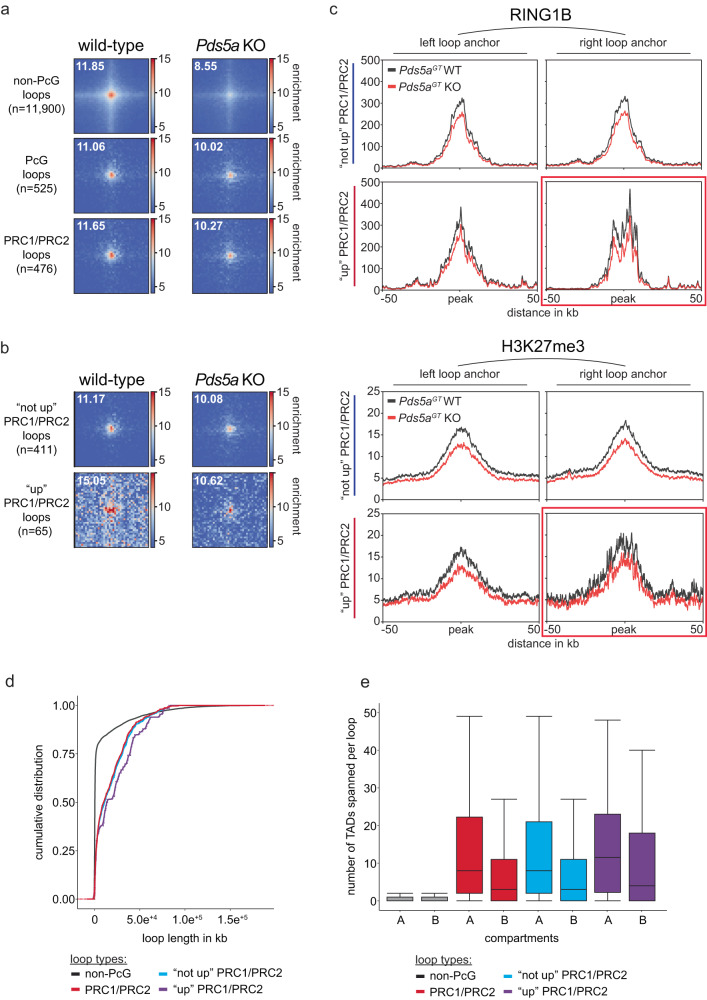
PDS5A is required for maintenance of ultralong-range Polycomb loops. **a** Loop pileup analysis of non-PcG loops (*n* = 11,900), PcG loops (PRC1/2 and vPRC1; *n* = 525) and PRC1/PRC2 loops (PRC1/2 only; *n* = 476) in wild-type (left) and *Pds5a* KO (right) ESCs. Number indicates relative peak enrichment. **b** Loop pileup analysis of Polycomb loops overlapping unchanged/downregulated PRC1/PRC2 target genes (not up PRC1/PRC2 loop; *n* = 411) and upregulated PRC1/PRC2 target genes (up PRC1/PRC2 loop; *n* = 65) in wild-type (left) and *Pds5a* KO (right) ESCs. Number indicates relative peak enrichment. **c** Meta plots show average RING1B and H3K27me3 cChIP-seq signals at Polycomb loop anchors associated with unchanged/downregulated PRC1/PRC2 target genes (not up PRC1/PRC2 loop; *n* = 411) and upregulated PRC1/PRC2 target genes (up PRC1/PRC2 loop; *n* = 65) in wild-type (left) and *Pds5a* KO (right) ESCs. Red box indicates loop anchor that overlaps upregulated PRC1/PRC2 target genes in *Pds5a* KO ESCs. **d** Cumulative distribution of chromatin loop lengths. **e** Box plot shows number of TADs traversed by different types of chromatin loops in A or B compartments. Shown are median (horizontal line in the middle), 25th to 75th percentiles (at the end of the boxes) and 90% percentiles (whiskers).

Unlike non-Polycomb (non-PcG) loops, which are substantially reduced in *Pds5a* KO ESCs, long-range interactions between PRC1/PRC2 target genes displayed on average only minor changes (Fig. 5a). We considered that aberrant cohesin activity and violation of TAD boundaries that we observed in *Pds5a* KO ESCs could interfere with a subset of Polycomb-associated long-range interactions in a locus-specific manner. Thus, we bifurcated Polycomb loops based on interactions between anchor sites harboring upregulated (“up”, 65) and unchanged/downregulated (“not up”, 411) PRC1/PRC2 target genes. Interestingly, anchor sites in wild-type ESCs that involve upregulated PRC1/PRC2 target genes are engaged in stronger loops compared to the anchor sites that involve unchanged/downregulated genes (Fig. 5b and Supplementary Fig. 5b). Strikingly, upon PDS5A deletion, the interaction frequency at upregulated anchor sites was dramatically reduced, whereas interactions between unchanged/downregulated anchor sites were relatively unaffected, similar to the class average (Fig. 5b). These results suggest that local dysregulation of cohesin-mediated chromosome architecture interferes with Polycomb-associated long-range interactions at a subset of PRC1/PRC2 target genes, which could compromise gene silencing.

### Polycomb loops crossing ultra-long distances are sensitive to cohesin dysregulation

To understand what defines the subset of Polycomb loops that are vulnerable to cohesin dysregulation, we first compared chromatin modifications between anchor sites of upregulated and unchanged/downregulated PRC1/PRC2 target genes. We noticed that at Polycomb loops of upregulated PRC1/PRC2 target genes, only one of the two anchor sites was associated with loss of gene silencing. To investigate potential differences in the repressive chromatin modifications, we separated the two anchor sites into unchanged (left) and upregulated (right) and compared PcG protein occupancy and associated histone modifications (Fig. 5c and Supplementary Fig. 5c). Anchor sites of unchanged/downregulated PRC1/PRC2 target genes served as the control dataset. Surprisingly, despite differential expression we found that upregulated (right) and unchanged anchor sites (left) had comparable repressive chromatin domains with similar reduction in RING1B occupancy and H3K27me3 upon PDS5A deletion (Fig. 5c and Supplementary Fig. 5c, d). Chromatin modifications at upregulated anchor sites were also similar to those at anchor sites of unchanged/downregulated PRC1/PRC2 target genes. Together, these results corroborate our genome-wide analysis revealing minimal reduction of repressive chromatin modifications at PRC1/PRC2 target genes and strongly suggest that reduced long-range interactions and loss of gene silencing in *Pds5a* KO ESCs are largely uncoupled from changes in Polycomb chromatin domains.

Next, we explored if sensitivity to cohesin dysregulation is linked to the distance between Polycomb loop anchor sites. Comparison of loop sizes of upregulated and unchanged/downregulated PRC1/PRC2 target genes revealed a striking difference: loops between anchor sites of upregulated PRC1/PRC2 target genes were substantially longer than loops between anchor sites of unchanged/downregulated or all shared PRC1/PRC2 target genes (Fig. 5d). Not surprisingly, this length bias was also reflected in a greater number of TADs within the A compartment traversed by Polycomb loops of upregulated PRC1/PRC2 target genes (Fig. 5e). Based on these results we conclude that ultra-long Polycomb loops are most vulnerable to cohesin dysregulation. We speculate that traversing a greater number of TADs increases the probability of interference by cohesin-mediated loop extrusion and TAD boundary violations. Importantly, by uncoupling loss of Polycomb loops from changes in repressive chromatin modifications, these results reveal a subset of PRC1/PRC2 target genes that potentially depends on long-range interactions for silencing.

### Loss of Polycomb loops is linked to cohesin-mediated insulation gain

To uncover the potential mechanism by which aberrant cohesin activity interferes with ultra-long Polycomb loops between PRC1/PRC2 target genes, we defined regions in the genome with significant local changes in 3D chromosome architecture. Specifically, we calculated insulation scores^63^ in 250 kb bins across the genomes of wild-type and *Pds5a* KO ESCs. Insulation scores in most bins (40,838) were unchanged upon PDS5A deletion (Supplementary Fig. 6a, b). Additionally, we identified 17,269 bins with significant reduction in insulation in *Pds5a* KO ESCs, suggesting loss of TAD boundaries in response to cohesin dysregulation (Fig. 6a and Supplementary Fig. 6b).

**Fig. 6:**
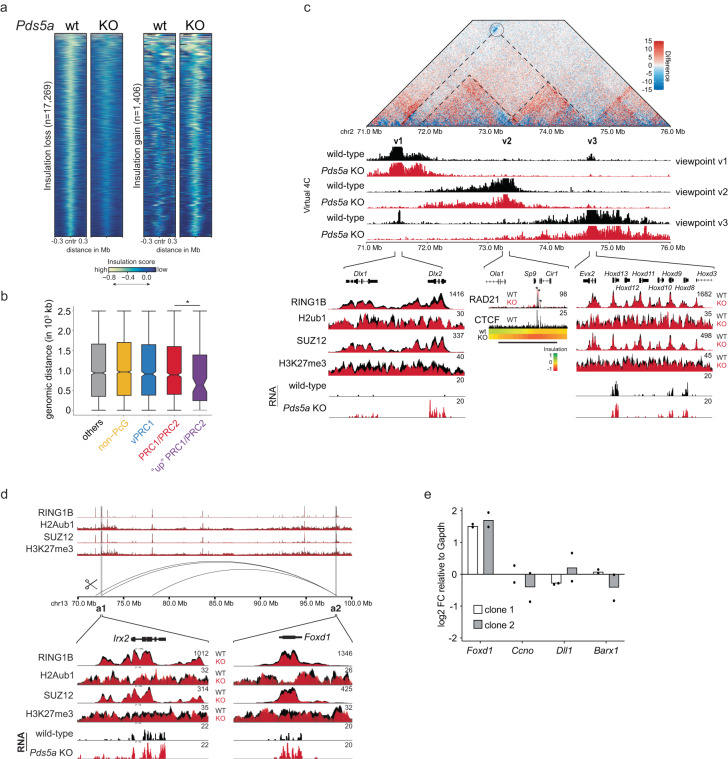
Loss of Polycomb loops is linked to cohesin-mediated insulation gain. **a** Heatmaps show insulation scores in wild-type and *Pds5a* KO ESCs for differentially insulated regions that lose (left, *n* = 17,269) or gain (right, *n* = 1,408) insulation upon PDS5A deletion. Insulation scores are plotted ±300 kb around differentially insulated regions. **b** Boxplots shows genomic distances of gene class TSSs to the closest insulation-gaining regions. Shown are median (horizontal line in the middle), 25th to 75th percentiles (at the end of the boxes) and 90% percentiles (whiskers). Significance was determined by Wilcoxon rank-sum test. Asterisks indicate significant differences between groups (* *P* value = 0.039). **c** Top: Hi-C matrix shows interaction differences on chromosome 2 between wild-type and *Pds5a* KO ESCs (blue = loss; red = gain). Middle: Virtual 4C contact plots compare interaction frequencies at three viewpoints (v1, *Dlx1,* and *Dlx2*), (v2, insulation-gaining region indicated with black bar) and (v3, *Hoxd* gene cluster) in wild-type (black) and *Pds5a* KO ESCs (red). Bottom: Genomic screenshots of cChIP-seq of PcG proteins and histone modifications at v1 and v3, and of normalized RNA-seq counts in wild-type (black) and *Pds5a* KO (red) ESCs. Genomic screenshot at v2 shows RAD21 cChIP-seq in wild-type (black) and *Pds5a* KO (red) ESCs, CTCF ChIP-seq in wild-type (black), and insulation score heatmaps. Asterisks indicate significantly increased RAD21 binding. **d** Genomic screen shot showing cChIP-seq signals of PcG proteins and histone modifications in wild-type (black) and *Pds5a*^*GT*^ KO (red) ESCs and Polycomb loops in wild-type ESCs. *Irx2* (a1) and *Foxd1* (a2) are highlighted (gray) and cChIP-seq of PcG proteins and histone modifications and RNA-seq of normalized expression counts are shown at higher resolution below. Scissors indicate CRISPR excision at *Irx2* locus. **e** RT-qPCR analysis of *Foxd1*, *Ccno*, *Dll1* and *Barx1* expression changes relative to *Gapdh*. Shown are data of experimental replicates in two independent CRISPR excision ESC clones. Source data are provided as a Source Data file.

Intriguingly, we identified 1406 genomic regions that gained insulation in *Pds5a* KO ESCs (Fig. 6a and Supplementary Fig. 6b). It is possible that the insulation gaining regions are directly linked to sites with increased cohesin occupancy (Supplementary Fig. 4b), e.g., stabilized loops at gene promoters and enhancers (cluster 2), but the spatial resolution for scoring insulation changes precludes a precise determination. In any case, we reasoned that newly formed insulation sites could interfere with ultra-long Polycomb loops between PRC1/PRC2 target genes. To explore this scenario, we analyzed the distances between newly formed insulation sites and Polycomb target genes. Strikingly, new insulation sites are located significantly closer to upregulated PRC1/PRC2 target genes than to all other classes of Polycomb and non-Polycomb genes (Fig. 6b). These data suggest that proximal changes in cohesin-mediated 3D chromosome architecture disrupt ultra-long Polycomb loops, potentially causing de-repression of a subset of PRC1/PRC2 target genes.

One prominent example of such cohesin-dependent dysregulation is the insulation gain region located between *Dlx2* and the *Hoxd* gene cluster (Fig. 6c). In wild-type ESCs, *Dlx2* forms strong interactions traversing ~3 Mb with the *Hoxd* gene cluster. 

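Dlx2, a homeobox gene of forebrain interneurons and craniofacial development, rose in both mutants, while most genes between it and the Hoxd cluster did not pass the threshold. Its log2 fold change in the authors' deposited table of Pds5a KO ESCs was 4.93 (standard error 1.305, adjusted p = 0.00081), and in that of Pds5aGT KO ESCs 3.49 (standard error 0.51, adjusted p = 2.3e-11). These are 30.5-fold and 11.2-fold increases. The difference between the mutants did not pass the threshold (1.45 as Pds5a KO minus Pds5aGT KO, adjusted p = 1.00).

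Dlx2 lies on chromosome 2 of GRCm38 from 71543408 to 71546754, 1.73 Mb from Sp9 and 3.12 Mb from Hoxd13. The authors' deposited table gives Dlx2 a mean normalized count of 25.7 over the Pds5a KO and wild-type libraries, so its fold change there rests on few reads and it drops out at a minimum of 50. From Dlx1 to Hoxd1, a span of 3.24 Mb with 82 annotated genes, 24 genes were tested in Pds5a KO ESCs, of which 3 rose (Dlx2, Chn1 and Hoxd1) and 0 fell, with a median log2 fold change of 0.05. In Pds5aGT KO ESCs 28 were tested, of which 2 rose (Dlx2 and Chn1) and 0 fell, with a median of 0.03. Chn1 and Hoxd1 are named here after their values were seen. The authors' deposited tables give Chn1, a regulator of Rac signalling in neurons, 0.61 in each mutant (standard errors 0.13 and 0.10). For Hoxd1, the authors' deposited table of Pds5a KO ESCs gives 1.56 (standard error 0.86, adjusted p = 0.010) at a mean normalized count of 15.8. Hoxd13, at the end of the cluster nearest to Dlx2, had 0.08 (standard error 0.21, adjusted p = 0.67) in Pds5a KO ESCs and 0.11 (standard error 0.17, adjusted p = 0.44) in Pds5aGT KO ESCs in the authors' deposited tables. Sp9 was too low to be tested in Pds5a KO ESCs. Of 15 listed genes of the region, the 7 tested in Pds5a KO (adjusted p = 0.154) and the 9 tested in Pds5aGT KO ESCs (adjusted p = 0.0671) did not shift past the threshold as a group by cameraPR. They did with log2 fold changes in place of normal scores (adjusted p = 7.1e-10 and 0.000208), and with ranks in Pds5aGT KO ESCs (adjusted p = 0.0216). The list holds Dlx2, and 2 of the 7 and 1 of the 9 tested members rose past the threshold. List medians were 0.10 in Pds5a KO and 0.08 in Pds5aGT KO ESCs. The result with log2 fold changes therefore cannot separate a group shift from the rise of Dlx2. The list was not tested without it.

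**Figure D3:**
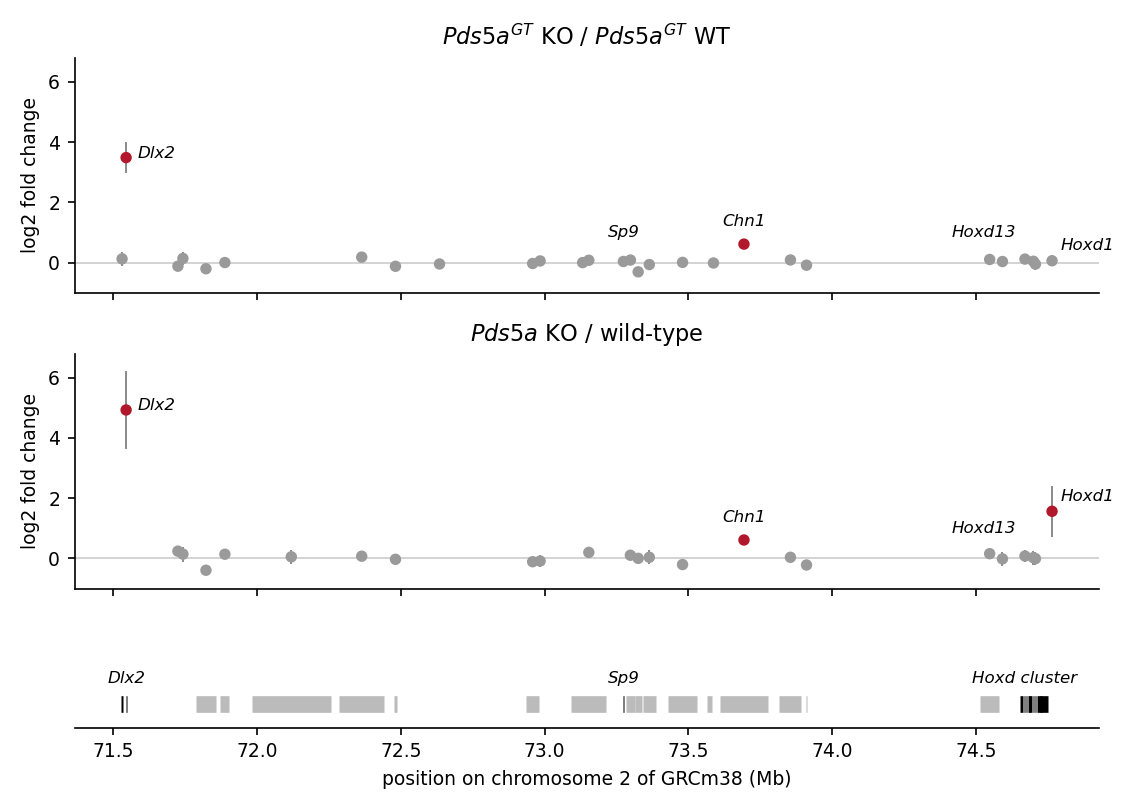
Log2 fold change of each tested gene between Dlx1 and Hoxd1 at its position on chromosome 2 of GRCm38, in Pds5aGT KO ESCs (top) and Pds5a KO ESCs (middle), with bars for the standard error, red for genes past the threshold, and protein-coding genes below. Dlx2 stands at 3.49 and 4.93, with most other genes near 0.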

Upon PDS5A deletion, these long-range interactions are lost and *Dlx2* expression is upregulated by more than 8-fold (Figs. 2b, d, and 6c), yet PcG protein occupancy and associated histone modifications are either unaffected or only marginally reduced at *Dlx2* and the *Hoxd* gene cluster. Instead, PDS5A deletion leads to a gain in insulation with increased cohesin binding near the *Sp9* gene, which is located between *Dlx2* and the *Hoxd* gene cluster. Virtual 4-C viewpoints from the insulation gaining region (v2), as well as from *Dlx2* (v1) and the *Hoxd* gene cluster (v3), reveal increased mid- to long-range interactions in *Pds5a* KO ESCs, consistent with aberrant extension of cohesin loops (Fig. 6c). This shift towards longer-range interactions is captured in Hi-C matrices as strengthening of two domains in between *Dlx2* and the *Hoxd* gene cluster (dashed triangles) (Fig. 6c). We speculate that aberrant extension of chromatin loops resulting from reduced cohesin unloading upon PDS5A loss strengthens ectopic cohesin occupancy and interaction domains at the expense of the ultra-long Polycomb loop between *Dlx2* and the *Hoxd* gene cluster. 

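Hoxb13, the outermost gene of the Hoxb cluster, active in the tail end of the embryo, rose in both mutants. Its log2 fold change in the authors' deposited tables was 1.19 (standard error 0.58, adjusted p = 0.0072) in Pds5a KO ESCs and 2.48 (standard error 0.92, adjusted p = 0.0035) in Pds5aGT KO ESCs. Neurod2, a transcription factor gene of neuron differentiation, has no value in either comparison. Ppp1r1b, which encodes a phosphatase inhibitor of neurons near Neurod2, had a log2 fold change of 1.89 (standard error 0.72, adjusted p = 0.0022) in Pds5a KO ESCs and 0.07 (adjusted p = 0.37) in Pds5aGT KO ESCs in the authors' deposited tables.

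Hoxb13 lies on chromosome 11 of GRCm38 from 96194316 to 96196610, 2.13 Mb from Neurod2. The difference between the mutants did not pass the threshold for Hoxb13 (-1.29 as Pds5a KO minus Pds5aGT KO, adjusted p = 0.87) or Ppp1r1b (1.82, adjusted p = 0.14). Both genes lie below a mean normalized count of 50 in both tables. Across the region, with 101 annotated genes, 53 were tested in Pds5a KO ESCs, of which 3 rose and 6 fell (median -0.02), and 57 in Pds5aGT KO ESCs, of which 2 rose and 3 fell (median 0.01). Of the listed Hoxb genes, Neurod2 and Ppp1r1b, 5 were tested in Pds5aGT KO ESCs, and as a group they did not shift past the threshold (adjusted p = 0.323 by cameraPR) but did with log2 fold changes in place of normal scores (adjusted p = 0.000499). In Pds5a KO ESCs 4 were tested, too few for this test. In Pds5aGT KO ESCs Hoxb13 was the only 1 of the 5 past the threshold, and the list median was 0.07. The result with log2 fold changes therefore cannot separate a group shift from the rise of Hoxb13. The list was not tested without it.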

A similar example showcasing how insulation gain might interfere with Polycomb long-range interaction and gene repression is represented by contacts between *Hoxb13* and *Neurod2* (Supplementary Fig. 6c). Together, these results suggests that formation of ectopic insulation sites as result of aberrant cohesin activity interferes with maintenance of long-range interactions between PRC1/PRC2 target genes.

### Polycomb looping is required for *Foxd1* repression

Our results suggest that disruption of Polycomb loops is linked to aberrant expression of PRC1/PRC2 target genes. One possible explanation is that long-range Polycomb interactions between PRC1/PRC2 targets directly contribute to repression. Alternatively, extrusion of larger cohesin loops creates new TADs in which PRC1/PRC2 target genes are juxtaposed next to gene regulatory elements such as enhancers that are otherwise insulated from them.

To test the latter scenario, we analyzed the distances between H3K27ac peaks, marking active enhancers and promoters, and Polycomb target genes. We found that H3K27ac peaks are located at similar distances to unchanged/downregulated and to upregulated PRC1/PRC2 target genes, arguing against a causal link between loss of Polycomb repression and proximity to active enhancers and promoters (Extended Fig. 6d).

Next, we tested if loss of Polycomb long-range interactions by genetic deletion of a loop anchor region would impair PRC1/PRC2 target gene silencing comparable to PDS5A deletion. 65 PRC1/PRC2 target genes lost long-range interactions and displayed transcriptional upregulation upon PDS5A deletion. 

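Foxd1, a forkhead gene of kidney stroma and forebrain, rose in both mutants, whereas Irx2, a homeobox gene, did not pass the threshold in either. Foxd1 had a log2 fold change in the authors' deposited tables of 1.42 (standard error 0.56, adjusted p = 0.0027) in Pds5a KO ESCs and 0.66 (standard error 0.48, adjusted p = 0.026) in Pds5aGT KO ESCs. These are 2.68-fold and 1.58-fold increases. In the same order, the authors' deposited tables give Irx2 0.36 (standard error 0.33, adjusted p = 0.10) and -0.10 (standard error 0.18, adjusted p = 0.46).

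On chromosome 13 of GRCm38, Foxd1 lies from 98354245 to 98356705, 25.7 Mb from Irx2, which lies from 72624430 to 72634196. Foxd1 no longer passes in Pds5aGT KO ESCs at an adjusted p of 0.01 and lies below a mean normalized count of 50 in Pds5a KO ESCs. Its fold change did not differ past the threshold between the mutants (0.76 as Pds5a KO minus Pds5aGT KO, standard error 0.74, adjusted p = 1.00). Of the neighbours of Irx2 in the Irx cluster, named after their values were seen, Irx1 was too low to be tested in either mutant and Irx4 did not pass the threshold (adjusted p = 0.11 in Pds5a KO and 0.57 in Pds5aGT KO ESCs in the authors' deposited tables). The genes Ccno, Dll1 and Barx1 of Fig. 6e also have values. Ccno had a log2 fold change of 1.95 and 2.04 and Barx1 one of 0.75 and 0.05 in Pds5a KO and Pds5aGT KO ESCs in the authors' deposited tables, the last not past the threshold. Dll1 differed between the mutants (adjusted p = 1.7e-06), and Ccno (adjusted p = 1.00) and Barx1 (adjusted p = 0.69) did not differ past the threshold. Barx1 no longer passes in Pds5a KO ESCs at an adjusted p of 0.01.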

From this list, we selected *Foxd1* which interacts with *Irx2* across a distance of 25 Mb and is aberrantly activated in *Pds5a*^*GT*^ KO and *Pds5a* KO ESCs (Figs. 2d and  6d). We used CRISPR genome editing at *Irx2* to excise a 6.4 kb fragment overlapping SUZ12 and RING1B peaks in wild-type ESCs. After confirming sequence deletion by genotyping PCR, we isolated two independent ESC clones for RT-qPCR expression analysis (Fig. 6e and Supplementary Fig. 6e). Notably, both *Irx2* mutant clones showed transcriptional upregulation of *Foxd1* expression by >2.5-fold compared to wild-type ESCs. This effect was specific because expression of other PRC1/PRC2 target genes with unrelated Polycomb loops (*Ccno, Dll1, Barx1*) remained unchanged.

Taken together our results demonstrate that long-range interactions with *Irx2* are required for *Foxd1* silencing suggesting that Polycomb loops directly contribute to maintenance of repressive chromatin domains at a subset of PRC1/PRC2 target genes. Thus, Polycomb repression takes place in a delicate spatial equilibrium with cohesin-dependent nuclear architecture, that is essential to maintain robust silencing at PRC1/PRC2 target genes.

## Discussion

Here, we used a CRISPR-mutagenesis screen to identify novel regulators of cPRC1-induced gene silencing which revealed the cohesin regulator PDS5A. Subsequent independent deletion in ESCs confirmed that PDS5A, PDS5B, WAPL, STAG1 and STAG2 are genetic dependencies in reporter gene silencing and that PDS5A is required for repression of a subset of endogenous PRC1/PRC2 target genes. Notably, loss of PRC1/PRC2 silencing upon PDS5A deletion is mostly uncoupled from changes in Polycomb chromatin domains. Instead, PDS5A loss affects cohesin-dependent genome architecture. We speculate that PDS5A deletion promotes aberrant chromatin loop extrusion leading to breached TAD boundaries, increased cohesin occupancy at gene regulatory elements and formation of ectopic insulation sites. In turn, new insulation sites perturb competing loops mediated by cPRC1. Finally, our results argue that ultra-long Polycomb loops are critical for robust silencing at a subset of PRC1/PRC2 target genes.

Previous reports have linked genetic mutations in genes encoding cohesin regulators to defects in Polycomb-dependent gene silencing, but the underlying mechanisms remained unclear. For example, a genetic screen for dominant suppressors of Polycomb-dependent silencing in *Drosophila* revealed several mutants in the *wapl* gene^64^. In mammalian cells, PDS5A and PDS5B are required for Polycomb-dependent silencing^50^, and *Pds5a* KO mice exhibit developmental abnormalities, including skeletal malformations^65^, that resemble the patterning defects of Polycomb mutant mice^24,66,67^. Our results provide a mechanistic explanation linking changes in 3D genome architecture to defects in Polycomb-dependent gene silencing. While previous work demonstrated that cohesin activity counteracts Polycomb-mediated long-range interactions^26^, we show that by disrupting Polycomb loops, PDS5A defects uncover the architectural role of PRC1 in gene silencing. Since loss of PRC1/PRC2 target gene silencing is uncoupled from changes in Polycomb chromatin domains, our data argue that Polycomb-dependent long-range interactions are required for and directly contribute to transcriptional repression.

The capacity of cPRC1 to form 3D chromatin interactions that contribute to gene silencing has been demonstrated in *Drosophila*^21,28^. To our knowledge, the contribution of cPRC1-mediated loops to gene silencing in mammalian cells has been controversial^22^. PRC1/PRC2 target genes are generally located within the active (A) compartment in the nucleus of ESCs and thereby in spatial proximity to actively transcribed genomic regions^68^. We speculate that Polycomb-dependent silencing of PRC1/PRC2 target genes involves multiple parallel mechanisms including repressive histone modifications and long-range interactions. By uncoupling loss of Polycomb silencing and loop interactions from changes in repressive chromatin modifications, our data argue that 3D organization by itself has repressive function potentially by tethering PRC1/PRC2 target genes away from transcriptional co-activators and/or the transcriptional machinery. Therefore, when combined with repressive chromatin modifications, which promote Polycomb feedback mechanisms, spatial aggregation by Polycomb loops would effectively enhance robust gene silencing.

The relative contribution of each of these mechanisms is likely locus-specific and may vary in different cell types. For example, alternative incorporation of paralogous cPRC1 subunits, such as CBX proteins or PHC proteins may influence the specific regulation of Polycomb 3D network formation as a mechanism of repression. Hence, future studies are needed to discern how cPRC1 and Polycomb-dependent genome architecture control target gene silencing in the context of different cell types and in disease.

## Methods

### Cell lines

All diploid ESC lines used in this study were derived from originally haploid HMSc2 termed AN3-12^49^. TetR-CBX7 reporter ESCs with 7x TetO DNA binding sites flanked by GFP and BFP reporter genes were previously described ref. ^31^. *Pds5a*^*GT*^ KO and its corresponding wild-type ESCs with genetrap insertion in the non-disruptive orientation were acquired from the Haplobank repository (Cell IDs: 10388IH and 10388MH)^49^.

### Cell culture conditions

All ESCs were cultivated without feeders in high-glucose-DMEM (Corning 10-013-CV) supplemented with 13.5% fetal bovine serum (Corning 35-015-CV), 10 mM HEPES pH 7.4 (Corning, 25-060-CI), 2 mM GlutaMAX (Gibco, 35050-061), 1 mM Sodium Pyruvate (Corning 25-000-Cl), 1% Penicillin/Streptomycin (Sigma, P0781), 1X non-essential amino acids (Gibco, 11140-050), 50 mM β-mercaptoethanol (Gibco, 21985-023) and recombinant LIF. Cells were incubated at 37 °C and 5% CO_2_ and were passaged every 48 h by trypsinization in 0.25% 1x Trypsin-EDTA (Gibco, 25200-056). In order to reverse of TetR-CBX7 fusion protein binding 1 µg/ml Doxycycline (Sigma, D9891) was added to cell culture medium.

### Generation of CRISPR-Cas9 mutants

Generation of mutant TetR-CBX7 ESC lines was achieved by CRISPR-Cas9 technology using a modified version of the vector plasmid pX330-U6-Chimeric_BB-CBh-hCas9 (Addgene #42230) that yields a BFP marker for selection (Gift by J. Zuber). Plasmids expressing hCas9 together with sgRNAs targeting *Pds5a* (5'-TGTCTCTGCAGAGTGGAACG- 3') or Ring1b (5'- GTGTTTACATCGGTTTTGCG -3') were transduced into parental reporter ESCs by electroporation using NEON transfection system (Invitrogen, MPK5000). 36 h post transfection cells were FACS sorted for hCas9-BFP and 1000-2000 cells seeded for clonal expansion on a 15 cm plate. 7–10 days later colony forming clones were individually picked, the targeted loci genotyped and loss of function confirmed by western blot.

For the generation of population mutants of TetR-CBX7 ESC cells we generated a stably expressing hCas9 clonal cell line that yields a hygromycin selection marker for hCas9. Further four guides (see Supplementary Table 4) for *Pds5b*, *Stag1*, *Stag2*, *Wapl*, each and a scramble control (5' GATCCATGTAATGCGTTCGA 3') were cloned in custom sgRNA vector including a G418 selection cassette and introduced into TetR-CBX7 hCas9 expressing mESCs via electroporation.

### CRISPR excision of Polycomb loop anchor

For excision of Polycomb loop anchors the mm10 genomic region chr13:72,626,687-72,633,437 was targeted. 2 sgRNAs 4,389 bp apart flanking the regional CpG island within that region were designed (5' GCTCTGAAGCTAGTAGAGGG 3', 5' CCTTCTGCGGTACAATACCG 3') and cloned into the CRISPR-Cas9 pX330-U6-Chimeric_BB-CBh-hCas9 (Addgene #42230) BFP-selection marker modified version described above (Gift by J. Zuber). The 2 sgRNA CRISPR-Cas9 plasmids were transduced wild-type mESCs via electroporation using NEON transfection system (Invitrogen, MPK5000). 36 h post transfection cells were FACS sorted for BFP and cells seeded for clonal expansion on a 15 cm plate. Single colony forming clones were isolated 7–10 days later and subjected to genotyping of the Irx2 Polycomb loop anchor site targeted for excision. Genotyping primers flanking the region as well as overlapping the borders of the excision target site were designed (see annotation and depiction in Supplementary Fig. 6e: (“a”: CTCCAGTCCATCACTACAATTG, “b”: GCTAAGTTGGTCCAAAGGTC, “c”: CCATACCTGCTCCCTTTCCC, “d”: GTCCCGGGCCTAGAAAATG).

### Hoechst-staining

For cell cycle profiling ESCs were trypsinized and genomic DNA was stained with Hoechst 33342 (20 mM; Thermo Fisher Scientific Cat. # 62249) for 30 min at 37 °C and 5% CO_2_. Hoechst immunofluorescence was measured by flow cytometry on a FACSAria II cell sorter (BD Biosciences).

### AP-staining

One thousand cells were seeded and grown to form colonies at low density on 15 cm tissue culture dishes for 7 days. On day 7, dishes were washed with 100 mM tris (pH 8) and AP activity assay was performed using the VECTOR Blue AP Substrate Kit (Vector Laboratories, VECSK-5300) according to the manufacturer’s instructions. Following AP staining, stained colonies were fixed in 4% formaldehyde overnight. Plates were rinsed with 1x PBS the following day and images taken on a brightfield microscope (EVOS XL Core system).

### Pluripotency marker staining

To assess pluripotency of PDS5a loss of function mutants, we applied intracellular staining of OCT3/4, SOX2 and SSEA1. Single cell suspensions of wild-type and Pds5a KO ESCs were permeabilized and fixed using the fixation/permabilization buffer (R&D systems), washed twice with 1x PBS and stained using the H/MM pluripotent Stem Cell Multi-Color Flow Cytometry kit (R&D Systems) according to vendor’s protocol. Flow cytometry data was collected on an Attune NxT equipped with Attune NxT v3.1 acquisition software. Final data analysis was performed using FlowJo (10.7.1).

### Western blot

10 million ESCs were subsequently lysed in Buffer A (25 mM Hepes pH 7.6, 5 mM MgCl_2_, 25 mM KCl, 0.05 mM EDTA, 10% Glycerol, 1 mM DTT, 1 mM PMSF, 1× Complete Mini protease inhibitor, Roche) resuspended in RIPA buffer (150 mM NaCl, 1% triton, 0.5% sodium deoxy-cholate, 0.1% SDS, 50 mM Tris pH 8.0). Lysates were homogenized by sonication using a Bioruptor Pico (Diagenode) and concentration determined by Bradford assay (Biorad). 4x non-reducing Laemmli SDS sample buffer (Alfas Aesar, #J63615AD), 10 mM final DTT and 0.5% final BME were added to 20 µg total protein/sample and boiled at 95 °C for 5 min. Samples were separated on NuPAGE 4–12% Bis-Tris gels (Invitrogen) in Bis-Tris running buffer (Novues Biologicals) and transferred on a Merck Chemicals Immobilon-FL Membrane (PVDF 0.45 µm). After blocking the membranes (5% non-fat dry milk in 1× PBS, 0.1% Tween 20) the blots were incubated o/n with the primary antibodies in 5% non-fat dry milk in 1× PBS and 0.1% Tween 20. Antibodies used: PDS5a (Millipore Sigma #SAB2101764) 1:1000; PDS5B (Bethyl Laboratories A300-537A) 1:1000; RING1B (Cell Signaling D22F2) 1:1000; SMC3 (Bethyl Laboratories A300-060A) 1:2000; SUZ12 (Cell Signaling D39F6) 1:1000; LAMIN B1 (Abcam ab16048) 1:15000; H2AK119ub (Cell Signaling D27C4) 1:20000; H3K27me3 (Diagenode p069-050) 1:1000; H3 (Abcam ab1791) 1:10000; a-TUBULIN (Sigma-Aldrich T9026) 1:500. Next, membranes were incubated with corresponding secondary IRDye 800CW Goat anti-Rabbit IgG (H + L) (LICOR) or IRDye 680RD Goat anti-Mouse IgG (H + L) (LICOR) antibodies and imaged on an Odyssey CLx Near-Infrared Imaging System (LICOR).

### Nuclear protein fractionation assay

Nuclear soluble and chromatin bound fractions were isolated as described previously^69^. 10 million mESCs were collected and incubated at 4 °C in 1 ml Low-Salt Buffer (LSB) (20 mM HEPES (pH 7.9)), 1.5 mM MgCl_2_, 25% glycerol, 2 mM EDTA, 1 mM DTT, 1 mM PMSF and protease inhibitor cocktail (Complete EDTA-free, Roche) for 15 min. Nuclei were isolated by adding NP-40 to a final concentration of 0.75% and gentle resuspension. After centrifugation (500 *g* for 5 min) the nuclear pelleted was then resuspended in 100 µl LSB. 100 µL of High-Salt Buffer (HSB) (25% glycol, 0.4 M NaCl, 20 mM HEPES pH 7.9, 1.5 mM MgCl_2_, 1 mM DTT, 1 mM PMSF and protease inhibitor cocktail) (Complete EDTA-free, Roche) was added dropwise while vortexing at low speed to reach a final concentration of 200 mM NaCl. Further, samples were vortexed at low to medium speed at 4 °C for 30 min and centrifuged at 21,000 *g* for 10 min. The resulting supernatant was collected as the nuclear soluble fraction. The pellet containing the chromatin-bound protein fraction was washed twice in the 200 mM NaCl buffer, resuspended in SDS-PAGE loading buffer, sonicated using a probe sonicator and boiled at 95 °C for 10 min. Finally, both nuclear soluble and chromatin bound fractions were subjected to SDS-PAGE and western blot.

### Genetic CRISPR-Cas9 screen

For the genetic CRISPR-Cas9 mutagenesis screen, EF1a promoter driven hCas9 with a hygromycin resistance marker (modified version of Addgene #52961) was stably integrated via lentiviral transduction into the previously described TetR-CBX7 reporter ESC cell line, which contains 7x TetO DNA binding sites flanked by GFP and BFP reporter genes^31^.

For CRISPR-Cas9 mutagenesis, a sgRNA library targeting 6560 nuclear factors with four sgRNAs per gene and 112 nontargeting controls was utilized^32^. For retroviral library generation, the barcoded plasmid library of sgRNAs, containing neomycin resistance for selection, was packaged in PlatinumE cells (Cell Biolabs) according to the manufacturer’s recommendations.

3 × 10^8^ TetR-CBX7 reporter ESCs were infected with a 1:10 dilution of the harvested virus-containing supernatant PlatinumE cell medium for 24 h in the presence of 2 μg/ml polybrene (Santa Cruz Biotechnology, SACSC-134220). The 3 × 10^8^ ESCs were divided into three sets of 1 × 10^8^ million ESCs (10 × 15 cm plates of 10 million cells each) that were treated as three separate replicates throughout entirety of the mutagenesis screen and sgRNA NGS sequencing. 24 h post infection, neomycin-resistance selection was started on the infected cells by addition of G418 (Gibco) at 0.5 mg/ml. After 24 h of selection, each replicate was expanded from 10 15-cm dishes to 20 dishes. Subsequently, for the duration of the neomycin selection cells were always maintained at a minimum of 3 × 10^8^ cells. After 5 days and completion of G418 selection, half of the cells were cultured in ESC medium containing Dox for 3 days and the other half without Dox. GFP-positive cell populations of both Dox-treated and untreated populations were sorted on a FACSAria II cell sorter (BD Biosciences) and flow cytometry data analyzed with FlowJo software. Unsorted mutant populations were served as background controls. Genomic DNA was isolated from GFP-positive sorted and unsorted cells, their sgRNA cassettes amplified by PCR and subjected to NGS sequencing on an Illumina HiSeq 2500. Data analysis was performed as previously described in^32^ and gene enrichment determined using MAGeCK^33^.

### RNA-seq

5 × 10^6^ ESCs were trypsinized and collected by centrifugation. Resulting cell pellets were washed in 1x PBS and resuspended in 1x DNA/RNA protection reagent (Monarch Total RNA Miniprep Kit, NEB). Subsequently, cells were lysed and total RNA extracted following the mammalian cell protocol including optional on-column DNase I treatment.

For RNA-seq library preparation, 1 µg of total RNA per sample was enriched for poly-A using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, E7490) and final RNA-seq libraries generated using the NEBNext Ultra II Directional RNA Library Prep kit (NEB, E7760 and NEBNext Multiplex Oligos) (NEB, E7335/E7500). Final libraries were sequenced as 150 bp paired-end reads on the Illumina HiSeq platform.

### RT-qPCR

For RT–qPCR experiments, total RNA was extracted using the Monarch Total RNA Miniprep Kit (NEB) following the mammalian cell protocol including optional on-column DNase I treatment. 100 ng total RNA was used as input for one-step RT-qPCR using the Luna Universal One-Step RT-qPCR kit (NEB, E3005) on a CFX96 Real-Time PCR System (Bio-Rad). See Supplementary Table 5 for a list of RT-qPCR primers used.

### RNA-seq Data Analysis

Raw paired-end RNA-seq reads were aligned to the mm10 genome using STAR-2.6.1c^70^. Overlap of STAR-aligned reads with genes was performed using HTSeq count function^71^ with stranded = reverse option and the GRCm38 version 94 GTF file. The HTseq count matrix was pre-filtered to exclude genes with a read count below 10. Differential gene expression analysis was performed using DESeq2^72^ using the “apeglm” method^73^ for LFC shrinkage. We applied a threshold of p-adj <0.05 and fold change >0.5 or −0.5 for gene expression changes to be considered significant. Visualization of RNA-seq data was performed using custom R scripts and ggplot2. Gene ontology analysis for significantly deregulated genes was performed using custom R scripts and clusterProfiler refs. ^74,75^.

### Calibrated ChIP-seq (cChIP) and ChIP-CapSeq

30 × 10^6^ ESCs and HEK293T cells were collected, washed once in 1x PBS and crosslinked for 7 min in 1% formaldehyde. The crosslinking was quenched by addition of 125 mM glycine and incubated on ice. The crosslinked cells were pelleted by centrifugation for 5 min at 1200 g at 4 °C. Nuclei were prepared by washes with NP-Rinse buffer 1 (10 mM Tris pH 8.0, 10 mM EDTA pH 8.0, 0.5 mM EGTA, 0.25% Triton X-100) followed by NP-Rinse buffer 2 (10 mM Tris pH 8.0, 1 mM EDTA, 0.5 mM EGTA, 200 mM NaCl). Afterwards, the nuclei were washed twice with shearing buffer (1 mM EDTA pH 8.0, 10 mM Tris-HCl pH 8.0, 0.1% SDS) and subsequently resuspended in 900 µL shearing buffer with added 1× protease inhibitors complete mini (Roche). Chromatin was sheared by sonication in 15 ml Bioruptor tubes (Diagenode, C01020031) with 437.5 mg sonication beads (Diagenode, C03070001) for 6 cycles (1 min on/1 min off) on a Bioruptor Pico sonicator (Diagenode). For each ChIP reaction 4 % HEK293T-derived human spike-in lysate was combined with ESC lysate and incubated in 1x IP buffer (50 mM HEPES/KOH pH 7.5, 300 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% DOC, 0.1% SDS), with following appropriate antibodies at 4 °C o/n a rotating wheel: H3K27me3 (Diagenode, C15410195), RING1B (Cell Signaling, D22F2), PDS5a (Millipore Sigma #SAB2101764), SUZ12 (Cell Signaling D39F6), H2AK119ub (Cell Signaling D27C4), PCGF1 (Abcam ab202395), RAD21 (Abcam ab992), CTCF (Millipore 070729). Antibody-bound chromatin was captured using Dynabeads protein G beads (Thermofisher #10004D) for 4 h at 4 °C. ChIP washes were performed as described previously^53^. ChIPs were washed 5x with 1x IP buffer (50 mM HEPES/KOH pH 7.5, 300 mM NaCl, I mM EDTA, 1% Triton-X100, 0.1% DOC, 0.1% SDS), or 1.5x IP buffer for H3K27me3 and H2AK119ub, followed by 3x washes with DOC buffer (10 mM Tris pH 8, 0.25 mM LiCl, 1 mM EDTA, 0.5% NP40, 0.5% DOC) and 1x with TE/50 mM NaCl. ChIP DNA was eluted 2x in elution buffer (1% SDS, 0.1 M NaHCO_3_) at 65 °C for 20 min, RNase A treated for 30 min at 37 °C, Proteinase K treated for 3 h at 55 °C and crosslinks were reversed o/n at 65 °C. The following day, ChIP samples and corresponding inputs were purified by PCI extraction and DNA precipitation.

### ChIP-qPCR

For ChIP DNA quantification in Extended Fig. 3C qPCR was performed using a CFX Connect Real-Time PCR Detection System (Biorad). See Supplementary Table 6 for a list of qPCR primers used.

### cChIP-seq and ChIPCap-seq library preparation

Libraries were prepared using the NEXTflex ChIP-Seq kit (Bio Scientific) following the “No size-selection cleanup” protocol. Libraries were purified using Agencourt AMPure XP (Beckman Coulter) and amplified using the KAPA Real-Time Library Amplification Kit (KAPABiosystems) following the manufacturer’s instructions.

ChIPCap-seq libraries were prepared identically to ChIP-seq libraries. After PCR amplification the libraries were enriched for loci of interest using the MYbaits kit DNA capture target enrichment system (Arbor Biosciences) according to manufacturer’s manual. One hundred twenty nucleotides long MYbaits sequence capture probes (Arbor Biosciences) were custom designed against 25 mm9 genomic loci (Supplementary Table 3).

Library quality control including determination of average size and concentration was performed prior to sequencing by commercial Next Generation Sequencing providers. NGS libaries were eventually sequenced as 150 bp paired-end reads on the Illumina HiSeq platform.

### ChIP-seq Data Analysis

Raw reads were mapped to the custom concatenated mouse (mm10) and spike-in human (hg38) genome sequences using bowtie 2 with “–no-mixed” and “no-discordant” options^76^. Subsequently, low quality reads were filtered using SAMtools^77^, duplicated reads were discarded with the Picard toolkit (http://broadinstitute.github.io/picard/) and only unique mapped reads were retained.

For visualization uniquely mapped mouse reads were normalized by random subsampling with samtools using calibration factors calculated from the corresponding hg38 spike-in reads as described previously^19,78,79^. High correlation between replicates was confirmed using multiBamSummary and plotCorrelation functions from deepTools^80^ before merging for visualization and downstream analysis. Genome coverage tracks (bigWig files) were produced with MACS2’ pileup function^81^ and heatmaps and profile plots generated with deepTools^80^. Peaks were called on each replicate independently using MACS2^81^. Peaks overlapping with a custom-build blacklist were discarded to remove sequencing artifacts and only peaks called in both replicates were retained for downstream analysis.

### In situ Hi-C

Hi-C was performed as previously described^68^ with modifications described in^22^ as following: 5 million ESCs were crosslinked in 1% formaldehyde for 10 mins before the reaction was quenched by adding 0.2 M final glycine. Cells were permeabilized in lysis buffer (0.2% IGEPAL, 10 mM Tris-HCl pH 8.0, 10 mM NaCl, 1x Halt Protease inhibitor cocktail) and nuclei isolated in NEBuffer 3 supplemented by 0.3% SDS at 62 °C for 10 min. SDS was quenched with 1% Triton X-100 at 37 °C for 60 min, the nuclei pelleted and resuspended in 250 µl of 1x DpnII buffer with 600 U DpnII (NEB). Following o/n digestion at 37 °C, 200 U were added for 2 h. DpnII was inactivated for 20 min at 65 °C before the DNA ends were filled-in and biotin-marked using Klenow, d(C/G/T)TPs and biotin-14-dATP for 90 min at 37 °C. Proximity ligation was performed using T4 DNA ligase (NEB) for 4 h at room temperature. Subsequently, nuclei were spun down, resuspended in 200 µl mQ water and digested with proteinase K for 30 min at 55 °C in presence of 1% SDS. For crosslink reversal 1.85 M final NaCl was added, and samples incubated at 65 °C o/n. The next day, sample DNA was ethanol precipitated and sheared in 500 µL sonication buffer (50 mM Tris pH 8.0, 0.1% SDS, 10 mM EDTA) on a Bioruptor Pico sonicator (Diagenode). DNA was then concentrated on Amicon ultra 0.5 30 K filter units (Millipore), biotin-pulldown performed using MyOne Streptavidin T1 beads (Life technologies, 65602) and used for NGS library preparation. DNA ends were repaired, biotin removed from unligated ends and NEXTFLEX DNA barcoded adapters (Perkin Elmer) were ligated. Desired PCR cycle numbers were determined in test endpoint PCRs using Q5 DNA polymerase (NEB M0491L). Final HiC libraries were generated from 4–6 individual PCR reactions, which were pooled and subjected to cleanup and size-selection using AMPure beads (Beckman Coulter A63882). Samples were first test sequenced to check library quality before selected Hi-C ibraries were sequenced at greater depth (Supplementary Table 2).

### Hi-C data analysis

Hi-C data were analyzed using the HiC-Pro (2.11.1) pipeline^82^. Read mapping to the mm10 genome was performed using bowtie 2^76^ within the HiC-Pro pipeline. PCR and optical duplicates as well as reads with MAPQ < 30 were removed. Filtered valid HiC contact data was binned and raw and ICE normalized.hic contact matrices were generated. We also produced balanced single and multi-resolution.cool and.mcool cooler files for visualization in HiGlass. Virtual 4C tracks were obtained using the hicPlotViewpoint function of HiCExplorer^83–85^. For reference the same analysis was applied to published deep Hi-C data from ESCs^62^. To obtain wild-type ESC TAD and loop information we applied juicer tools^86^ “arrowhead” and “HiCCUPS” to the Bonev 2017 ESC dataset. To delineate A and B compartment information, “Eigenvector” function of juicer tools was applied to 250 kb wild-type and Pds5a KO ESC data created in this study. For pileup analysis at HiC loops we used coolpup.py^87^ and took averaged the calculated observed over expected interactions within a 105 kb x 105 kb window centered on the loops at 5 kb resolution. For calculation and visualization of compartment strengths, relative contact probabilities, insulation scores and differential Hi-C contact matrices we used the R package GENOVA (https://github.com/robinweide/GENOVA)^88^. Insulation score analysis was conducted as previously described in^89^. Insulation scores^63^ were computed at 10 kb resolution using GENOVA. Bins with an insulation score greater than −1 were excluded from the analysis. To qualify as differentially insulated bins, either wild-type or Pds5a KO ESCs had to be lower than −0.2 to exclude very lowly insulated portions of the genome. Insulation gaining and losing regions were defined as bins that had an absolute change in insulation between wild-type and Pds5a KO of 0.2.

### ATAC-seq

ATAC-seq on mESCs was performed in biological triplicates according to protocol as described previously^90,91^. Resulting NGS libraries were sequenced on an Illumina NovaSeq platform in 150 bp paired-end mode.

### ATAC-seq data analysis

ATAC-seq reads were trimmed using NGmerge^92^ and aligned to the mm10 genome using bowtie 2 with “–no-mixed” and “no-discordant” options^76^. Low quality reads were filtered using SAMtools^77^ and duplicate reads discarded via the Picard toolkit (http://broadinstitute.github.io/picard/).

### ChromHMM chromatin state analysis

Enrichment overlap of RAD21 peaks with different chromatin domains chromatin states was calculated using ChromHMM (version 1.24), a 12-state model based on mouse ENCODE project ChIPseq data^60,93^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

All NGS data reported in this study has been deposited at the Gene Expression Omnibus (GEO) database under accession number GSE194268. Source data are provided with this paper.

# Supplementary material for: Loss of cohesin regulator PDS5A reveals repressive role of Polycomb loops
**Source:** Nat Commun. 2023 Dec 9;14:8160. doi: 10.1038/s41467-023-43869-w

**Loss of Cohesin regulator PDS5A reveals repressive role of Polycomb loops.**

Daniel Bsteh<sup>1,2,3,4</sup>, Hagar F. Moussa<sup>1,2,5</sup>, Georg Michlits<sup>1,2,6</sup>, Ramesh Yelagandula<sup>1,7</sup>, Jingkui Wang<sup>1,8</sup>, Ulrich Elling<sup>1</sup>, Oliver Bell<sup>1,3\*</sup>

**Supplementary Information**

**Supplementary Figures 1-6**

**Supplementary Tables 1-3**

a

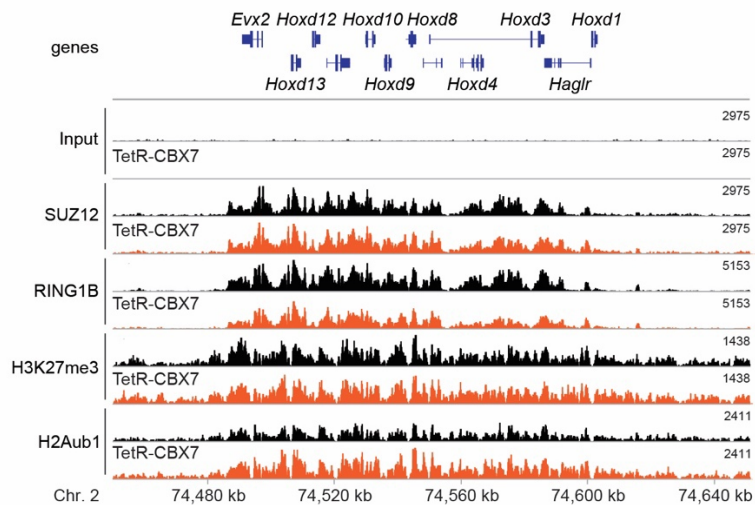

b

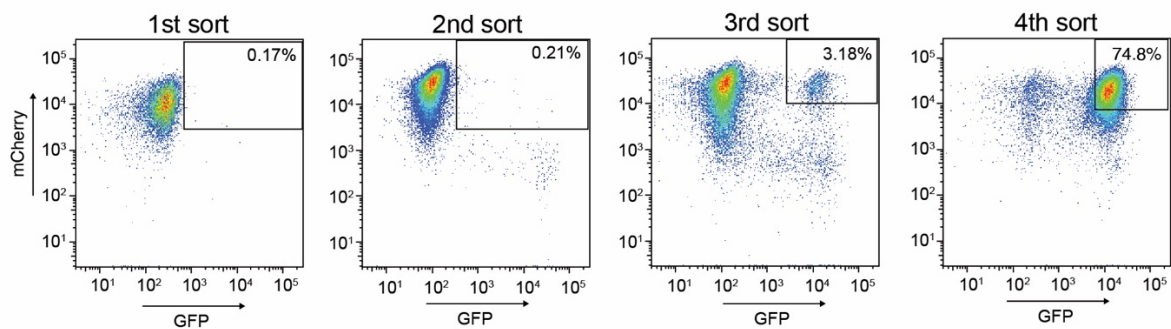

d

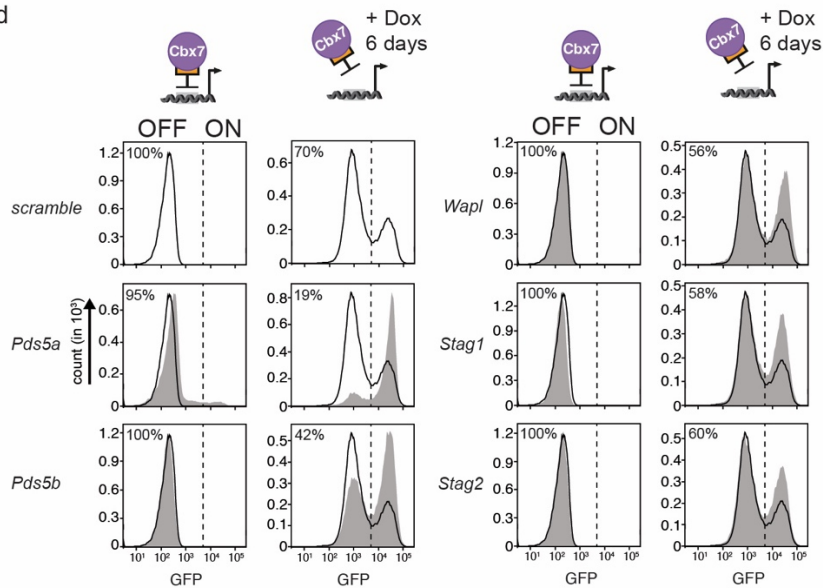

c

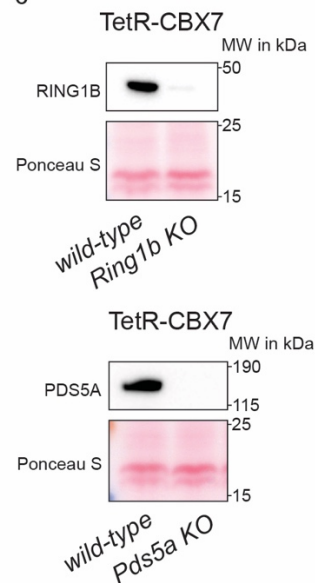

e

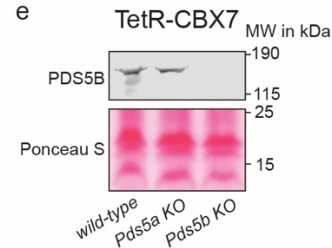

f

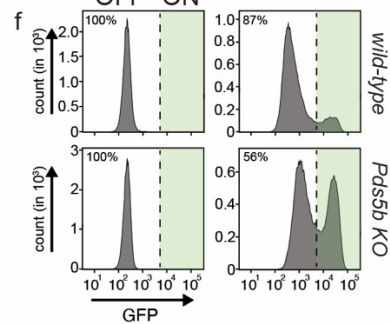

**Supplementary Fig. 1. CRISPR screen of cPRC1-dependent gene silencing reveals *Pds5a*.** **a**, ChIP-CapSeq was used to compare levels of PcG proteins and histone modifications before (black) and after TetR-Cbx7 expression (orange). Capture oligos (Baits) were designed against the reporter locus and 24 reference loci including Polycomb and non-Polycomb target genes (Supplementary Table 3). Shown is a genomic screenshot of the *Hoxd* gene cluster. **b**, Flow cytometry scatter plots of CRISPR screen sorting scheme to enrich for GFP-positive reporter ESCs. X-axis shows reporter GFP expression and y-axis shows expression of mCherry-tagged TetR-Cbx7. Shown are gates and fraction of GFP-positive cells (in %) in each sort. **c**, Western blots compare RING1B and PDS5A expression in parental TetR-Cbx7 and clonal CRISPR mutant reporter ESCs. **d**, Flow cytometry histograms of GFP signal before (left) and after 6 days of Dox-dependent reversal of TetR-CBX7 tethering (right) in Polycomb reporter ESCs transduced with Cas9/sgRNAs targeting genes encoding different cohesin release factors (gray). Polycomb reporter ESCs transduced with Cas9 and scramble sgRNA serves as control (black line). Percentages indicates fraction of GFP-negative Polycomb reporter ESCs.

a

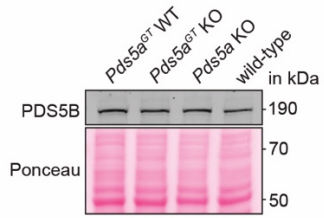

b

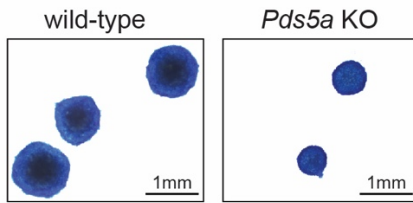

c

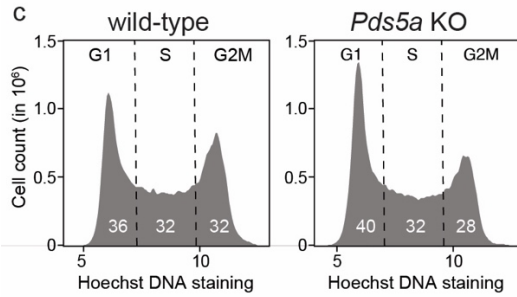

d

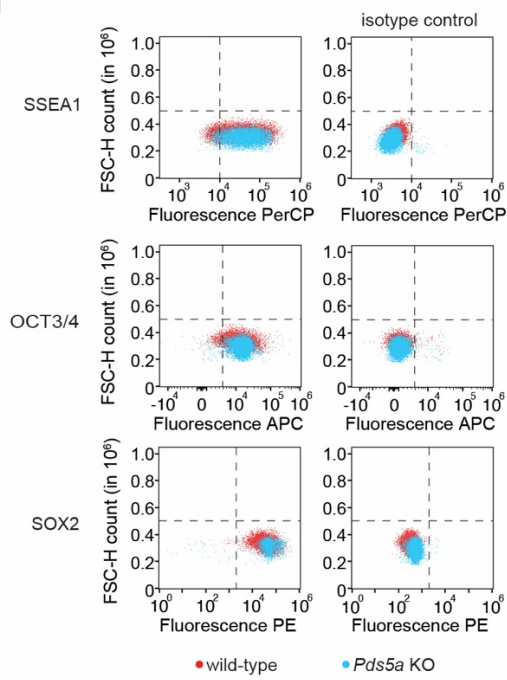

e

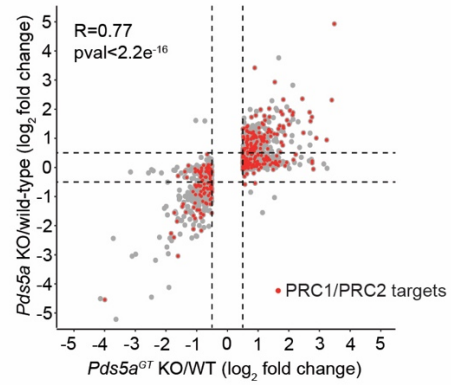

f

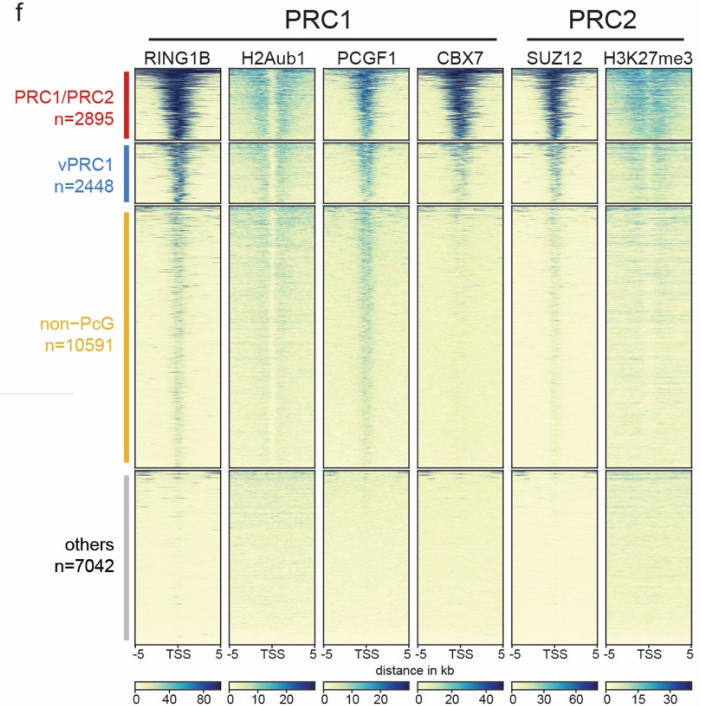

g

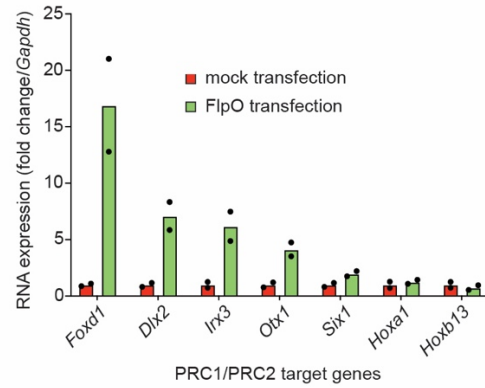

**Supplementary Fig. 2. PDS5A deletion does not impair ESC self-renewal and proliferation.** **a**, Western blot of PDS5B expression in *Pds5a*<sup>GT</sup> KO and *Pds5a*<sup>GT</sup> WT ESCs and in *Pds5a* KO and wild-type ESCs. **b**, Alkaline phosphatase staining of wild-type and *Pds5a* KO ESCs. **c**, Flow cytometry histogram shows cell cycle distribution of wild-type and *Pds5a* KO ESCs based on Hoechst DNA staining. Numbers indicate fraction of ESC population in G1, S and G2M phase (in %). **d**, Flow cytometry scatter plots compares of stem cell marker expression in wild-type (red) and *Pds5a* KO (blue) ESCs. Right panel shows corresponding antibody isotype controls. **e**, Pairwise correlation plot of log<sub>2</sub> fold changes in expression of DEGs (1029) in *Pds5a*<sup>GT</sup> KO ESCs and *Pds5a* KO ESCs. R is Pearson correlation coefficient. PRC1/PRC2 target genes are indicated in red. **f**, cChIP-seq heatmaps of RING1B, H2Aub1, SUZ12 and H3K27me3 in wild-type ESCs. Enrichment signal is plotted around the TSS (+/- 5 kb) and clustered based on gene class annotation: PRC1/PRC2 target genes (red; n=2895), vPRC1 target genes (blue; n=2448), non-PcG genes (yellow; n=10591) and others (grey; n= 7042). **g**, RT-qPCR expression analysis of selected PRC1/PRC2 target genes in *Pds5a*<sup>GT</sup> WT ESCs 72 hours after transfection with vector expressing FlpO recombinase inducing gene trap inversion or empty vector (mock). Shown are fold-changes normalized by *Gapdh* of two independent transfection experiments. Source data are provided as a Source Data file.

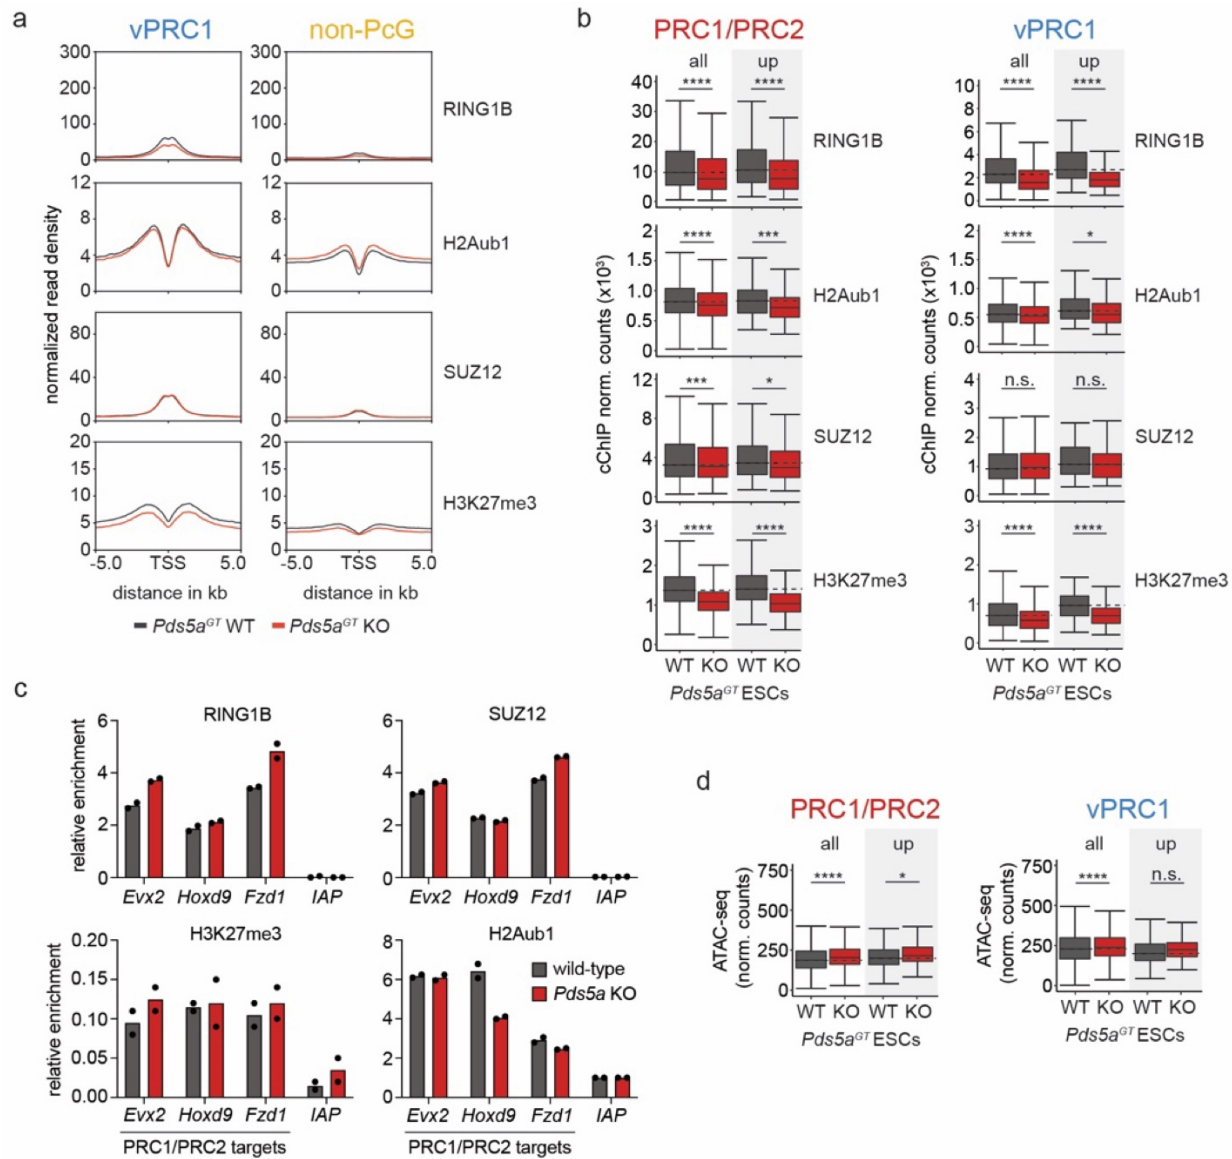

**Supplementary Fig. 3. PDS5A deletion has minimal effect on Polycomb chromatin domains.** **a**, Meta plots show average RING1B, H2Aub1, SUZ12 and H3K27me3 cChIP-seq signals at vPRC1 and non-PcG target genes in *Pds5a*<sup>GT</sup> WT and *Pds5a*<sup>GT</sup> KO ESCs. For each plot, normalized read density is plotted in 10 kb window centred around the TSS. **b**, Boxplots compare PcG protein and histone modification cChIP-seq signal at all vs. upregulated PRC1/PRC2 target genes (left) or at all vs. upregulated vPRC1 target genes in wild-type and *Pds5a*<sup>GT</sup> KO ESCs. Shown are median (horizontal line), 25th to 75th percentiles (boxes), and 90% (whiskers). Significance was determined by Wilcoxon rank-sum test. Asterisks indicate significant differences between groups (\*  $p < 0.01$ ; \*\*  $p < 0.001$ ; \*\*\*  $p < 0.0001$ ; \*\*\*\*  $p < 0.00001$ ; n.s. – not significant). **c**, ChIP-qPCR compares PcG proteins and histone modifications at selected PRC1/PRC2 target genes in wild-type and *Pds5a* KO ESCs. Shown are data of two independent experimental replicates. IAP serves as negative control. Source data are provided as a Source Data file. **d**, Box plots compare ATAC-seq signals in *Pds5a*<sup>GT</sup> WT and *Pds5a*<sup>GT</sup> KO ESCs at all vs. significantly upregulated PRC1/PRC2 target genes or at all vs. significantly upregulated vPRC1 target genes. Shown are median (horizontal line), 25th to 75th percentiles (boxes), and 90% (whiskers). Significance was determined by Wilcoxon rank-sum test. Asterisks indicate significant differences between groups (\*  $p < 0.01$ ; \*\*  $p < 0.001$ ; \*\*\*  $p < 0.0001$ ; \*\*\*\*  $p < 0.00001$ ; n.s. – not significant).

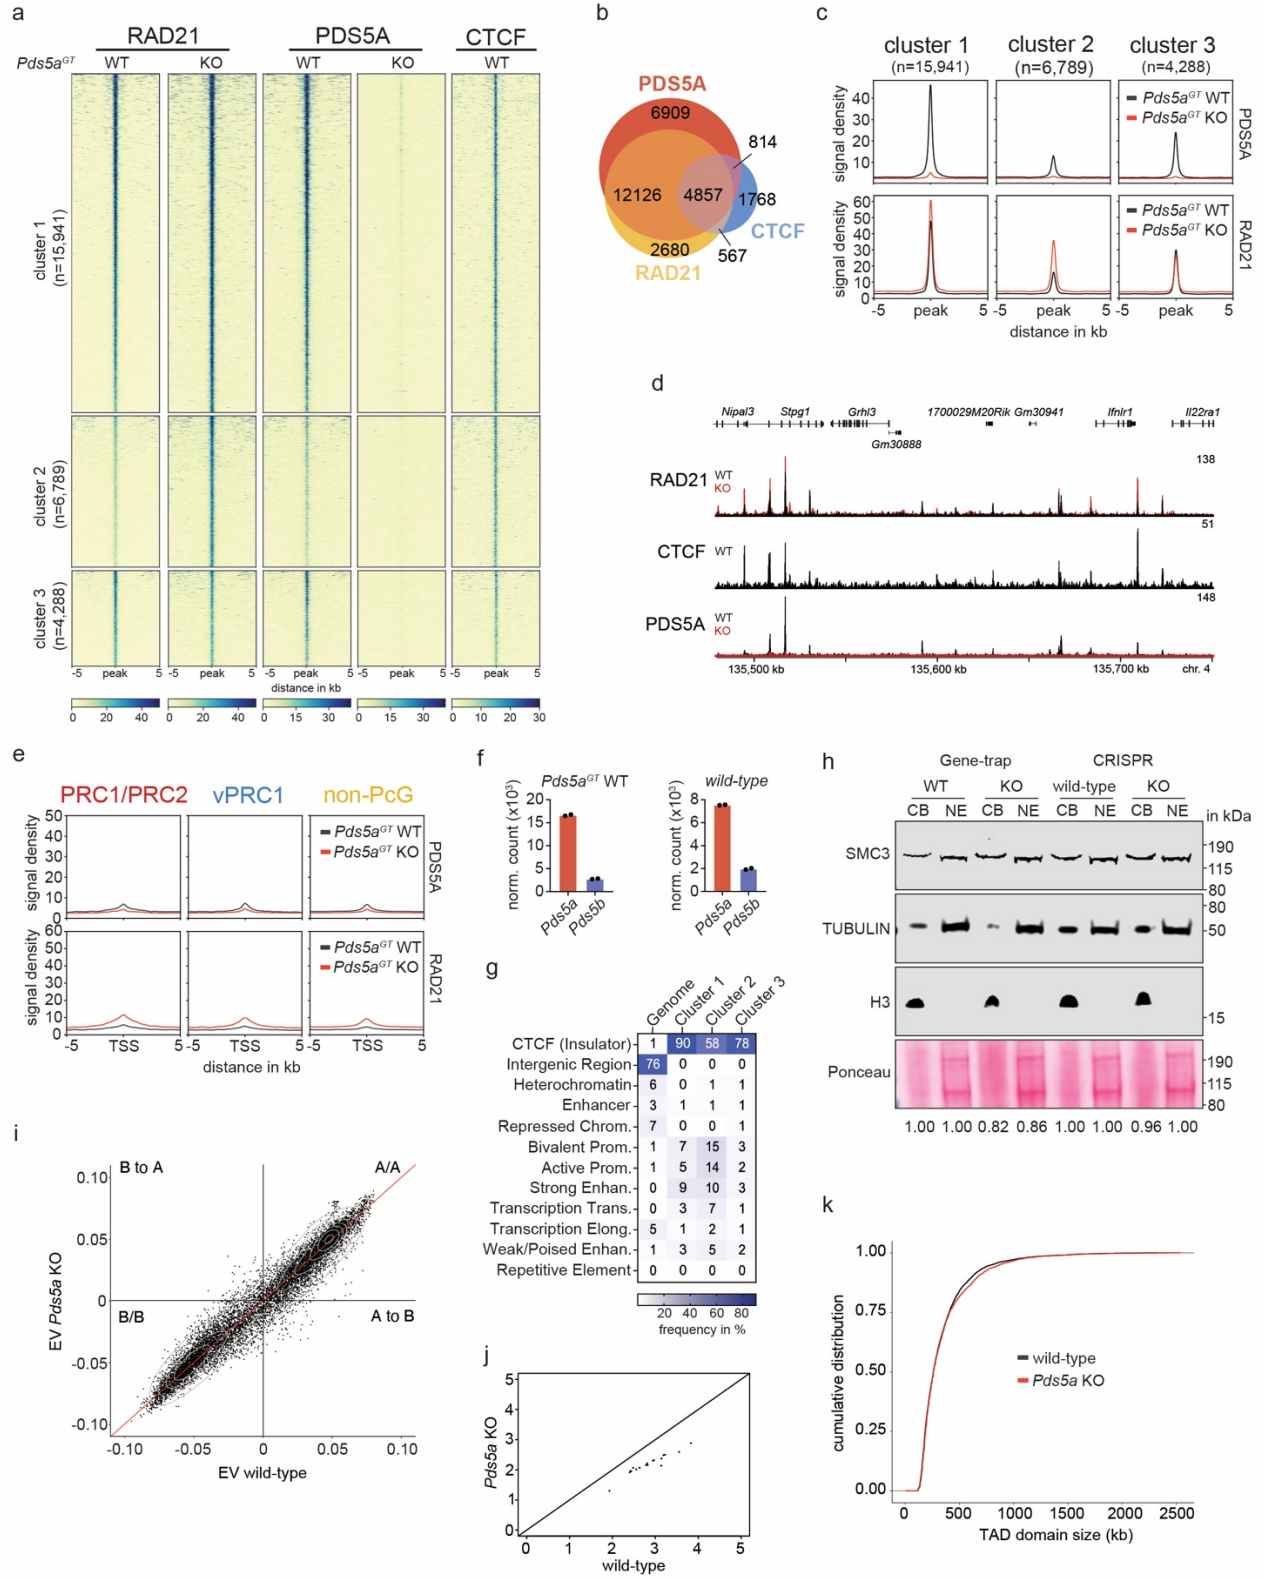

**Supplementary Fig. 4. PDS5A colocalizes with cohesin and stabilizes chromatin binding.** **a**, cChIP-seq heatmaps of RAD21 and PDS5A signals in *Pds5a*<sup>GT</sup> WT and *Pds5a*<sup>GT</sup> KO ESCs. Enrichment signal is plotted +/- 5 kb around RAD21 peaks and grouped into three clusters. **b**, Euler diagrams show overlap of CTCF, RAD21 and PDS5A peaks in *Pds5a*<sup>GT</sup> WT ESCs. **c**, Meta plots show average PDS5A and RAD21 cChIP-seq signals in clusters 1-3 in *Pds5a*<sup>GT</sup> WT and *Pds5a*<sup>GT</sup> KO ESCs. For each plot, normalized read density is plotted in 10 kb window centered around RAD21 peaks. **d**, Genomic screenshot of RAD21 and PDS5A cChIP-seq signals in *Pds5a*<sup>GT</sup> WT (black) and *Pds5a*<sup>GT</sup> KO ESCs and of CTCF ChIP-seq in *Pds5a*<sup>GT</sup> WT ESCs. **e**, Meta plots show average PDS5A and RAD21 cChIP-seq signals at PRC1/PRC2, vPRC1 and non-PcG target genes in *Pds5a*<sup>GT</sup> WT and *Pds5a*<sup>GT</sup> KO ESCs. For each plot, normalized read density is plotted in 10 kb window centered around the TSS. **f**, RNA-seq normalized read counts of *Pds5a* and *Pds5b* in *Pds5a*<sup>GT</sup> WT and wild-type ESCs. Shown are mean of two experimental replicates (dots depict replicates). **g**, Heatmap of genomic annotation frequency of RAD21 peaks in the three clusters based on ChromHMM. Genome serves as reference. Numbers within the fields indicate % observation frequency. **h**, Western blot analysis of SMC3, TUBULIN and H3 signals in nuclear soluble extract (NE) and chromatin-bound (CB) fraction of *Pds5a*<sup>GT</sup> WT and *Pds5a*<sup>GT</sup> KO ESCs, and wild-type and *Pds5a* KO ESCs. Numbers below indicate SMC3 signal normalized by Ponceau staining. **i**, Scatter plot of compartment signal (Eigenvector) for each 250 kb bin in the genome in wild-type vs. *Pds5a* KO ESCs. **j**, Scatter plot of compartment strength for each chromosome (dot) in wild-type vs. *Pds5a* KO ESCs. **k**, Cumulative distributions of called TAD domains in wild-type vs. *Pds5a* KO ESCs.

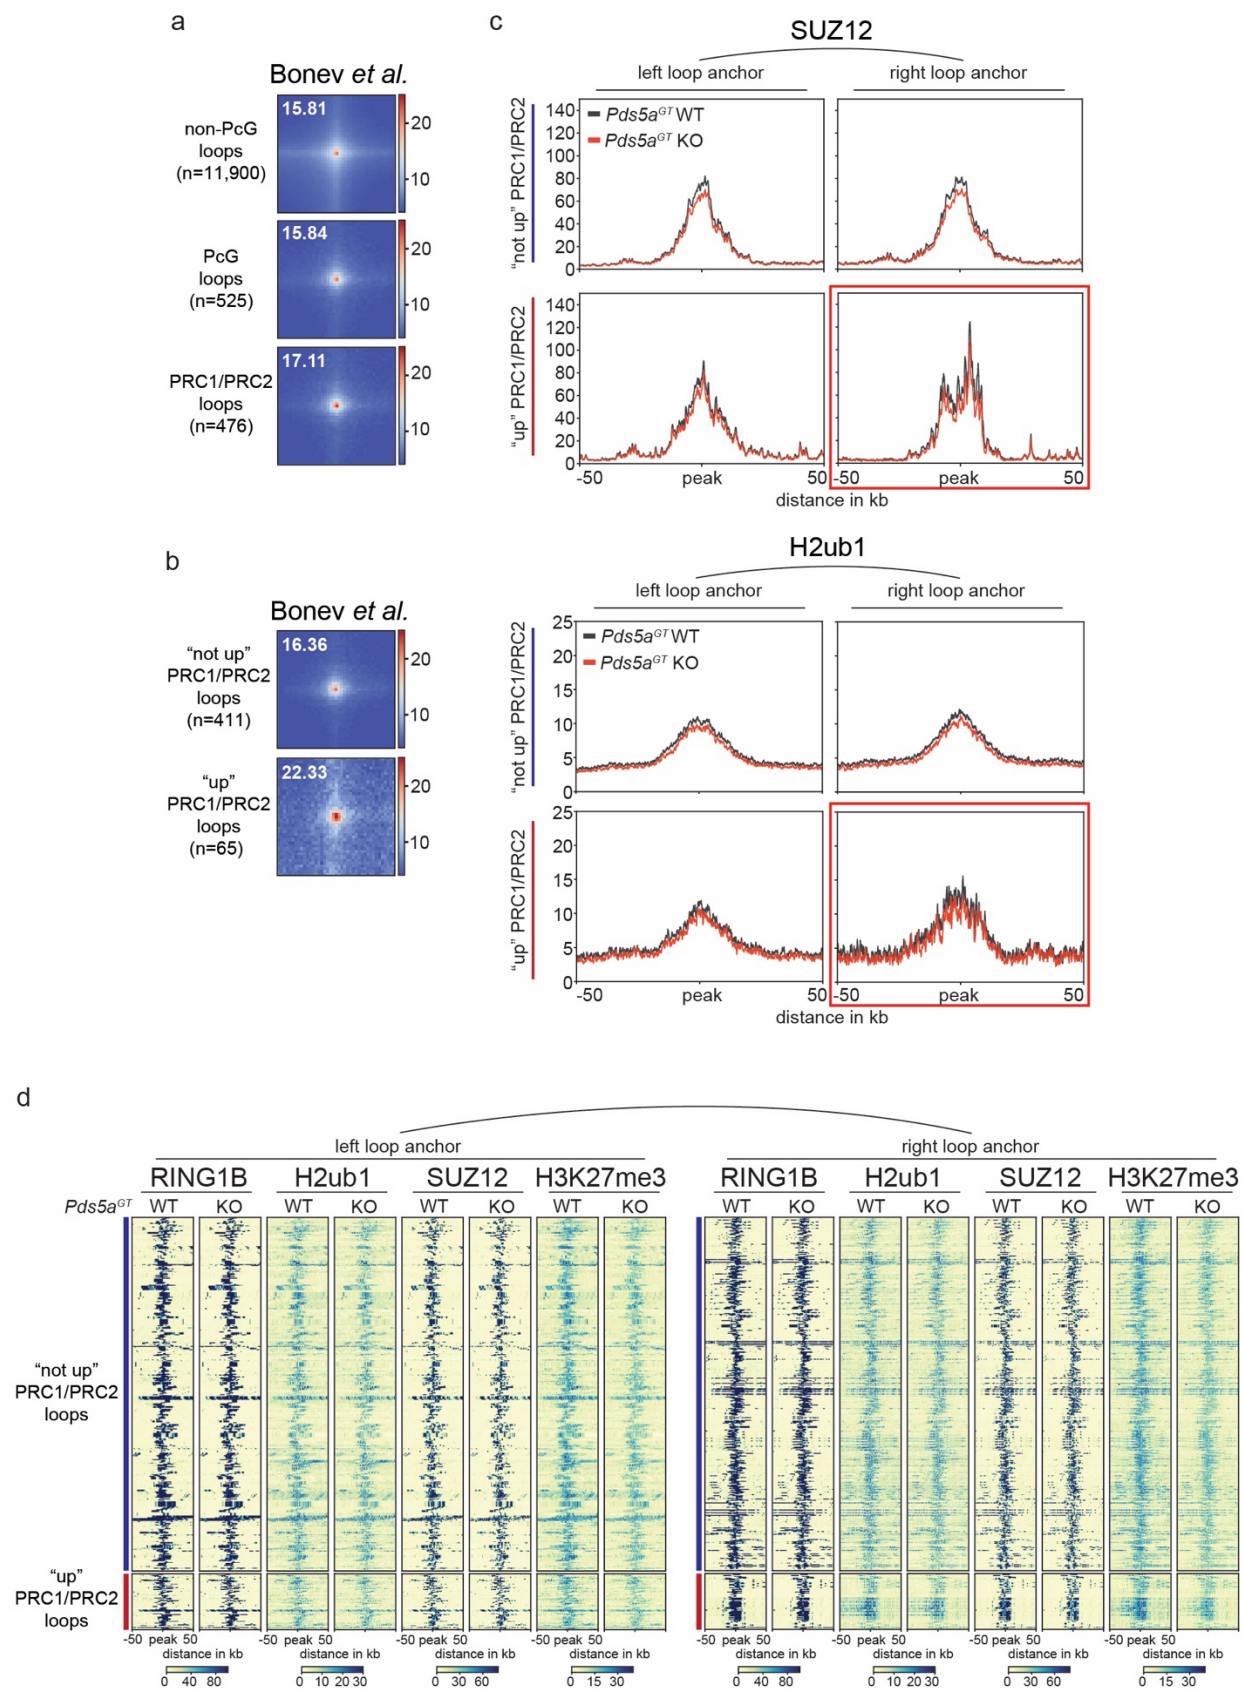

**Supplementary Fig. 5. PDS5A is required for maintenance of repressive Polycomb loops crossing ultra-long distances.** **a**, Loop pileup analysis of non-PcG loops (n=11,900), PcG loops (PRC1/2 and vPRC1, n=525) and PRC1/PRC2 loops (PRC1/2 only, n=476) using published HiC data<sup>65</sup> in ESCs. Number indicates relative peak enrichment. **b**, Loop pileup analysis of Polycomb loops overlapping unchanged/downregulated PRC1/PRC2 target genes (not up PRC1/PRC2 loop; n=411) and upregulated PRC1/PRC2 target genes (up PRC1/PRC2 loop; n=65) upon PDS5A deletion using published HiC data<sup>65</sup> in ESCs. Number indicates relative peak enrichment. **c**, Meta plots show average SUZ12 and H2Aub1 cChIP-seq signals at Polycomb loop anchors associated with unchanged/downregulated PRC1/PRC2 target genes (not up PRC1/PRC2 loop; n=411) and upregulated PRC1/PRC2 target genes (up PRC1/PRC2 loop; n=65) in wild-type (left) and *Pds5a* KO (right) ESCs. Red box indicates loop anchor that overlaps upregulated PRC1/PRC2 target genes in *Pds5a* KO ESCs. **d**, cChIP-seq heatmaps of RING1B, H2Aub1, SUZ12 and H3K27me3 at Polycomb loops between PRC1/PRC2 genes. Heatmaps are divided in Polycomb loops between unchanged/downregulated PRC1/PRC2 target genes (not up PRC1/PRC2 loop; n=411) and upregulated PRC1/PRC2 target genes (up PRC1/PRC2 loop; n=65).

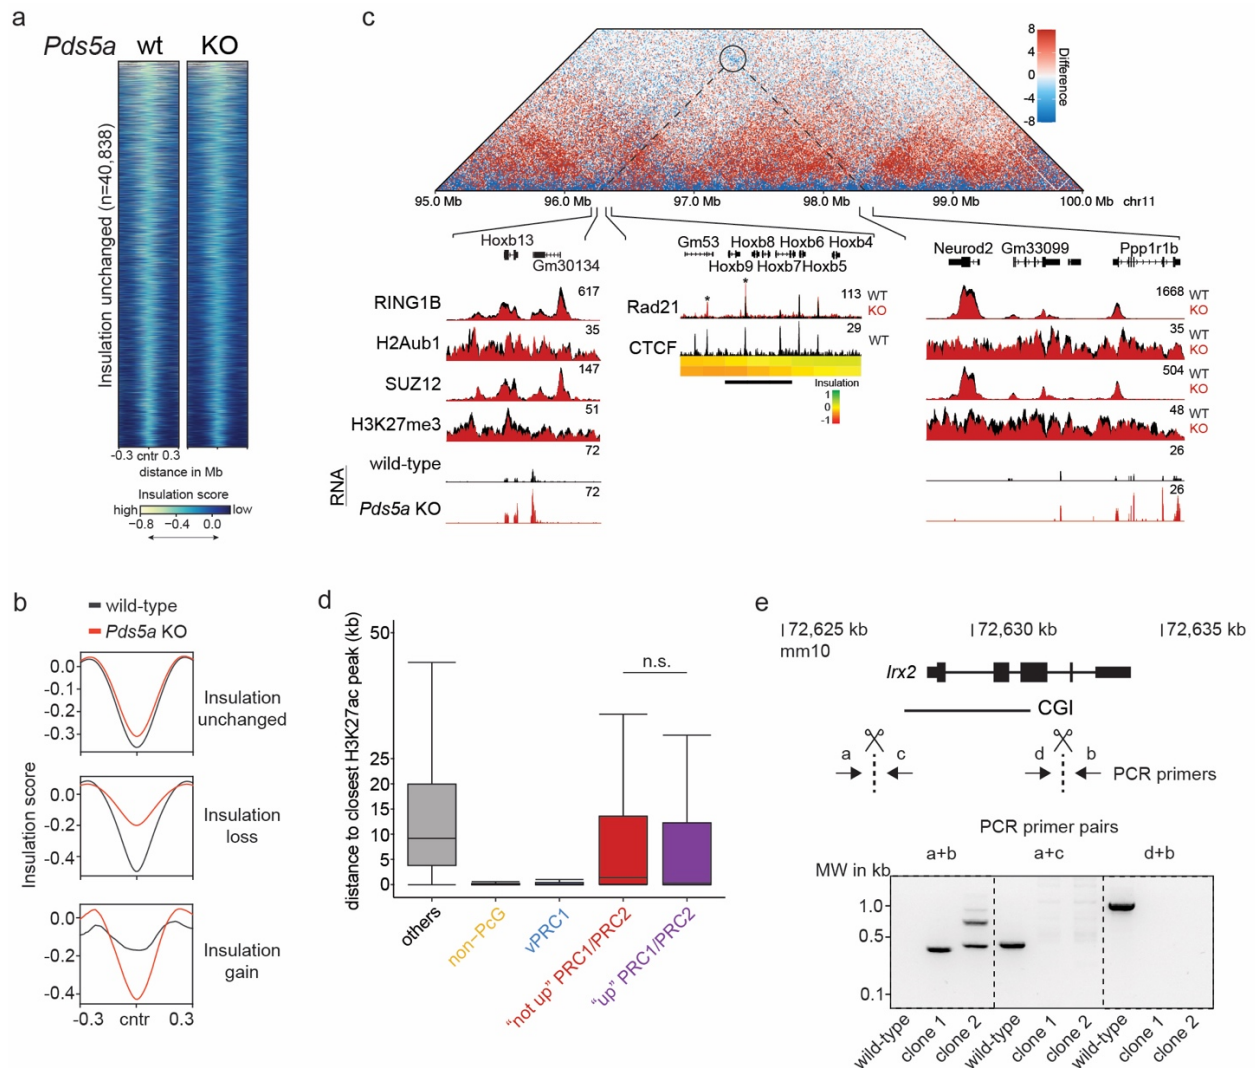

**Supplementary Fig. 6. Loss of repressive Polycomb loops is linked to cohesin-mediated insulation gain.** **a**, Heatmaps show insulation scores in wild-type and *Pds5a* KO ESCs for unchanged insulated regions (n=40,838) upon PDS5A deletion. Insulation scores are plotted +/- 300 kb around insulated regions. **b**, Meta plots show average insulation scores in wild-type and *Pds5a* KO ESCs for insulated regions that were unchanged, were lost or gained upon PDS5A deletion. For each plot, insulation scores are plotted in 600 kb window centred around insulated regions. **c**, Top: HiC matrix shows interaction differences on chromosome 11 between wild-type and *Pds5a* KO ESCs (blue = loss; red = gain). Bottom: Genomic screenshots of cChIP-seq of PcG proteins and histone modifications and of normalized RNA-seq counts at *Hoxb13* and *Neurod2* in wild-type (black) and *Pds5a* KO (red) ESCs. RAD21 and CTCF cChIP-seq signals and insulation score heatmap are shown at the *Hoxb* gene cluster, the insulation-gaining region (indicated by black bar). **d**, Boxplots shows genomic distances of gene class TSSs to closest H3K27ac peaks. Shown are median (horizontal line), 25th to 75th percentiles (boxes), and 90% (whiskers). Significance was determined by Wilcoxon rank-sum test. (n.s. – not significant). **e**, CRISPR design, genotyping strategy and PCR validation of Polycomb loop anchor excision at *Irx2*.

**Supplementary Table 1**

CRISPR screen results with gene name, Mageck RRA score, relative enrichment and rank for hits with p-value <0.01.

| Gene name | Mageck RRA score | <b>-Log<sub>10</sub> (Mageck RRA score)</b> | p-value  | rank | log2 FC |
|-----------|------------------|---------------------------------------------|----------|------|---------|
| Trp53     | 1.10E-11         | 10.96                                       | 7.44E-07 | 1    | 0.58    |
| Pds5a     | 3.03E-09         | 8.52                                        | 7.44E-07 | 2    | 3.27    |
| Cbx7      | 1.79E-07         | 6.75                                        | 7.44E-07 | 3    | 1.54    |
| Zic3      | 1.56E-06         | 5.81                                        | 2.23E-06 | 4    | 1.86    |
| Hist3h2a  | 4.28E-06         | 5.37                                        | 3.50E-05 | 5    | -3.09   |
| Ezh2      | 1.35E-05         | 4.87                                        | 5.43E-05 | 6    | 1.82    |
| Suz12     | 1.43E-05         | 4.85                                        | 6.02E-05 | 7    | 2.54    |
| Morc2a    | 1.84E-05         | 4.73                                        | 7.66E-05 | 8    | 1.85    |
| Pax5      | 2.27E-05         | 4.64                                        | 2.16E-04 | 9    | -0.59   |
| Actr8     | 2.51E-05         | 4.60                                        | 1.88E-04 | 10   | 0.56    |
| Carm1     | 3.16E-05         | 4.50                                        | 2.27E-04 | 11   | -1.17   |
| Casp2     | 3.84E-05         | 4.42                                        | 1.57E-04 | 12   | -5.64   |
| Fam175a   | 4.66E-05         | 4.33                                        | 3.46E-04 | 13   | -0.81   |
| Jmjd1c    | 4.70E-05         | 4.33                                        | 3.47E-04 | 14   | -0.90   |
| Eed       | 5.54E-05         | 4.26                                        | 2.28E-04 | 15   | 1.94    |
| Pmf1      | 7.17E-05         | 4.14                                        | 5.04E-04 | 16   | 0.65    |
| Pola2     | 9.98E-05         | 4.00                                        | 6.94E-04 | 17   | -2.03   |
| Zfp451    | 1.15E-04         | 3.94                                        | 4.48E-04 | 18   | -3.52   |
| Rnf8      | 1.21E-04         | 3.92                                        | 7.58E-04 | 19   | -1.77   |
| Gcat      | 1.25E-04         | 3.90                                        | 4.87E-04 | 20   | 2.03    |
| Cacna1d   | 1.32E-04         | 3.88                                        | 8.80E-04 | 21   | 0.02    |
| Numa1     | 1.35E-04         | 3.87                                        | 5.45E-04 | 22   | 1.16    |
| Xrcc4     | 1.52E-04         | 3.82                                        | 9.96E-04 | 23   | -1.59   |
| Nup205    | 1.78E-04         | 3.75                                        | 6.89E-04 | 24   | 2.03    |
| Psmc1     | 1.92E-04         | 3.72                                        | 7.50E-04 | 25   | -1.43   |
| Mphosph8  | 2.28E-04         | 3.64                                        | 8.89E-04 | 26   | 1.50    |
| Taf10     | 2.91E-04         | 3.54                                        | 1.70E-03 | 27   | -2.21   |
| Gm5382    | 3.25E-04         | 3.49                                        | 1.26E-03 | 28   | 1.71    |
| Actl6a    | 3.39E-04         | 3.47                                        | 2.44E-03 | 29   | -2.70   |
| Rnf2      | 3.60E-04         | 3.44                                        | 1.39E-03 | 30   | 1.09    |
| Stat1     | 3.76E-04         | 3.42                                        | 2.38E-03 | 31   | 0.00    |
| St18      | 3.86E-04         | 3.41                                        | 1.50E-03 | 32   | -0.35   |
| Nr3c2     | 3.92E-04         | 3.41                                        | 2.46E-03 | 33   | -1.60   |
| Tiparp    | 4.36E-04         | 3.36                                        | 1.66E-03 | 34   | 1.46    |
| Lsm6      | 4.60E-04         | 3.34                                        | 1.75E-03 | 35   | 0.89    |
| Rrp12     | 4.60E-04         | 3.34                                        | 1.75E-03 | 36   | 0.38    |
| Foxp3     | 4.68E-04         | 3.33                                        | 2.80E-03 | 37   | 0.57    |
| Cdk4      | 5.19E-04         | 3.29                                        | 3.13E-03 | 38   | -1.61   |
| Cenpp     | 6.53E-04         | 3.18                                        | 2.48E-03 | 39   | -1.35   |
| Chd1      | 6.71E-04         | 3.17                                        | 3.92E-03 | 40   | -1.84   |
| Nfe2l2    | 6.97E-04         | 3.16                                        | 4.05E-03 | 41   | -2.36   |

|         |          |      |          |    |       |
|---------|----------|------|----------|----|-------|
| Elavl1  | 6.97E-04 | 3.16 | 2.65E-03 | 42 | 0.07  |
| Setd2   | 6.97E-04 | 3.16 | 4.08E-03 | 43 | -2.70 |
| Taf1    | 8.04E-04 | 3.09 | 4.61E-03 | 44 | -1.61 |
| Gatad2b | 8.81E-04 | 3.05 | 5.12E-03 | 45 | -2.63 |
| Cacna1b | 8.98E-04 | 3.05 | 4.01E-03 | 46 | -0.26 |
| Ptpn4   | 1.04E-03 | 2.98 | 4.67E-03 | 47 | -1.40 |
| Ciao1   | 1.07E-03 | 2.97 | 2.87E-03 | 48 | 2.01  |
| Mdm2    | 1.07E-03 | 2.97 | 6.08E-03 | 49 | -2.36 |
| Dr1     | 1.07E-03 | 2.97 | 3.89E-03 | 50 | -0.10 |
| Taf1c   | 1.07E-03 | 2.97 | 3.89E-03 | 51 | -0.01 |
| Ep300   | 1.11E-03 | 2.96 | 6.29E-03 | 52 | -0.69 |
| Cacng1  | 1.11E-03 | 2.96 | 4.96E-03 | 53 | 0.36  |
| Ncor1   | 1.16E-03 | 2.94 | 6.55E-03 | 54 | -0.86 |
| Tsnax   | 1.20E-03 | 2.92 | 4.37E-03 | 55 | 0.17  |
| Adig    | 1.42E-03 | 2.85 | 5.10E-03 | 56 | -4.06 |
| Limk2   | 1.46E-03 | 2.84 | 5.22E-03 | 57 | -1.72 |

**Supplementary Table 2**

Next Generation Sequencing statistics of ChIP-seq, RNA-seq and HiC.

## RNA-seq statistics

| <b>Sample name</b>     | <b># million filtered reads uniquely mapped to the mouse genome (mm10)</b> | <b>Sequencing mode</b> |
|------------------------|----------------------------------------------------------------------------|------------------------|
| Genetrap_wt_rep1       | 25.5                                                                       | PE150                  |
| Genetrap_wt_rep2       | 25                                                                         | PE150                  |
| Genetrap_Pds5a_KO_rep1 | 38.1                                                                       | PE150                  |
| Genetrap_Pds5a_KO_rep2 | 35.8                                                                       | PE150                  |
| wt_rep1                | 21                                                                         | SE50                   |
| wt_rep2                | 18.3                                                                       | SE50                   |
| Pds5a_KO_rep1          | 18                                                                         | SE50                   |
| Pds5a_KO_rep2          | 19.2                                                                       | SE50                   |

## cChIP-seq statistics

| <b>Sample name</b>   | <b># of total uniquely mapped reads</b> | <b># of filtered reads uniquely mapped to the mouse genome (mm10)</b> | <b># of filtered reads uniquely mapped to the human genome (hg38)</b> | <b>Sequencing mode</b> |
|----------------------|-----------------------------------------|-----------------------------------------------------------------------|-----------------------------------------------------------------------|------------------------|
| Input_wt             | 30,180,572                              | 28,241,510                                                            | 1,939,062                                                             | PE150                  |
| Input_Pds5a_KO       | 26,672,594                              | 24,930,198                                                            | 1,742,396                                                             | PE150                  |
| H2Aub_wt_rep1        | 24,571,504                              | 19,876,190                                                            | 4,695,314                                                             | PE150                  |
| H2Aub_wt_rep2        | 27,577,968                              | 22,294,808                                                            | 5,283,160                                                             | PE150                  |
| H2Aub_Pds5a_KO_rep1  | 27,462,904                              | 21,804,616                                                            | 5,658,288                                                             | PE150                  |
| H2Aub_Pds5a_KO_rep2  | 32,058,518                              | 25,450,838                                                            | 6,607,680                                                             | PE150                  |
| K27me3_wt_rep1       | 47,795,516                              | 45,094,916                                                            | 2,700,600                                                             | PE150                  |
| K27me3_wt_rep2       | 28,411,706                              | 27,086,766                                                            | 1,324,940                                                             | PE150                  |
| K27me3_Pds5a_KO_rep1 | 49,772,922                              | 46,892,754                                                            | 2,880,168                                                             | PE150                  |
| K27me3_Pds5a_KO_rep2 | 39,035,030                              | 37,157,254                                                            | 1,877,776                                                             | PE150                  |
| Rnf2_wt_rep1         | 54,153,586                              | 52,792,902                                                            | 1,360,684                                                             | PE150                  |
| Rnf2_wt_rep2         | 49,681,830                              | 48,052,050                                                            | 1,629,780                                                             | PE150                  |
| Rnf2_Pds5a_KO_rep1   | 38,368,316                              | 36,808,574                                                            | 1,559,742                                                             | PE150                  |
| Rnf2_Pds5a_KO_rep2   | 42,130,506                              | 40,539,128                                                            | 1,591,378                                                             | PE150                  |
| Cbx7_wt_rep1         | 28,762,882                              | 27,189,198                                                            | 1,573,684                                                             | PE150                  |
| Cbx7_wt_rep2         | 27,874,380                              | 26,471,838                                                            | 1,402,542                                                             | PE150                  |
| Input_wt             | 53,377,272                              | 48,446,568                                                            | 4,930,704                                                             | PE150                  |
| Input_Pds5a_KO       | 48,292,340                              | 43,916,472                                                            | 4,375,868                                                             | PE150                  |
| Pcgf1_wt_rep1        | 27,490,912                              | 24,411,170                                                            | 3,079,742                                                             | PE150                  |
| Pcgf1_wt_rep2        | 17,250,462                              | 15,202,874                                                            | 2,047,588                                                             | PE150                  |

|                     |            |            |           |       |
|---------------------|------------|------------|-----------|-------|
| CTCF_wt_rep1        | 18,644,566 | 16,923,070 | 1,721,496 | PE150 |
| CTCF_wt_rep2        | 30,558,054 | 27,787,302 | 2,770,752 | PE150 |
| Rad21_wt_rep1       | 28,215,532 | 25,093,976 | 3,121,556 | PE150 |
| Rad21_wt_rep2       | 26,980,128 | 23,767,182 | 3,212,946 | PE150 |
| Rad21_Pds5a_KO_rep1 | 31,529,766 | 28,809,560 | 2,720,206 | PE150 |
| Rad21_Pds5a_KO_rep2 | 30,020,762 | 27,467,002 | 2,553,760 | PE150 |
| Suz12_wt_rep1       | 20,913,958 | 19,949,384 | 964,574   | PE150 |
| Suz12_wt_rep2       | 22,088,794 | 21,060,210 | 1,028,584 | PE150 |
| Suz12_Pds5a_KO_rep1 | 25,144,526 | 23,596,050 | 1,548,476 | PE150 |
| Suz12_Pds5a_KO_rep2 | 26,569,506 | 25,568,826 | 1,000,680 | PE150 |

#### Hi-C statistics

| Sample name       | NGS Library name    | Sequencing mode | # Filtered uniquely mapped contacts/<br>library | # Filtered uniquely mapped contacts/<br>replicate | # Total filtered uniquely mapped contacts/<br>genotype |
|-------------------|---------------------|-----------------|-------------------------------------------------|---------------------------------------------------|--------------------------------------------------------|
| HiC_wt_rep1       | HiC_wt_rep1_1       | PE150           | 3,517,962                                       | 7,223,256                                         | 365,265,758                                            |
|                   | HiC_wt_rep1_2       | PE150           | 3,705,294                                       |                                                   |                                                        |
| HiC_wt_rep2       | HiC_wt_rep2_1       | PE150           | 71,632,962                                      | 71,632,962                                        |                                                        |
| HiC_wt_rep3       | HiC_wt_rep3_1       | PE150           | 6,296,696                                       | 33,600,346                                        |                                                        |
|                   | HiC_wt_rep3_2       | PE150           | 5,610,322                                       |                                                   |                                                        |
|                   | HiC_wt_rep3_3       | PE150           | 5,971,198                                       |                                                   |                                                        |
|                   | HiC_wt_rep3_4       | PE150           | 4,748,521                                       |                                                   |                                                        |
|                   | HiC_wt_rep3_5       | PE150           | 5,136,263                                       |                                                   |                                                        |
|                   | HiC_wt_rep3_6       | PE150           | 5,837,346                                       |                                                   |                                                        |
| HiC_wt_rep4       | HiC_wt_rep4_1       | PE150           | 17,692,550                                      | 91,946,962                                        |                                                        |
|                   | HiC_wt_rep4_2       | PE150           | 15,516,821                                      |                                                   |                                                        |
|                   | HiC_wt_rep4_3       | PE150           | 16,558,075                                      |                                                   |                                                        |
|                   | HiC_wt_rep4_4       | PE150           | 12,782,701                                      |                                                   |                                                        |
|                   | HiC_wt_rep4_5       | PE150           | 14,153,652                                      |                                                   |                                                        |
|                   | HiC_wt_rep4_6       | PE150           | 15,243,163                                      |                                                   |                                                        |
| HiC_wt_rep5       | HiC_wt_rep5_1       | PE150           | 35,805,298                                      | 160,862,232                                       |                                                        |
|                   | HiC_wt_rep5_2       | PE150           | 31,228,863                                      |                                                   |                                                        |
|                   | HiC_wt_rep5_3       | PE150           | 33,513,149                                      |                                                   |                                                        |
|                   | HiC_wt_rep5_5       | PE150           | 29,096,861                                      |                                                   |                                                        |
|                   | HiC_wt_rep5_6       | PE150           | 31,218,061                                      |                                                   |                                                        |
| HiC_Pds5a_KO_rep1 | HiC_Pds5a_KO_rep1_1 | PE150           | 3,443,297                                       | 6,082,589                                         | 363,748,431                                            |
|                   | HiC_Pds5a_KO_rep1_2 | PE150           | 2,639,292                                       |                                                   |                                                        |
| HiC_Pds5a_KO_rep2 | HiC_Pds5a_KO_rep2_1 | PE150           | 39,922,068                                      | 72,404,203                                        |                                                        |

|                   |                     |       |            |             |  |
|-------------------|---------------------|-------|------------|-------------|--|
|                   | HiC_Pds5a_KO_rep2_2 | PE150 | 32,482,135 |             |  |
| HiC_Pds5a_KO_rep3 | HiC_Pds5a_KO_rep3_1 | PE150 | 3,532,882  | 27,599,484  |  |
|                   | HiC_Pds5a_KO_rep3_2 | PE150 | 3,553,986  |             |  |
|                   | HiC_Pds5a_KO_rep3_3 | PE150 | 4,034,161  |             |  |
|                   | HiC_Pds5a_KO_rep3_4 | PE150 | 6,209,504  |             |  |
|                   | HiC_Pds5a_KO_rep3_5 | PE150 | 5,907,008  |             |  |
|                   | HiC_Pds5a_KO_rep3_6 | PE150 | 4,361,943  |             |  |
| HiC_Pds5a_KO_rep4 | HiC_Pds5a_KO_rep4_1 | PE150 | 13,338,588 | 84,106,810  |  |
|                   | HiC_Pds5a_KO_rep4_2 | PE150 | 13,470,350 |             |  |
|                   | HiC_Pds5a_KO_rep4_3 | PE150 | 14,907,731 |             |  |
|                   | HiC_Pds5a_KO_rep4_4 | PE150 | 15,571,926 |             |  |
|                   | HiC_Pds5a_KO_rep4_5 | PE150 | 15,560,001 |             |  |
|                   | HiC_Pds5a_KO_rep4_6 | PE150 | 11,258,214 |             |  |
| HiC_Pds5a_KO_rep5 | HiC_Pds5a_KO_rep5_1 | PE150 | 27,381,604 | 173,555,345 |  |
|                   | HiC_Pds5a_KO_rep5_2 | PE150 | 27,707,816 |             |  |
|                   | HiC_Pds5a_KO_rep5_3 | PE150 | 30,576,807 |             |  |
|                   | HiC_Pds5a_KO_rep5_4 | PE150 | 32,278,209 |             |  |
|                   | HiC_Pds5a_KO_rep5_5 | PE150 | 32,281,960 |             |  |
|                   | HiC_Pds5a_KO_rep5_6 | PE150 | 23,328,949 |             |  |

**Supplementary Table 3**

List of coordinates (mm9 reference genome) and genomic screenshots of 25 Polycomb and non-Polycomb target loci profiled by ChIP-CapSeq. Genomic screenshots show enrichments of PcG proteins and histone modifications before (black) and after ectopic TetR-CBX7 expression (orange).

*Dazl* locus  
chr17: 50,414,245-50,444,405

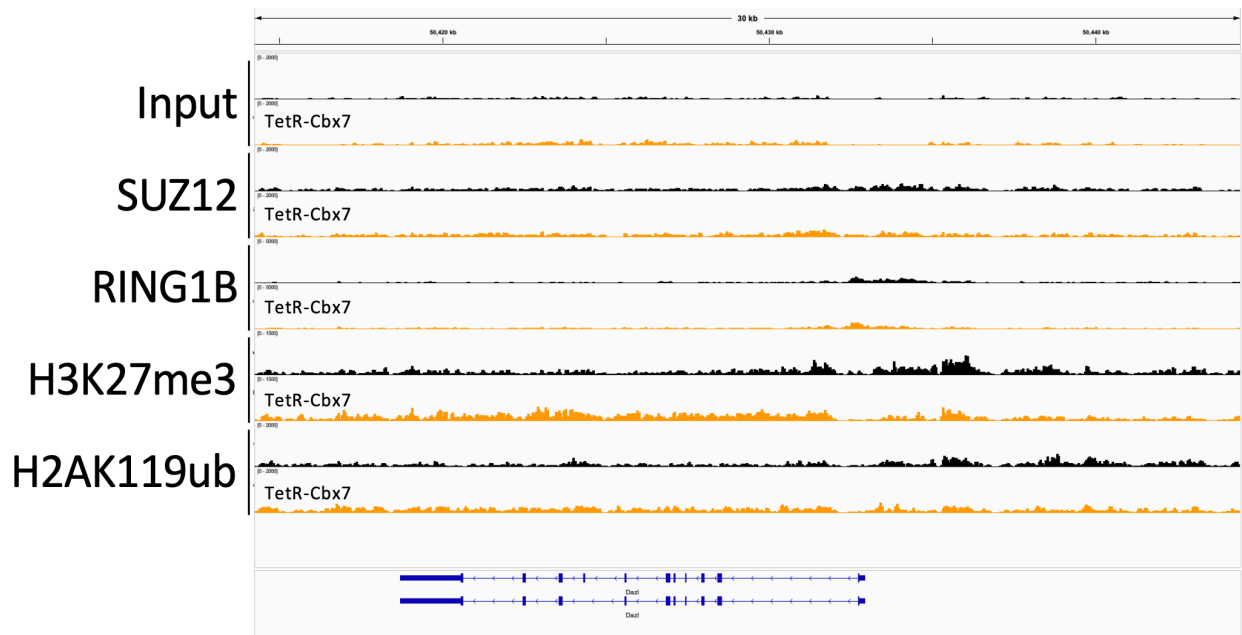

*Oct4/Pouf51* locus  
chr17:35623948-35666758

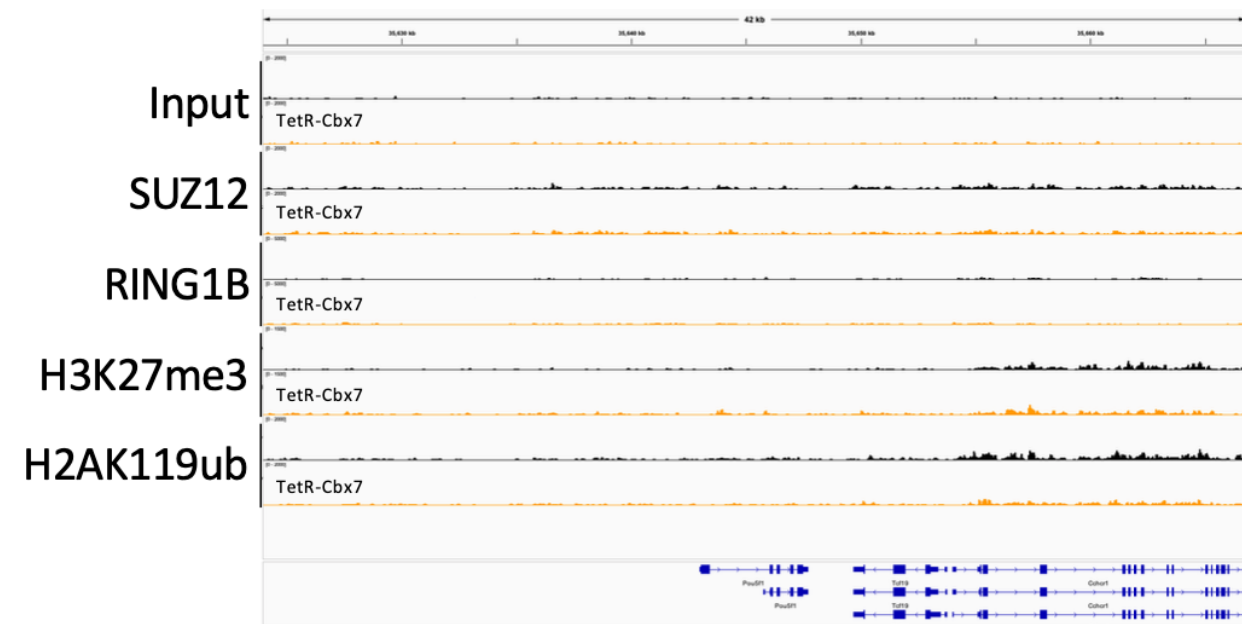

chr16: 91,199,329-91,300,463

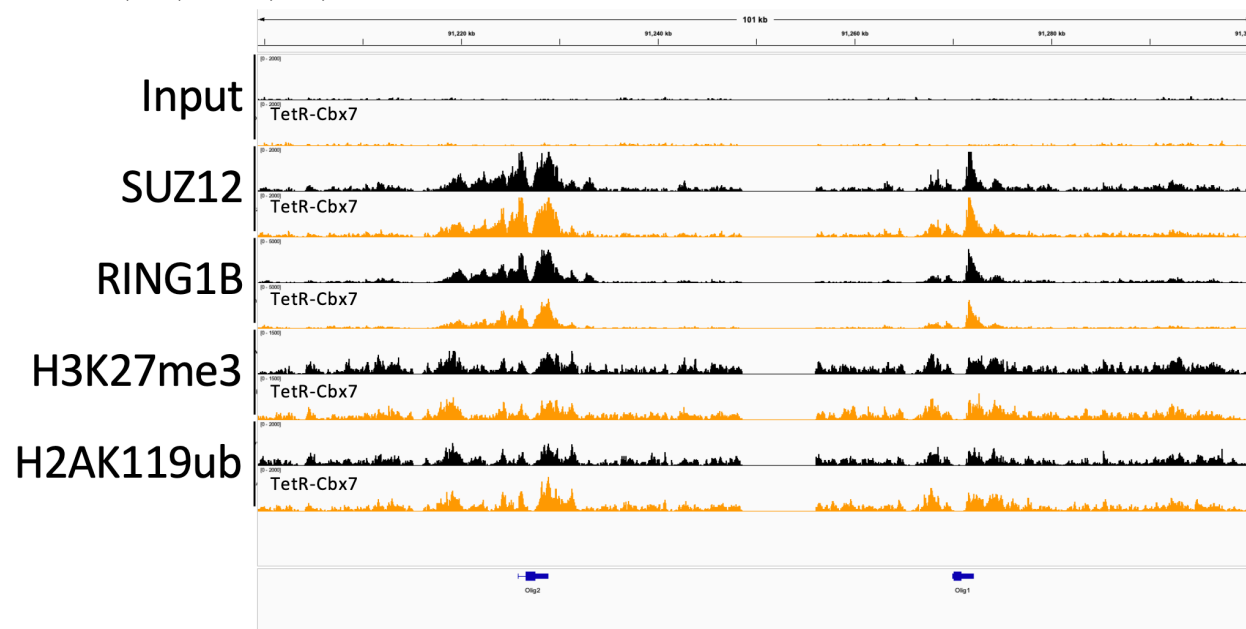

chr1: 4460681-4511256

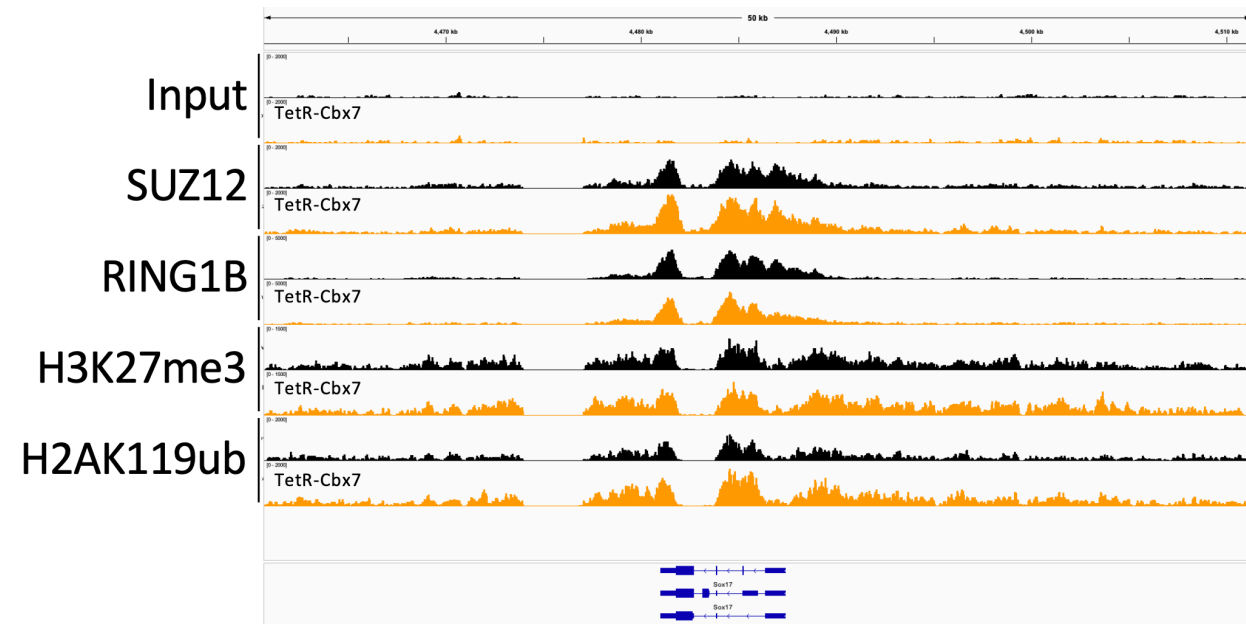

Intergenic *Crisp4* locus  
chr1:17,995,977-18,046,157

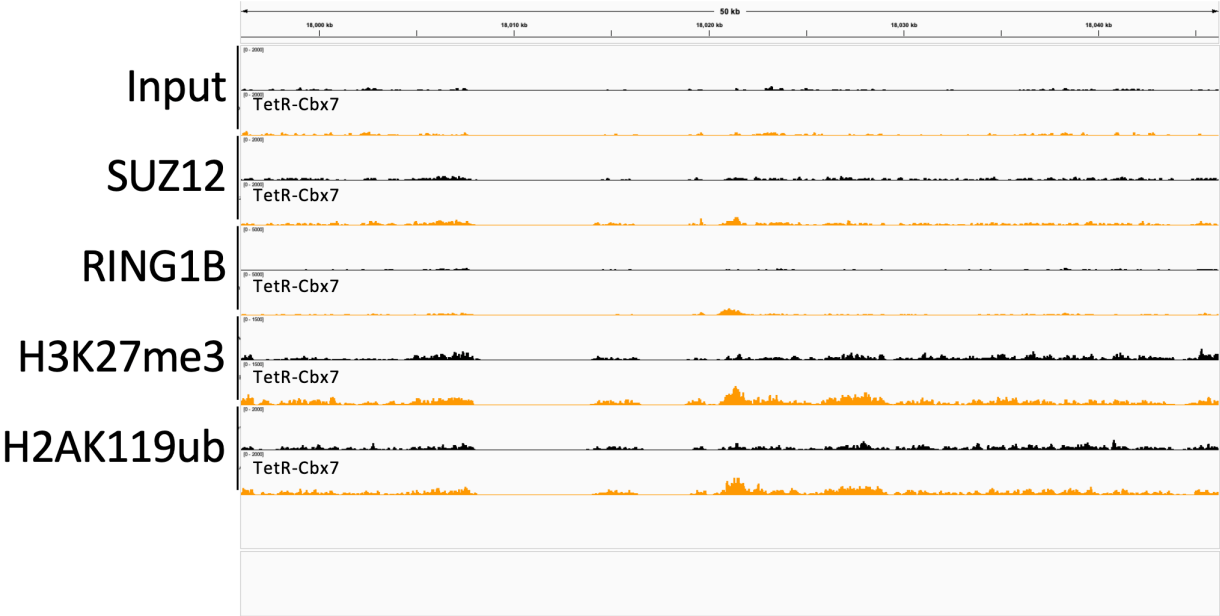

*Hoxd* gene cluster  
chr2:74,450,084-74,651,064

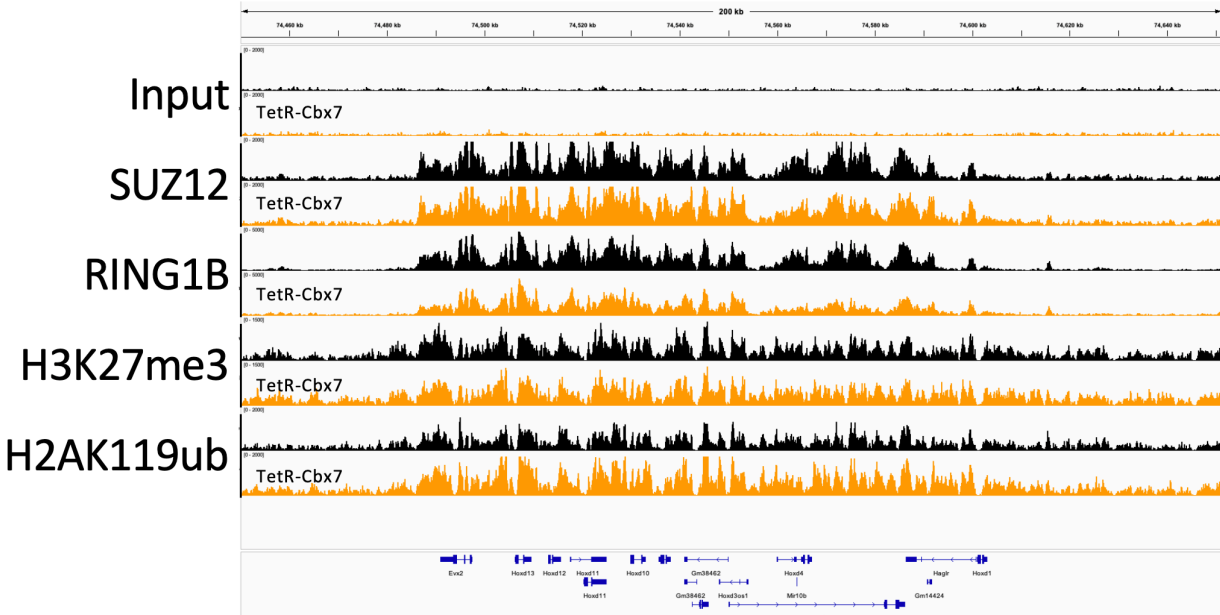

*Pax6* locus  
chr2:105,488,775-105,539,252

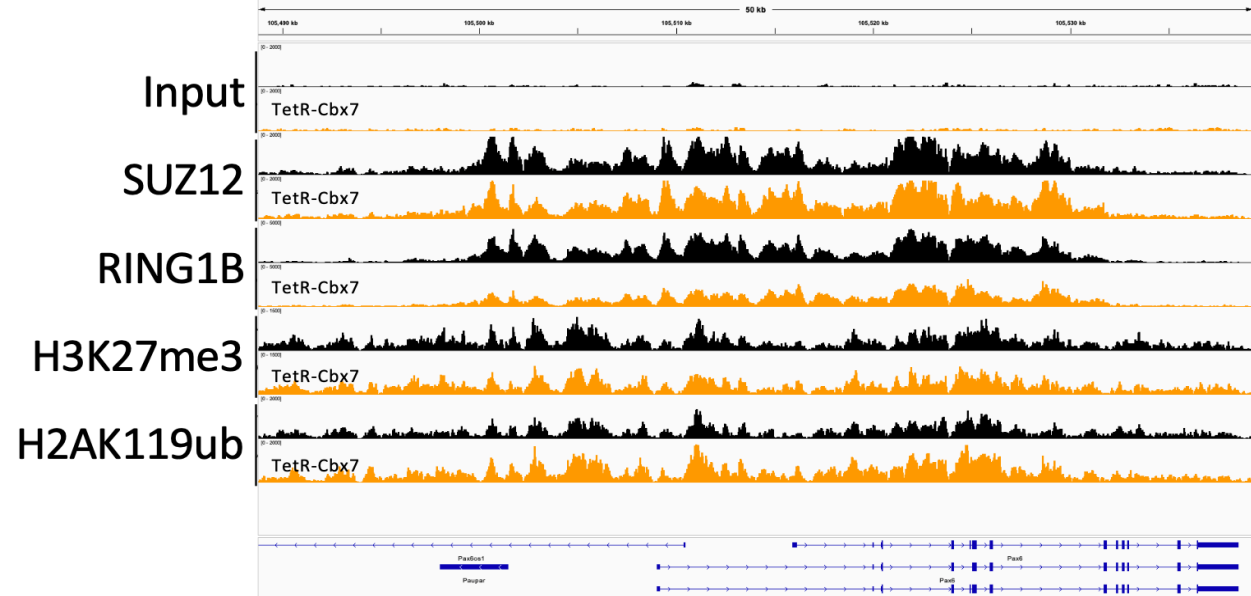

*Commd7* & *Dnmt3b* locus  
chr2:153432137-153522909

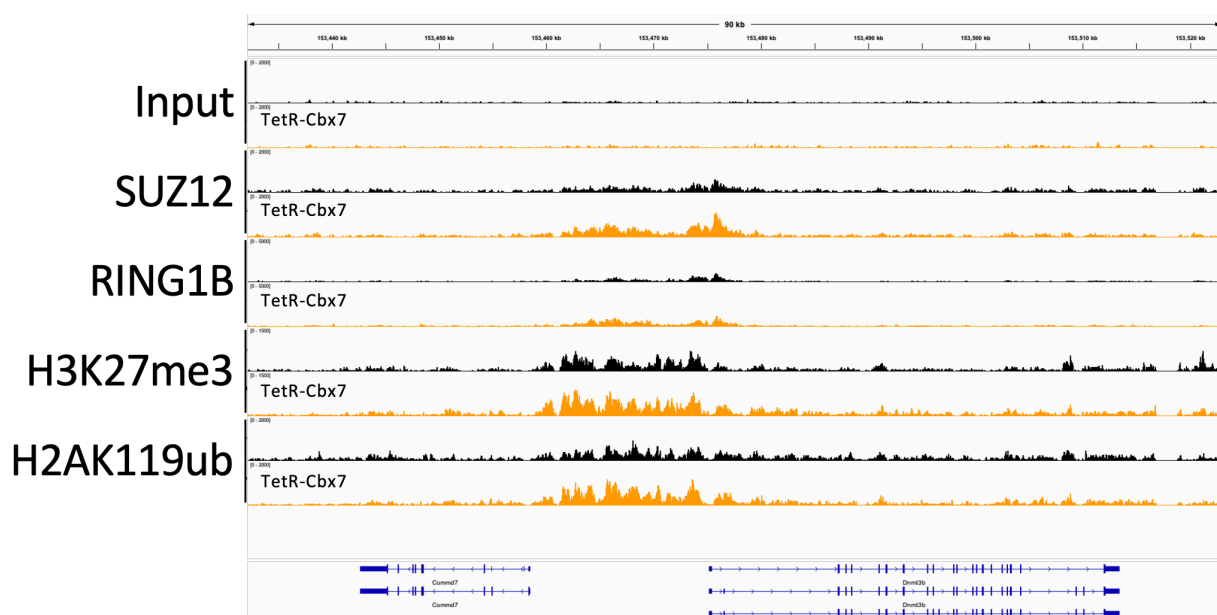

Sox2 locus  
chr3:34,537,459-34,568,988

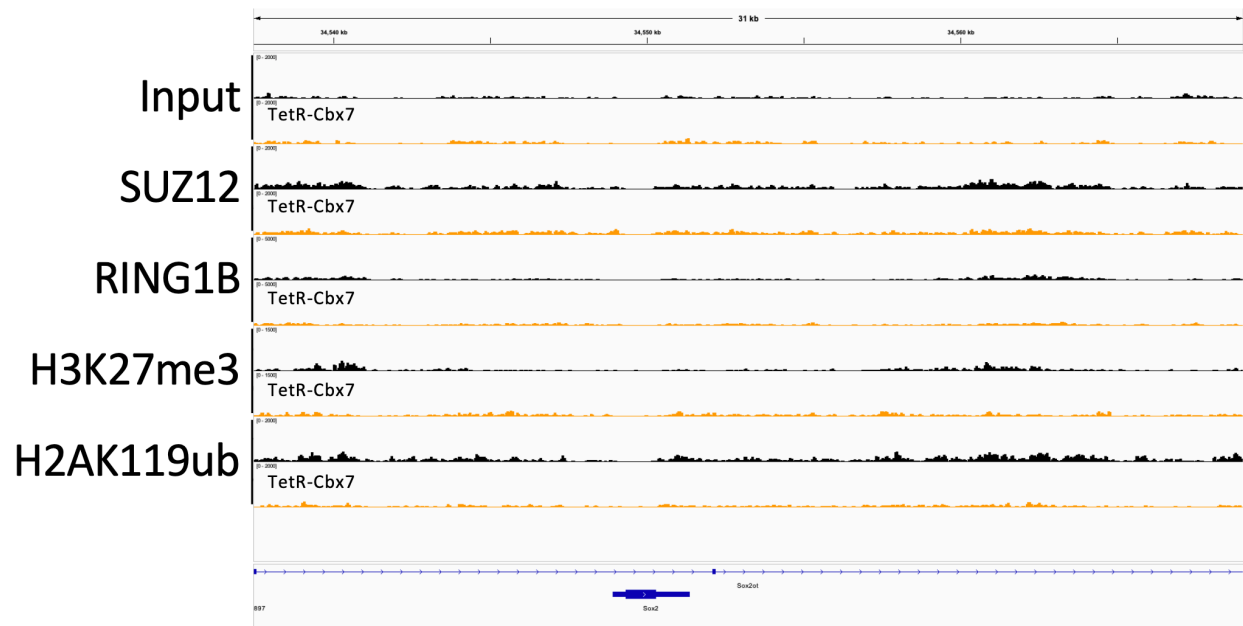

Mef2d locus  
chr3:87,931,198-88,031,358

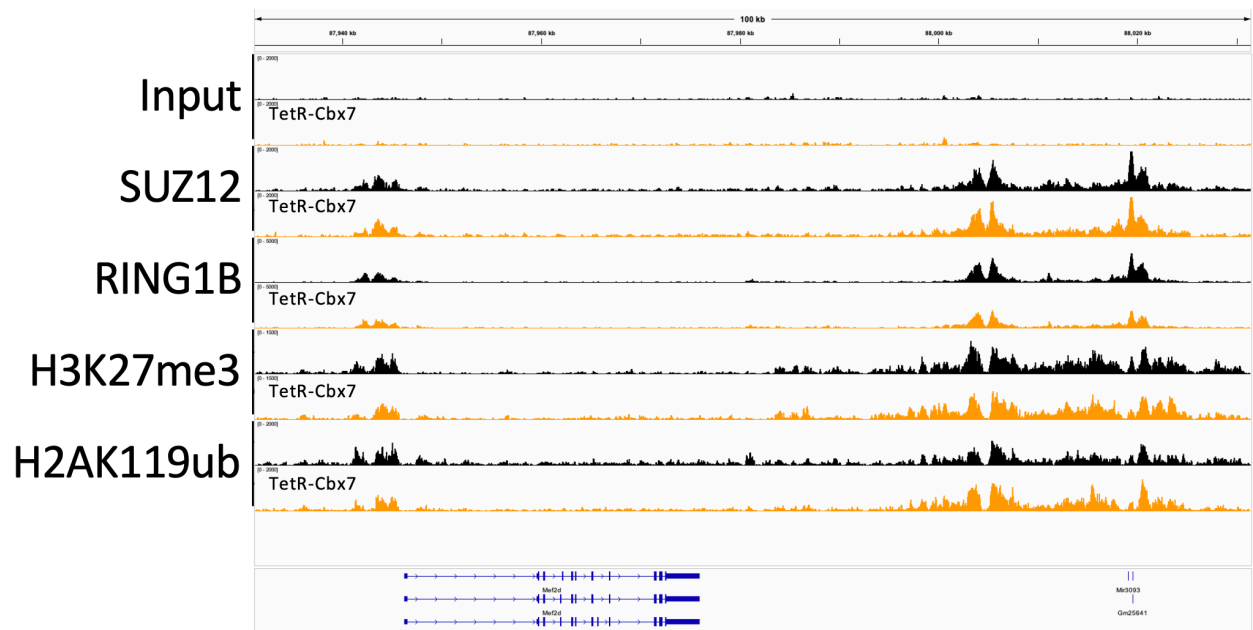

*Neurog2* locus  
chr3:127,332,802-127,342,995

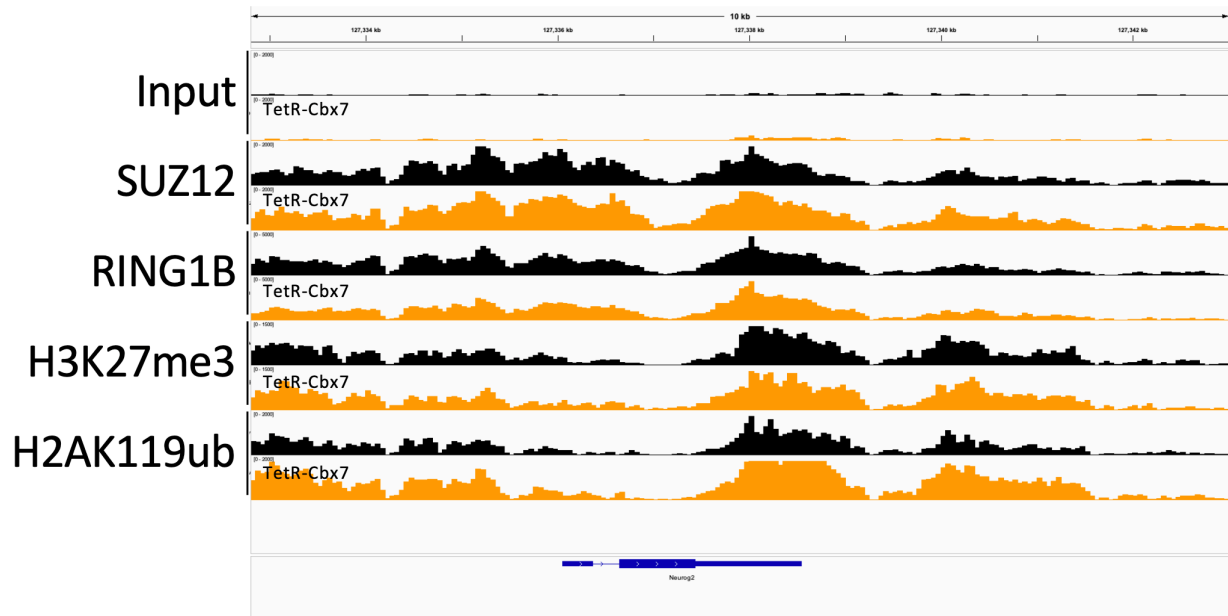

*Cdkn2a & b & Gm12610* locus  
chr4:88905858-88962573

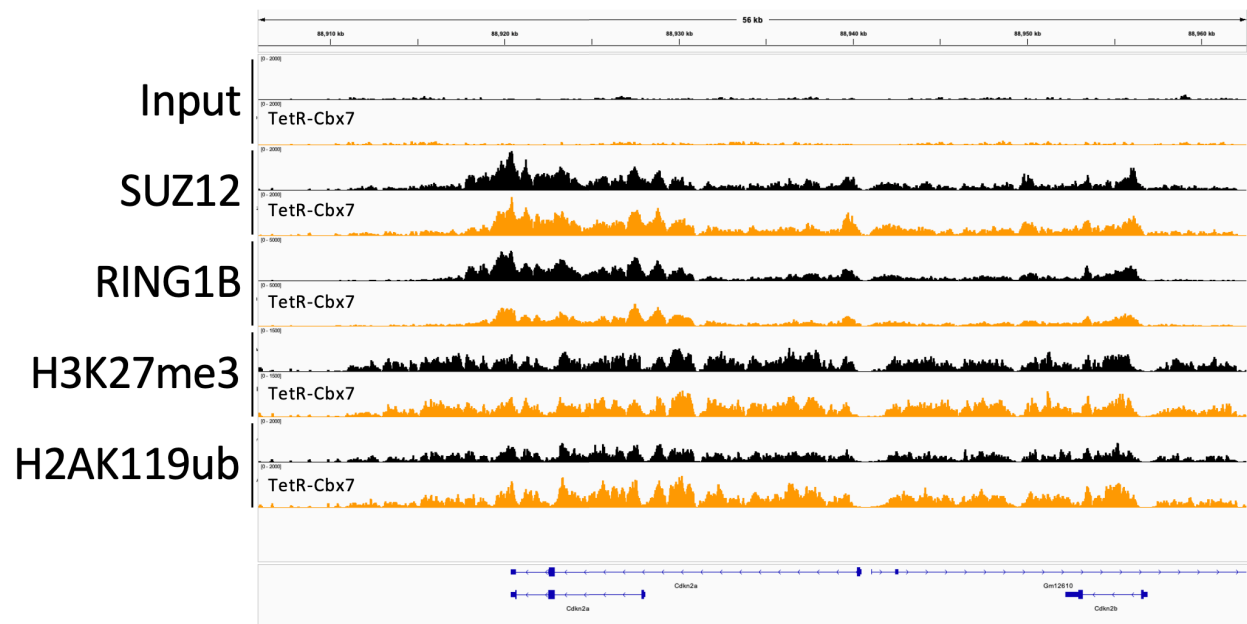

*Pou3f1* locus  
chr4:124294578-124395096

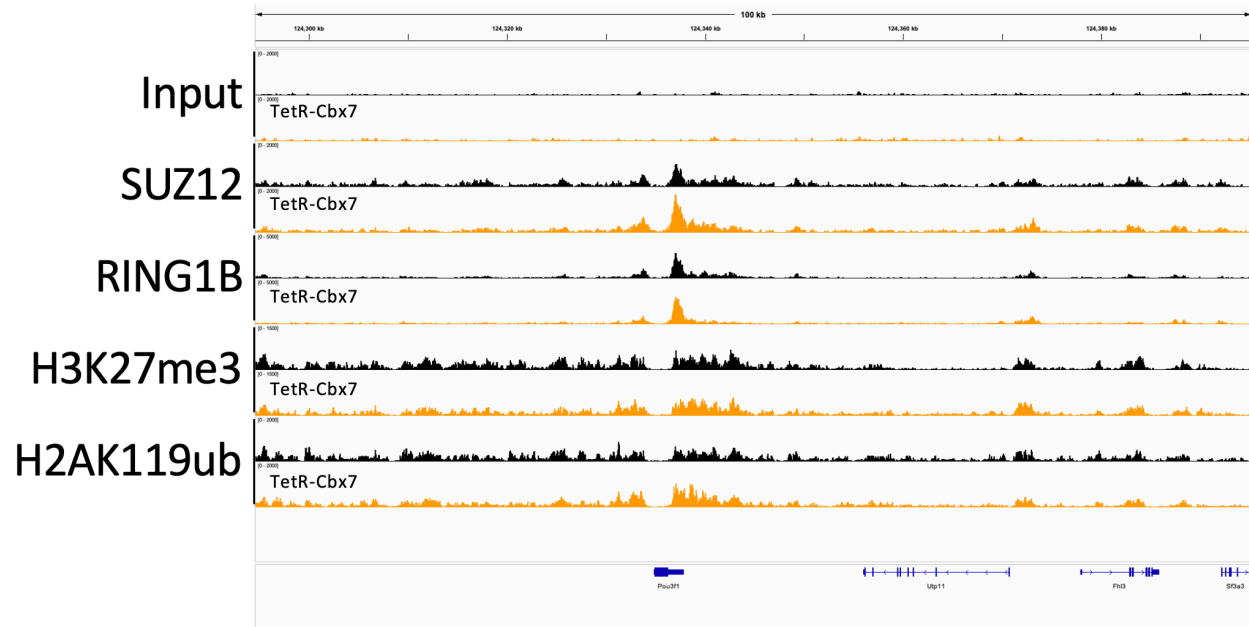

*Prdm8* & *Fgf5* & *1700007G11Rik* locus  
chr5:98,563,339-98,814,815

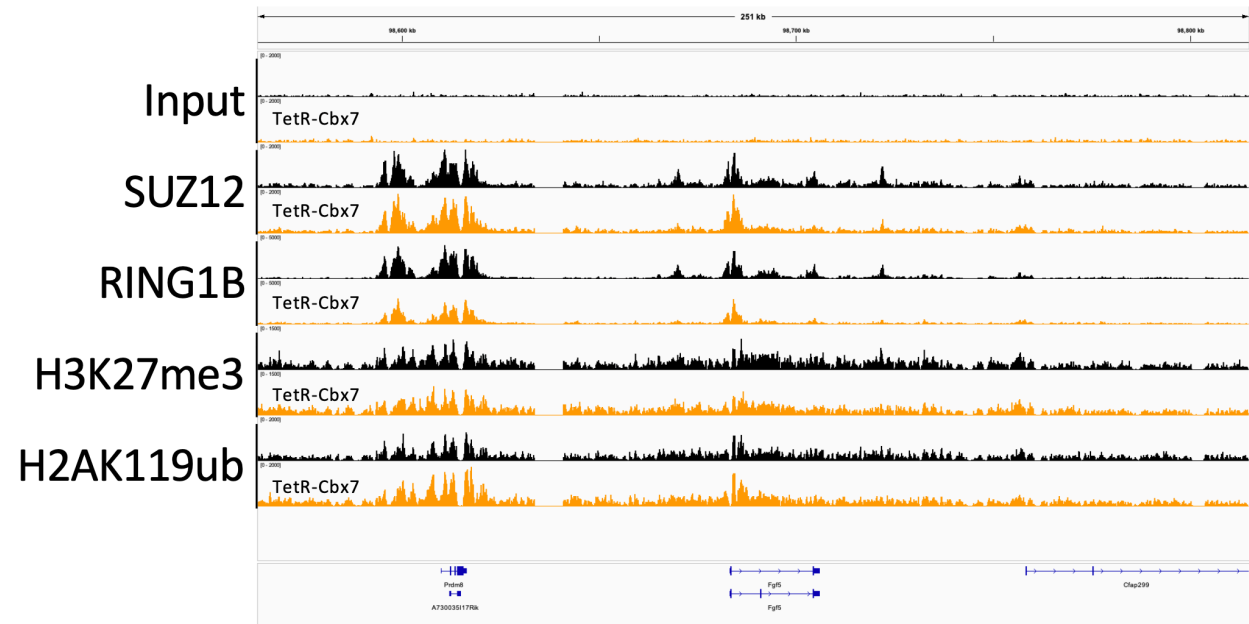

*Tbx3* locus  
chr5:120,094,791-120,194,420

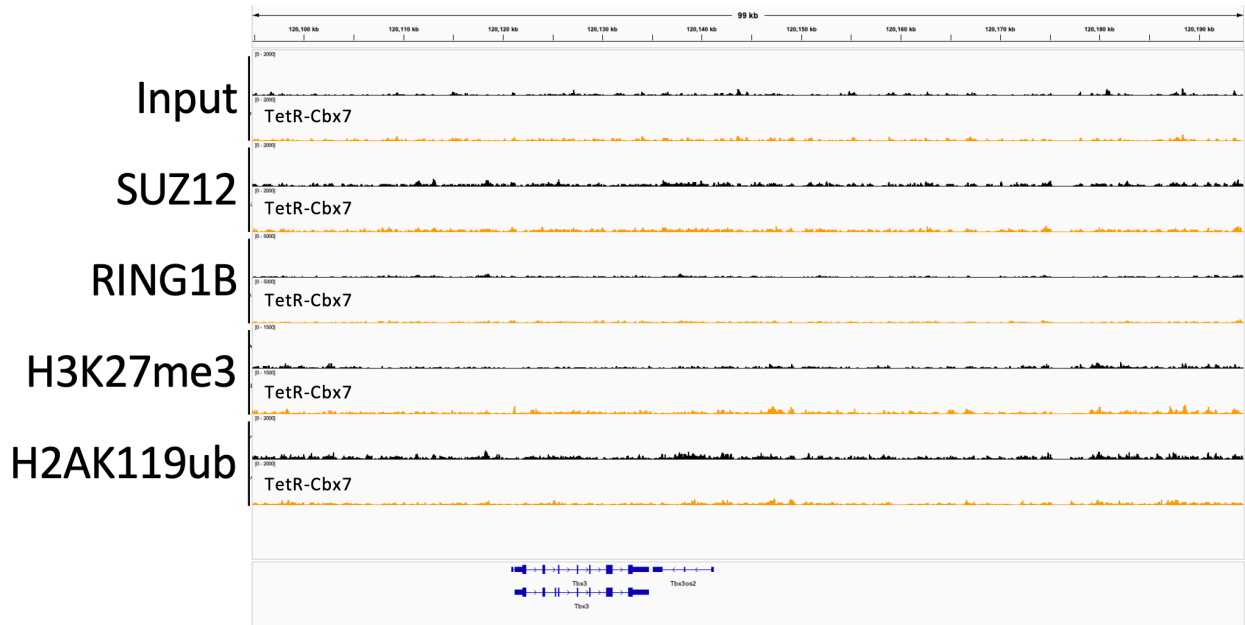

*Nanog* locus  
chr6:122,642,090-122,677,539

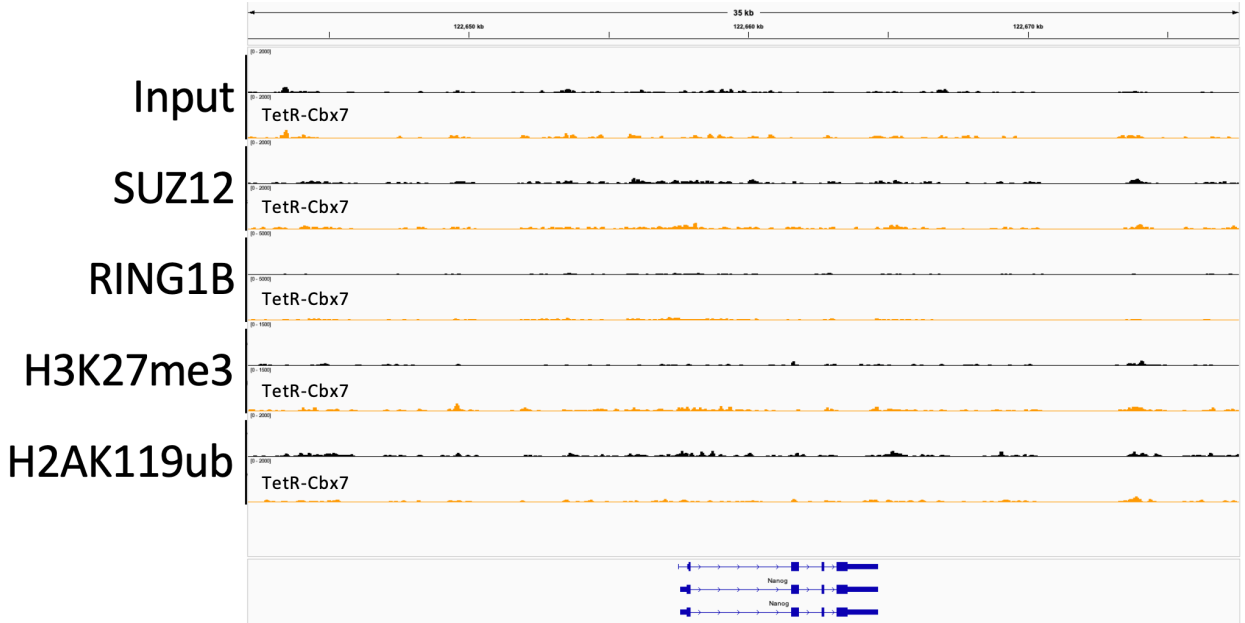

*Hbb* gene cluster locus  
chr7:110,957,144-111,008,233

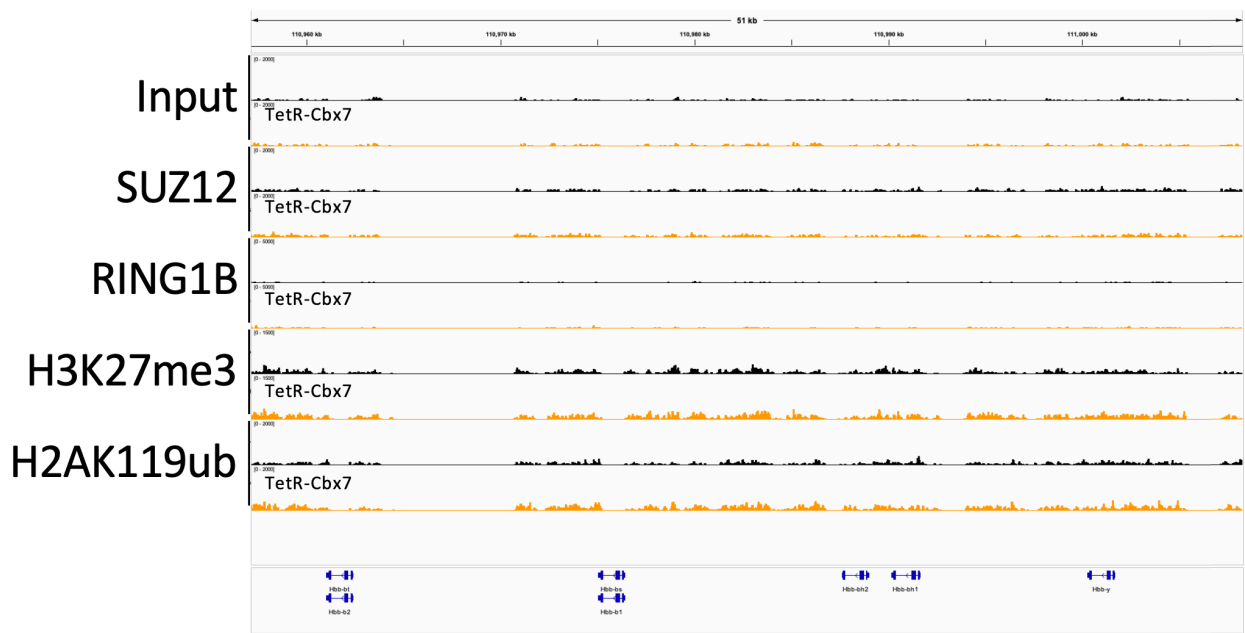

*Plekha1* & *Htra1* locus  
chr7:137,983,359-138,081,333

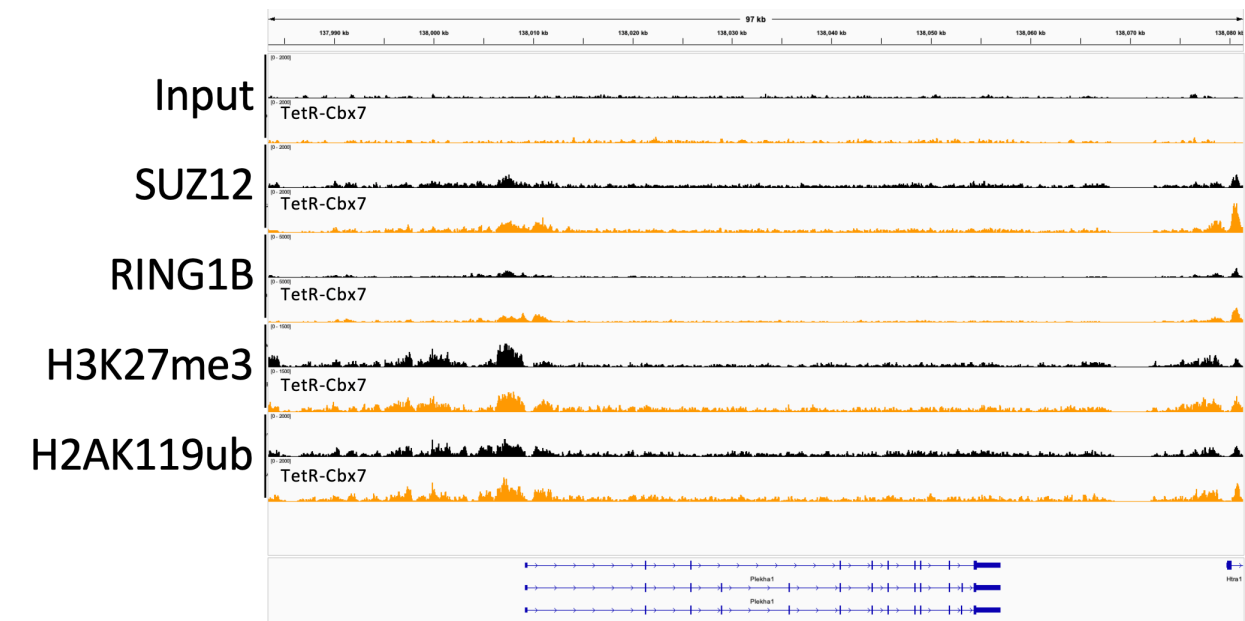

*Igf2* & *H19* locus  
chr7:149,758,083-149,858,985

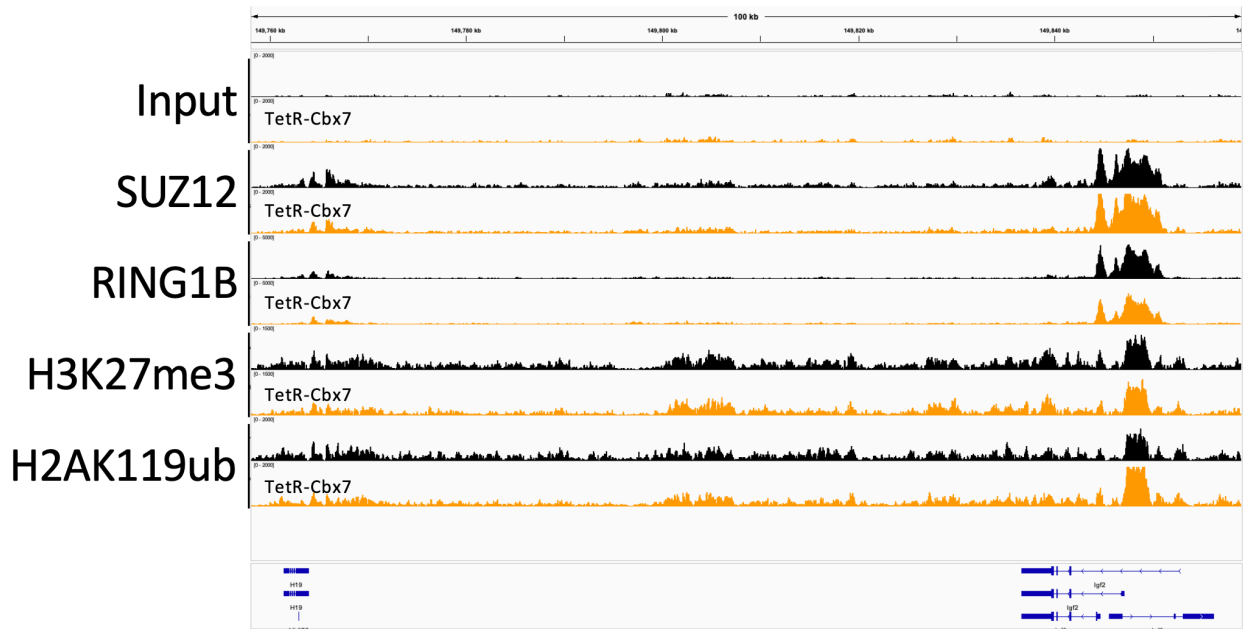

*Zfp42* locus  
chr8:44,361,316-44,426,512

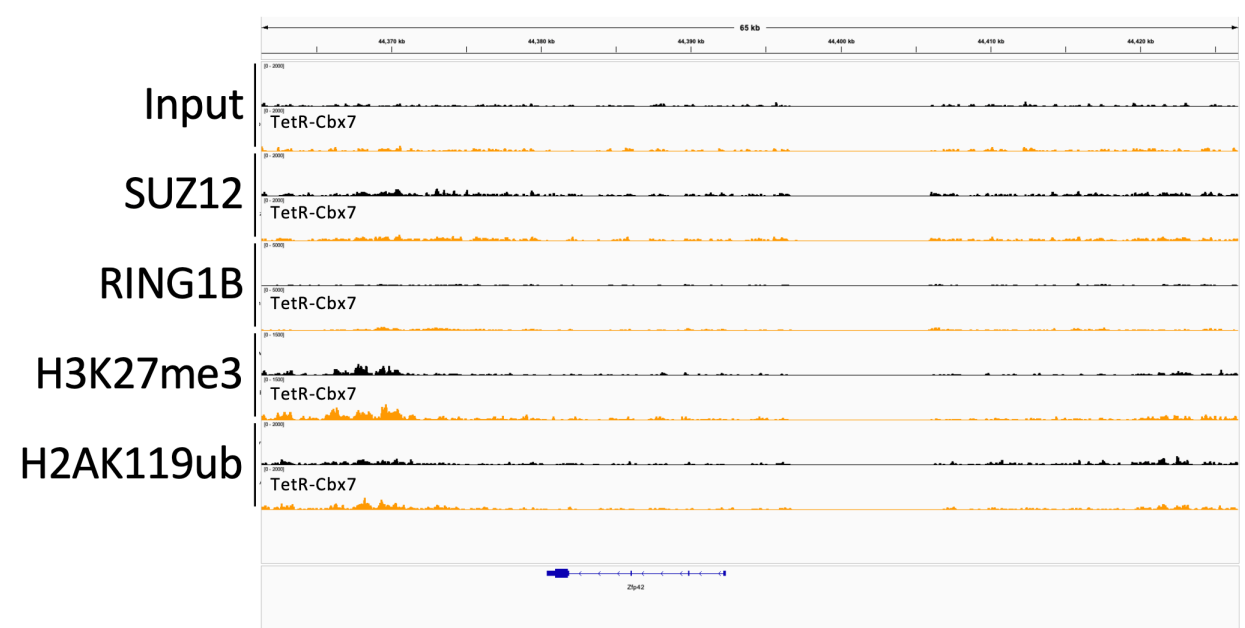

*Tmed3* locus  
chr9:89,592,758-89,602,918

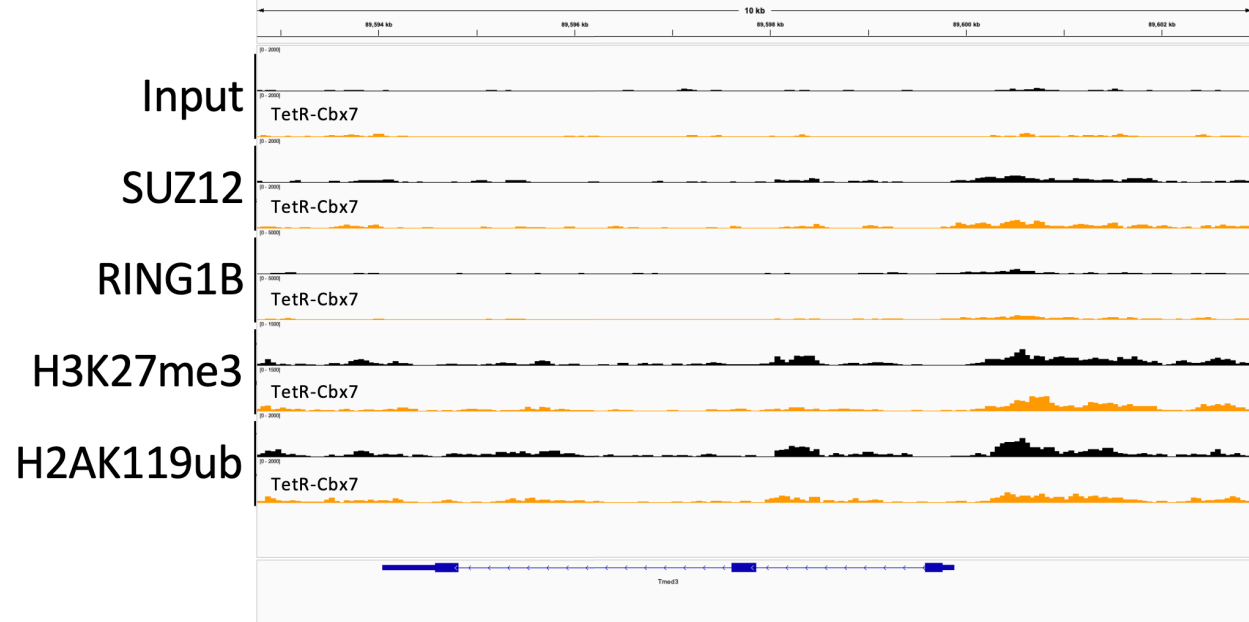

*Cbx2/4/8* gene cluster  
chr11:118,870,869-118,961,636

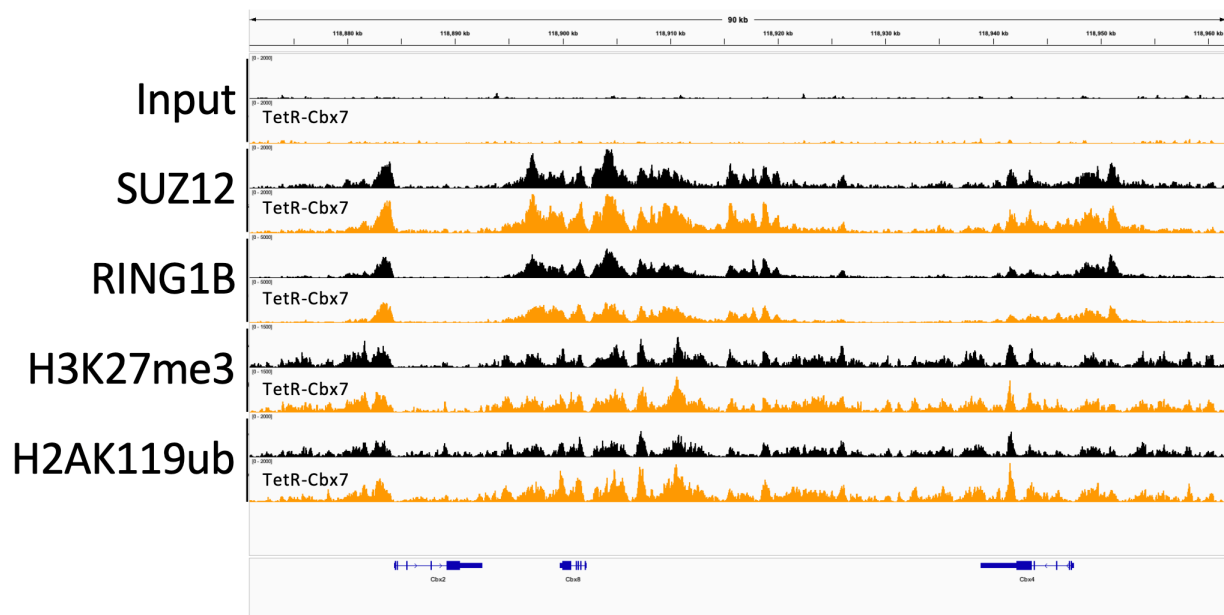

*Esrrb* locus  
chr12:87,761,185-87,877,500

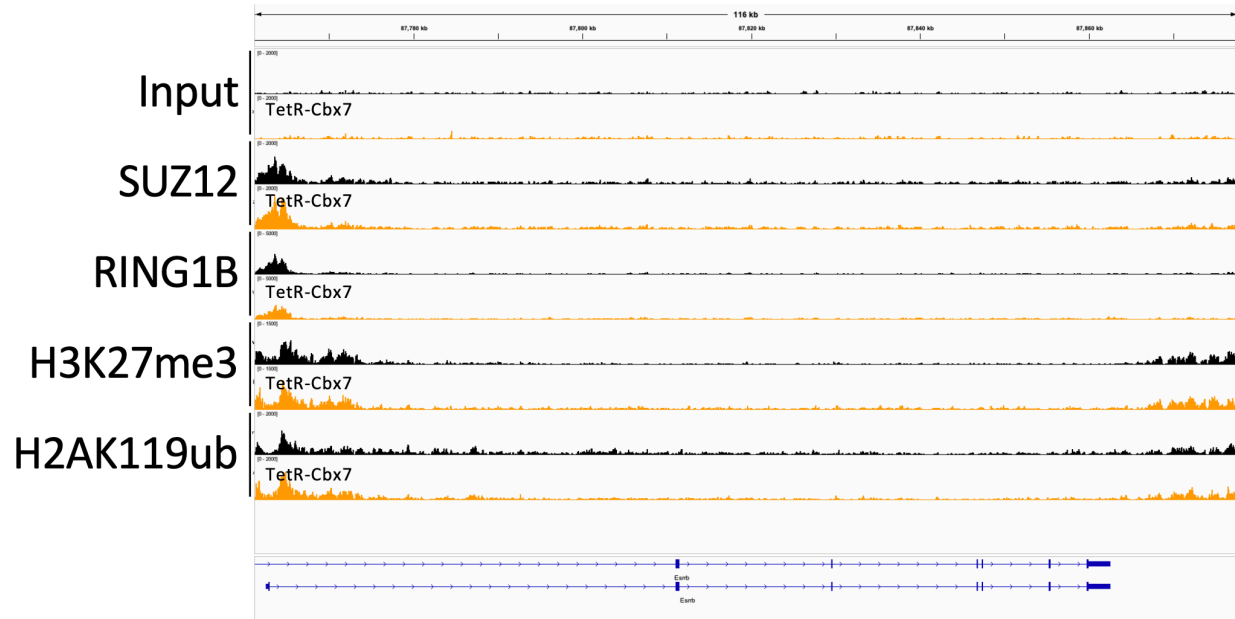

*Otx2* locus  
chr14:49,256,167-49,306,303

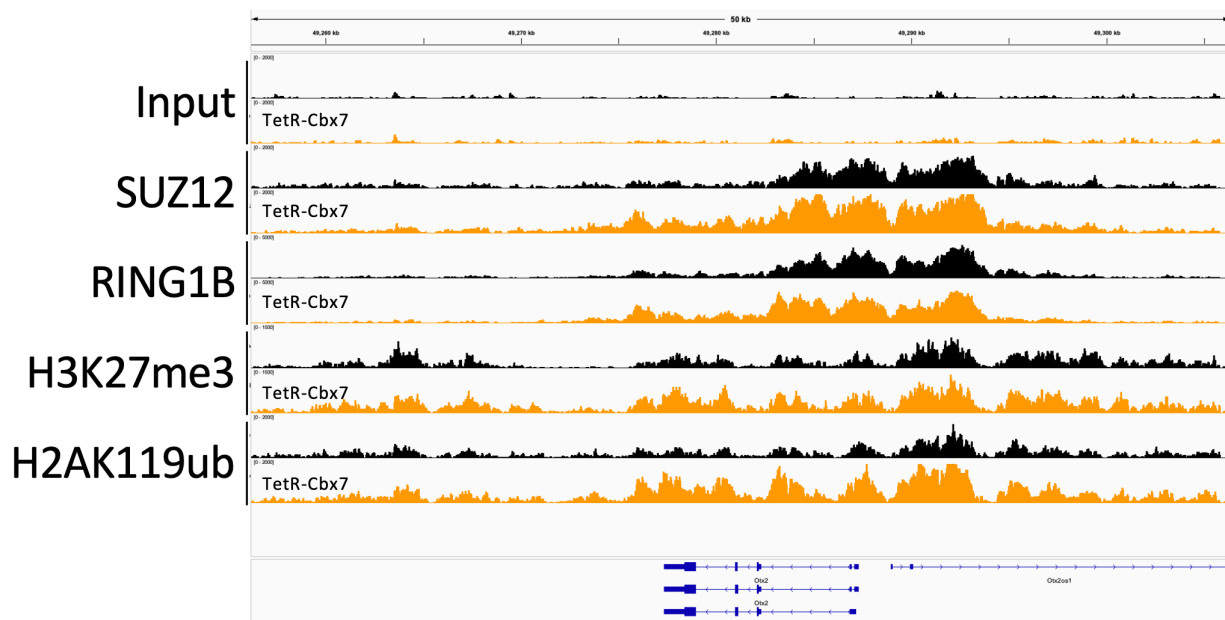

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Loss of cohesin regulator PDS5A reveals repressive role of Polycomb loops
**Source:** Nat Commun. 2023 Dec 9;14:8160. doi: 10.1038/s41467-023-43869-w
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Western blots were imaged on an Odyssey CLx Near-Infrared Imaging System (LICOR). FACS data was obtained on FACS LSR II Fortessa/BD Biosciences and Attune NxT flowcytometer (ThermoFisher Scientific). NGS libraries were sequenced on HiSeq2500 and NovaSeq machines/Illumina.                                           |
| Data analysis   | STAR v2.6.1c, HTSeq 0.12.3, DESeq2 v1.18.1, clusterProfiler v3.6.0, bowtie2 v2.3.4.1., Picard MarkDuplicates v2.23.4, deepTools v3.5.0, MACS2 v2.1.1, bedtools v2.27.1, samtools v1.9, Flowjo, HiC-Pro (2.11.1), HiGlass, HiCEplorer, juicer tools (1.11.09), coolpup.py (v1.0.0), GENOVA, NGmerge, chromHMM(version 1.24) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All NGS data reported in this study has been deposited at the Gene Expression Omnibus (GEO) database under accession number GSE194268. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender [does not apply](#)

Reporting on race, ethnicity, or other socially relevant groupings [does not apply](#)

Population characteristics [does not apply](#)

Recruitment [does not apply](#)

Ethics oversight [does not apply](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size [No sample size calculation was performed; all experiments in this work build on established experimental schemes in the field of chromatin biology. Sample sizes are indicated throughout manuscript.](#)

Data exclusions [No data was excluded from the analysis.](#)

Replication [Two replicates were performed for all ChIP-seq experiments. At least three replicates were performed for all ATAC-seq experiments. Two independent replicates were performed for RNA-seq experiments. Five independent replicates were performed for Hi-C experiments. For each experiment, all attempts at replication were successful.](#)

Randomization [Randomization is not an appropriate aspect of the experimental design presented in this study as measurements and data collection were performed using the same clonal cell lines, nucleic acid and proteins and analyzed with identical methodologies.](#)

Blinding [Blinding was not relevant for this study as there were no prior assumptions made. All data was collected and processed uniformly regardless of sample identity. Additionally, blinding was not feasible as the investigators who performed experiments also analyzed the data.](#)

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

PDS5A (Millipore Sigma #SAB2101764), PDS5B (Bethyl Laboratories A300-537A), RING1B (Cell Signaling, D22F2), SMC3 (Bethyl Laboratories A300-060A), SUZ12 (Cell Signaling D39F6), LAMIN B1 (Abcam ab16048), H2AK119ub (Cell Signaling D27C4), H3K27me3 (Diagenode, C15410195), H3 (Abcam ab1791), a-TUBULIN (Sigma-Aldrich T9026), IRDye 800CW Goat anti-Rabbit IgG (H+L) (LICOR), IRDye 680RD Goat anti-Mouse IgG (H+L) (LICOR), PCGF1 (Abcam ab202395), RAD21 (Abcam ab992), CTCF (Millipore 070729)

## Validation

All antibodies used in this study are from commercial sources. Manufacturers provided validation data. PDS5A and PDS5B were further validated by genetic loss-of-function in this manuscript.

1) Validation of PDS5A (Millipore Sigma #SAB2101764): The manufacturer states that the specificity of the antibody was tested by western blot for human, mouse, bovine, rat, rabbit, pig, horse, dog samples. Specificity of the antibody has independently been verified in this manuscript. <https://www.sigmaaldrich.com/US/en/product/sigma/sab2101764#product-documentation>

2) Validation of PDS5B (Bethyl Laboratories A300-537A): The manufacturer states that the specificity of the antibody was tested by western blot, immunoprecipitation, immunohistochemistry for human and mouse samples. <https://www.fortislife.com/products/primary-antibodies/rabbit-anti-pds5b-antibody/BETHYL-A300-537>

3) Validation of RING1B (Cell Signaling, D22F2): The manufacturer states that the specificity of the antibody was tested by western blot, immunoprecipitation, immunofluorescence, flow cytometry, ChIP and Cut&Run for human, mouse, rabbit and monkey samples. <https://www.cellsignal.com/products/primary-antibodies/ring1b-d22f2-xp-rabbit-mab/5694>

4) Validation of SMC3 (Bethyl Laboratories A300-060A): The manufacturer states that the specificity of the antibody was tested by western blot, immunoprecipitation, immunohistochemistry for human and mouse samples. <https://www.fortislife.com/products/primary-antibodies/rabbit-anti-smc3-antibody/BETHYL-A300-060>

5) Validation of SUZ12 (Cell Signaling D39F6): The manufacturer states that the specificity of the antibody was tested by western blot, immunoprecipitation, immunofluorescence, flow cytometry, ChIP and Cut&Run for human, mouse, rabbit and monkey samples. <https://www.cellsignal.com/products/primary-antibodies/suz12-d39f6-xp-rabbit-mab/3737>

6) Validation of LAMIN B1 (Abcam ab16048): The manufacturer states that the specificity of the antibody was tested by western blot in samples derived from Mouse, Rat and Human. <https://www.abcam.com/lamin-b1-antibody-nuclear-envelope-marker-ab16048.html>

7) Validation of H2AK119ub (Cell Signaling D27C4): The manufacturer states that the specificity of the antibody was tested by western blot, immunoprecipitation, immunofluorescence, flow cytometry, ChIP and Cut&Tag for human, mouse, rabbit and monkey samples. <https://www.cellsignal.com/products/primary-antibodies/ubiquityl-histone-h2a-lys119-d27c4-xp-rabbit-mab/8240>

8) Validation of H3K27me3 (Diagenode, C15410195): The manufacturer states that the specificity of the antibody was tested by western blot/Dot blotting/Peptide array, immunofluorescence, ELISA, ChIP and Cut&Tag for human, mouse, Drosophila, C. elegans, Daphnia, Arabidopsis, maize, tomato, poplar, silene latifolia, C. merolae samples. <https://www.diagenode.com/en/p/h3k27me3-polyclonal-antibody-premium-50-mg-27-ml>

9) Validation of H3 (Abcam ab1791): The manufacturer states that the specificity of the antibody was tested by western blot, ChIP, immunohistochemistry, immunoprecipitation and immunocytochemistry for Mouse, Rat, Human, Saccharomyces cerevisiae, Xenopus laevis, Arabidopsis thaliana, Drosophila melanogaster, Indian muntjac, Schizosaccharomyces pombe. <https://www.abcam.com/products/primary-antibodies/histone-h3-antibody-nuclear-marker-and-chip-grade-ab1791.html>

10) Validation of a-TUBULIN (Sigma-Aldrich T9026): The manufacturer states that the specificity of the antibody was tested by western blot, immunofluorescence staining for yeast, mouse, amphibian, human, rat, chicken, fungi, bovine. <https://www.sigmaaldrich.com/US/en/product/sigma/t9026>

11) Validation of IRDye 800CW Goat anti-Rabbit IgG (H+L) (LICOR): The manufacturer states that the specificity of the antibody was tested by western blot, immunohistochemistry and microscopy. <https://www.licor.com/bio/reagents/irdye-800cw-goat-anti-rabbit-igg-secondary-antibody>

12) Validation of IRDye 680RD Goat anti-Mouse IgG (H+L) (LICOR): The manufacturer states that the specificity of the antibody was tested by western blot, immunohistochemistry and microscopy. <https://www.licor.com/bio/reagents/irdye-680rd-goat-anti-mouse-igg-secondary-antibody>

13) Validation of PCGF1 (Abcam ab202395): The manufacturer states that the specificity of the antibody was tested by western blot in samples derived from human, mouse, rat and cow. <https://www.abcam.com/products/primary-antibodies/pcgf1-antibody-ab194556.html>

14) Validation of RAD21 (Abcam ab992): The manufacturer states that the specificity of the antibody was tested by western blot and immunoprecipitation in samples derived from human and mouse. <https://www.abcam.com/products/primary-antibodies/rad21-antibody-ab992.html>

15) Validation of CTCF (Millipore 07-729): The manufacturer states that the specificity of the antibody was tested by western blot and ChIP in samples derived from human, rat, canine, mouse and primate. [https://www.emdmillipore.com/US/en/product/Anti-CTCF-Antibody,MM\\_NF-07-729](https://www.emdmillipore.com/US/en/product/Anti-CTCF-Antibody,MM_NF-07-729)

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | All cell lines used directly in this study or for generating mutants were diploid mESCs derived from originally haploid HMSc2 termed AN3-12 (Elling et al., 2017). TetR-CBX7 reporter mESCs with 7x TetO DNA binding sites flanked by GFP and BFP reporter genes were previously described (Moussa et al., 2019). Pds5a gene-trap (GT) KO and its corresponding wild type mESCs with genetrap insertion in the non-disruptive orientation were acquired from the Haplobank repository (Cell IDs: 10388IH and 10388MH) (Elling et al., 2017). |
| Authentication                                                       | Genotype of cell lines was tested at the level of DNA sequence and protein.                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Mycoplasma contamination                                             | All cell lines are free of Mycoplasma contamination. Cells were regularly tested for mycoplasma.                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | Not used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Plants

|                       |                |
|-----------------------|----------------|
| Seed stocks           | Does not apply |
| Novel plant genotypes | Does not apply |
| Authentication        | Does not apply |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
*May remain private before publication.* <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE194268>

Files in database submission

GSM5831910 cChIPseq\_GT\_Pds5a\_KO\_H2AK119ub\_rep1  
 GSM5831911 cChIPseq\_GT\_Pds5a\_KO\_H2AK119ub\_rep2  
 GSM5831912 cChIPseq\_GT\_Pds5a\_KO\_H3K27me3\_rep1  
 GSM5831913 cChIPseq\_GT\_Pds5a\_KO\_H3K27me3\_rep2  
 GSM5831914 cChIPseq\_GT\_Pds5a\_KO\_Input\_1  
 GSM5831915 cChIPseq\_GT\_Pds5a\_KO\_Input\_2  
 GSM5831916 cChIPseq\_GT\_Pds5a\_KO\_PDS5A\_rep1  
 GSM5831917 cChIPseq\_GT\_Pds5a\_KO\_PDS5A\_rep2  
 GSM5831918 cChIPseq\_GT\_Pds5a\_KO\_Rad21\_rep1  
 GSM5831919 cChIPseq\_GT\_Pds5a\_KO\_Rad21\_rep2  
 GSM5831920 cChIPseq\_GT\_Pds5a\_KO\_Ring1B\_rep1  
 GSM5831921 cChIPseq\_GT\_Pds5a\_KO\_Ring1B\_rep2  
 GSM5831922 cChIPseq\_GT\_Pds5a\_KO\_Suz12\_rep1  
 GSM5831923 cChIPseq\_GT\_Pds5a\_KO\_Suz12\_rep2  
 GSM5831924 cChIPseq\_GT\_wt\_Cbx7\_rep1  
 GSM5831925 cChIPseq\_GT\_wt\_Cbx7\_rep2  
 GSM5831926 cChIPseq\_GT\_wt\_CTCF\_rep1  
 GSM5831927 cChIPseq\_GT\_wt\_CTCF\_rep2  
 GSM5831928 cChIPseq\_GT\_wt\_H2AK119ub\_rep1  
 GSM5831929 cChIPseq\_GT\_wt\_H2AK119ub\_rep2  
 GSM5831930 cChIPseq\_GT\_wt\_H3K27me3\_rep1  
 GSM5831931 cChIPseq\_GT\_wt\_H3K27me3\_rep2  
 GSM5831932 cChIPseq\_GT\_wt\_Input\_1  
 GSM5831933 cChIPseq\_GT\_wt\_Input\_2

GSM5831934 cChIPseq\_GT\_wt\_Pcgf1\_rep1  
 GSM5831935 cChIPseq\_GT\_wt\_Pcgf1\_rep2  
 GSM5831936 cChIPseq\_GT\_wt\_PDS5A\_rep1  
 GSM5831937 cChIPseq\_GT\_wt\_PDS5A\_rep2  
 GSM5831938 cChIPseq\_GT\_wt\_Rad21\_rep1  
 GSM5831939 cChIPseq\_GT\_wt\_Rad21\_rep2  
 GSM5831940 cChIPseq\_GT\_wt\_Ring1B\_rep1  
 GSM5831941 cChIPseq\_GT\_wt\_Ring1B\_rep2  
 GSM5831942 cChIPseq\_GT\_wt\_Suz12\_rep1  
 GSM5831943 cChIPseq\_GT\_wt\_Suz12\_rep2

Genome browser session  
 (e.g. [UCSC](#))

he xxx.bw files can be uploaded (all at once or selected) to the UCSC genome browser by pasting all (mm10) URLs into “Paste URLs or data” in “add custom tracks”.

## Methodology

Replicates

ChIP-seq experiments were performed with two independent replicates.

Sequencing depth

Input\_wt 30,180,572  
 Input\_Pds5a\_KO 26,672,594  
 H2Aub\_wt\_rep1 24,571,504  
 H2Aub\_wt\_rep2 27,577,968  
 H2Aub\_Pds5a\_KO\_rep1 27,462,904  
 H2Aub\_Pds5a\_KO\_rep2 32,058,518  
 K27me3\_wt\_rep1 47,795,516  
 K27me3\_wt\_rep2 28,411,706  
 K27me3\_Pds5a\_KO\_rep1 49,772,922  
 K27me3\_Pds5a\_KO\_rep2 39,035,030  
 Rnf2\_wt\_rep1 54,153,586  
 Rnf2\_wt\_rep2 49,681,830  
 Rnf2\_Pds5a\_KO\_rep1 38,368,316  
 Rnf2\_Pds5a\_KO\_rep2 42,130,506  
 Cbx7\_wt\_rep1 28,762,882  
 Cbx7\_wt\_rep2 27,874,380  
 Input\_wt 53,377,272  
 Input\_Pds5a\_KO 48,292,340  
 Pcgf1\_wt\_rep1 27,490,912  
 Pcgf1\_wt\_rep2 17,250,462  
 CTCF\_wt\_rep1 18,644,566  
 CTCF\_wt\_rep2 30,558,054  
 Rad21\_wt\_rep1 28,215,532  
 Rad21\_wt\_rep2 26,980,128  
 Rad21\_Pds5a\_KO\_rep1 31,529,766  
 Rad21\_Pds5a\_KO\_rep2 30,020,762  
 Suz12\_wt\_rep1 20,913,958  
 Suz12\_wt\_rep2 22,088,794  
 Suz12\_Pds5a\_KO\_rep1 25,144,526  
 Suz12\_Pds5a\_KO\_rep2 26,569,506

Antibodies

H3K27me3 (Diagenode, C15410195), RING1B (Cell Signaling, D22F2), PDS5a (Millipore Sigma #SAB2101764), SUZ12 (Cell Signaling D39F6), H2AK119ub (Cell Signaling D27C4), PCGF1 (Abcam ab202395), RAD21 (Abcam ab992), CTCF (Millipore 070729).

Peak calling parameters

--broad --broad-cutoff 0.01 -q 0.01 -m 10 30

Data quality

We observed good library mapping rates and agreement between replicates. Spearman correlation between independent replicates is >0.8.

Software

bowtie2, SAMtools, Picard, deepTools, MACS2

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

|                           |                                                                                                                                                                                                                                                   |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | ES cells are trypsinized and washed prior to preparing single cell suspension for flow analysis either in tubes or 96 well format.                                                                                                                |
| Instrument                | FACS LSR II Fortessa/BD biosciences; Attune NxT ThermoFisher Scientific                                                                                                                                                                           |
| Software                  | BD FACSDiva 8 for acquiring data. Flowjo software for visualization.                                                                                                                                                                              |
| Cell population abundance | small fraction GFP-positive TetO reporter mESCs (<1%) were enriched by three rounds of GFP sorting. The enriched population was used for identification of dependencies required for CBX7-mediated reporter gene silencing using deep sequencing. |
| Gating strategy           | mESCs were gated for live cells (Area FSC-Area SSC), doublets (Area FSC-Height FSC), GFP and mCherry.                                                                                                                                             |

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

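RNA-seq was available as comparison tables for wild-type, Pds5a KO, Pds5aGT WT and Pds5aGT KO ESCs and for dSuz12 Pcgf1KO ESCs with and without IAA, at 2 libraries per group. These are 12 of the 115 samples of the study, and the other 103, which hold chromatin and contact measurements, were not analysed here. The authors aligned reads with STAR 2.6.1c, counted them with HTSeq 0.12.3 on annotation 94 of GRCm38, left out genes with a read count below 10 and compared groups with DESeq2 1.18.1. The signal values are mean normalized counts, which the authors made by dividing counts by size factors and averaging over the libraries of a comparison. The log2 fold changes were shrunk by the authors with apeglm and come with a standard error. The p values were computed and adjusted by the authors, and genes left without an adjusted p count as not tested. The paper does not describe the comparison with IAA, so the authors' steps are taken to be the same there from the matching columns.

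Depth is given in Supplementary Table 2 for the 4 groups of the Pds5a comparisons, and a read depth for the comparison with IAA was not found. The median standard error of a log2 fold change was 0.125 in Pds5a KO, 0.109 in Pds5aGT KO and 0.231 with IAA. In the table of Pds5aGT KO ESCs, 22 gene names had been turned into dates, of which 2 passed the threshold. They stayed in the counts of genes past the threshold of that comparison. They left its test of transcription factor genes and every comparison between tables.

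Genes past an adjusted p of 0.05 and a log2 fold change of 0.5 in either direction were counted. Overlaps were tested with one-sided Fisher's exact tests, and the share of transcription factor genes in the same way. Log2 fold changes were correlated over the genes past the threshold in Pds5aGT KO ESCs, with a 95% interval from 1000 resamples of genes. The difference between the mutants was divided by the root of the summed squared standard errors, tested against the normal distribution and adjusted over 21872 genes. On simulated data, this test found 68.0% of log2 differences of 1 and 95.1% of those of 2, and called 0.0415% of genes without a difference. Gene lists of at least 5 tested genes were tested with cameraPR of limma 3.58.1 in R 4.3.3 on the signed normal score of the p, with a preset inter-gene correlation of 0.01 and adjustment over the lists of a comparison. It found 98% of 50 simulated lists of 30 genes shifted by 1 unit of the normal score, and 0% of 50 lists without a shift. In Pds5aGT KO ESCs, 30 p53 targets with a mean score of -1.74 did not pass (adjusted p = 0.0671). There, 36 neurogenesis genes with a mean score of 1.18 did (adjusted p = 0.034). The simulated rates therefore do not give those of the list tests on the data. Chromosome medians, over genes with a mean normalized count of at least 50, were tested with 10000 shuffles of genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 and a random seed of 20 were used.

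Genes were named if the paper names or plots their RNA level, if they were among the 8 highest or 8 lowest by mean log2 fold change past the threshold in both mutants, or among the 5 highest or 5 lowest of a comparison, each at a mean normalized count of at least 50. From each list, up to 4 members past the threshold in both mutants were named. Alternatives covered the adjusted p, the fold change threshold, the count minimum, the adjustment, the genes correlated, and the correlation, statistic and genes of the list tests. Settings that need counts per library, such as another normalization or leaving out a replicate, were not run.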

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

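Tests chosen only after the result was seen are those of lists between the mutants, the 2 on Pds5a RNA, that on trophectoderm genes and that on lower genes among those higher with IAA.

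The difference between the mutants was past an adjusted p of 0.05 for 1705 genes, of which 802 were higher and 903 lower in Pds5a KO relative to Pds5aGT KO ESCs. Among genes named in the paper, Pds5a differed by -1.83 (adjusted p = 5.35e-291), Dll1 by 1.38 (adjusted p = 1.7e-06) and Wapl by -0.14 (adjusted p = 0.030).

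Pds5a RNA fell less in Pds5aGT KO than in Pds5a KO ESCs. Cells without the knockout in the Pds5aGT KO libraries would hold every gene near its control level, against which 119 genes past the threshold had a log2 fold change of -1 or less. Low Pds5a RNA already in Pds5aGT WT ESCs remains possible, since its derived level, once scaled to the sum over the 7957 genes compared, was 2.06-fold below wild-type ESCs there, at percentile 0.415 of those genes, while the log2 ratio of Pds5b was 0.21. It would account for part of the smaller fall, since on this scale Pds5aGT KO ESCs still held 40.9% of the wild-type level, against 23.6% in Pds5a KO ESCs. The lines were sequenced with different read types, and Supplementary Fig. 4f shows the ratio of Pds5a to Pds5b higher in Pds5aGT WT than in wild-type ESCs, the opposite order. The paper reports the knockout and the rescue of the protein by western blot in Fig. 2a, which RNA levels do not measure. A biological explanation was not tested.

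Lists of genes shifted differently in the mutants. With Pds5a KO above Pds5aGT KO ESCs, these were neurogenesis (adjusted p = 0.0010), cholesterol synthesis (adjusted p = 1.49e-21), hypoxia and glycolysis (adjusted p = 2.70e-36) and ribosomal protein genes (adjusted p = 9.89e-09). With Pds5a KO below, they were naive and general pluripotency (adjusted p = 5.63e-29), formative epiblast (adjusted p = 0.000968), trophectoderm (adjusted p = 6.43e-06), p53 targets (adjusted p = 1.80e-08), pattern signals (adjusted p = 0.00158), ERK targets (adjusted p = 0.00296), cohesin (adjusted p = 0.000444) and Polycomb subunits (adjusted p = 0.0148). With a preset correlation of 0.05 the difference was lost for pattern signals (adjusted p = 0.0567), ERK targets (adjusted p = 0.0816) and Polycomb subunits (adjusted p = 0.156). With log2 fold changes it was lost for these (adjusted p = 0.699, 0.0677 and 0.875), for cohesin (adjusted p = 0.276) and for ribosomal protein genes (adjusted p = 0.428). Fibroblast genes newly passed with log2 fold changes, lower in Pds5a KO ESCs (adjusted p = 0.00045). The listed genes from Dlx2 to Hoxd did so too, higher in Pds5a KO ESCs (adjusted p = 0.00137). With ranks the difference was lost for pattern signals (adjusted p = 0.909), ERK targets (adjusted p = 0.240) and Polycomb subunits (adjusted p = 0.432). It was also lost with ranks for cohesin (adjusted p = 0.822) and formative epiblast (adjusted p = 0.192). Genes behind this include the hypoxia gene Ndrg1, at 1.99 and 0.74 in the authors' deposited tables of Pds5a KO and Pds5aGT KO ESCs, and the Polycomb gene Scml2, at -1.25 and -0.52. Pds5a, the targeted gene, is itself a cohesin regulator and differed by -1.83, while the median difference of the cohesin list was -0.02. The cohesin result therefore cannot separate a group shift from the fall of Pds5a. The cohesin list was not tested without Pds5a.

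Of these lists, 10 passed the threshold in Pds5a KO ESCs, and 10 still did there once the trend with transcript length and GC content was removed, which held 1.54% of the variance; the difference between the mutants was not corrected in this way. A lower share of pluripotent cells in Pds5a KO ESCs could raise markers of all other cell types alike. Trophectoderm genes, themselves among the lists above, had a median of -0.19 (rank-sum p = 0.00559, the lowest p of 4 lists and not adjusted), while neurogenesis genes shifted up. Of 29 listed trophectoderm genes, 25 were tested, so they had RNA in these ESC libraries. Genes that pluripotent cells themselves express would fall with the share of those cells, so this test cannot decide. The rank-sum test treats genes as independent. By cameraPR with a preset correlation of 0.05, the shift of trophectoderm genes was lost (adjusted p = 0.0546). A lower share of pluripotent cells and a rise of a single other cell type both stay open. By the rank-sum test, the other 3 lists showed no shift past a p of 0.05. These were primitive streak (p = 0.448), primitive endoderm (p = 0.634, median 0.04) and fibroblast genes (p = 0.721, median -0.04). By cameraPR, primitive endoderm genes were shifted down (adjusted p = 0.0378), which was lost with a preset correlation of 0.05 (adjusted p = 0.154) and with log2 fold changes (adjusted p = 0.966) and turned direction with ranks (adjusted p = 0.999). Fibroblast genes were shifted down with log2 fold changes (adjusted p = 0.000230) but not with the normal score (adjusted p = 0.809). Each mutant is 1 line, and differences between lines or in their culture stay open as untested explanations.

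Besides neurogenesis, pattern signals and ERK targets, 9 lists passed the threshold in Pds5a KO and 8 in Pds5aGT KO ESCs. They include pluripotency and G1/S genes. The paper reports comparable pluripotency markers and cell cycle profiles, from antibody and DNA staining of wild-type and Pds5a KO ESCs. RNA levels do not measure these. The G1/S medians were -0.11 in Pds5a KO and -0.07 in Pds5aGT KO ESCs, with 1 and 0 of 25 genes lower past the threshold. The G1/S shift was lost with log2 fold changes in Pds5a KO (adjusted p = 0.439) and in Pds5aGT KO ESCs (adjusted p = 0.304). The pluripotency shift was lost with ranks in Pds5aGT KO ESCs (adjusted p = 0.3495), while in Pds5a KO ESCs its adjusted p by cameraPR was 4.58e-19. The marker genes Pou5f1 and Sox2 stayed short of the fold change threshold. In dSuz12 Pcgf1KO ESCs with IAA, a comparison the paper does not report on, 1934 genes and 21 lists of any kind passed the threshold. Genes higher with IAA were more often higher in Pds5a KO (149 of 1277, odds ratio 2.81, Fisher's exact test, p = 5.89e-23) and in Pds5aGT KO ESCs (170 of 1297, odds ratio 5.51, p = 8.91e-56). Without the fold change threshold the odds ratios were 1.15 and 2.55, and over all genes Spearman's rho with IAA was -0.09 and 0.07. No draw of genes matched on mean normalized count held as many. The highest draw held 126 for Pds5a KO and 105 for Pds5aGT KO ESCs, against 149 and 170 observed. The share of 0.01% computed for each is the smallest that the draws can give. Genes unstable in either direction remain a candidate explanation in Pds5a KO ESCs, where the odds ratio for lower genes was 3.395. In Pds5aGT KO ESCs the odds ratio for lower genes was 1.93 (Fisher's exact test, p = 8.4e-06), below the 5.51 for higher genes. Lower genes were thus over-represented there too, so this test cannot exclude that unstable genes account for part of the overlap. No biological explanation was tested.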

How the results depend on the processing

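Tests chosen after the result was seen are the list tests on all genes with a p, lower genes among those higher with IAA, and the tests of lists between the mutants. Of 87 alternatives for the results of the comparisons, 70 kept direction and side of the threshold or, for counts, stayed within 1.5 times, 1 was no longer past the threshold and 16 counts moved by more. Odds ratios that stayed past the threshold still moved by over 1.5 times for transcription factors, to 1.58 in Pds5a KO without the fold change threshold and 5.88 in Pds5aGT KO ESCs at a mean normalized count of at least 50, and for genes higher with IAA, to 1.15 and 2.55 without that threshold. The correlation between the mutants ranged from 0.569 over all genes to 0.9001 over genes past the threshold in both.

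Without the fold change threshold, 5199 genes passed in Pds5a KO and 4591 in Pds5aGT KO ESCs, the overlap held 965 higher and 1565 lower genes, and the odds ratio for transcription factors in Pds5aGT KO ESCs was 1.38. At a log2 fold change of 1 or more in either direction 486, 331 and 961 genes passed in Pds5a KO, in Pds5aGT KO and with IAA, and by Bonferroni adjustment 819, 551 and 504. With a preset correlation of 0.05, 6 lists passed in Pds5a KO and 5 in Pds5aGT KO ESCs, and with ranks 7 lists differed between the mutants. For chromosome medians, 1 chromosome passed in Pds5a KO ESCs at a higher minimum of the mean normalized count, and in Pds5aGT KO ESCs 4 passed with no minimum and 2 without genes past the threshold. Stricter thresholds leave fewer genes by construction, and for the others the cause was not tested.

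Of 617 alternatives for single lists, 536 gave the same outcome, 51 fell short of the threshold, 28 newly passed it and 2 reversed: primitive endoderm in Pds5a KO ESCs with ranks (adjusted p = 0.999) and naive and general pluripotency in Pds5aGT KO ESCs with log2 fold changes (adjusted p = 0.982), neither past the threshold, and the cause was not tested. Of 1799 for single genes, 1682 gave the same outcome, 100 fell short, 17 newly passed and 0 reversed. No paired analysis was possible because values per library were not used. For the same reason another normalization, other count filters, leaving out each replicate and a replicate block were not run.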

Differences from the paper's values

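None of the tests in this part was chosen after the result was seen. The ratio of Pds5a to Pds5b normalized counts derived from the tables was 2.81 in Pds5aGT WT ESCs, where the paper shows about 6.3 in Supplementary Fig. 4f, read by eye. In wild-type ESCs it was 6.67, where the paper shows about 3.9 in Supplementary Fig. 4f, read by eye. The line with the higher ratio is thus wild-type in the tables and Pds5aGT WT in the figure. No alternatives were set for this measure before the data were examined.

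The paper lists pattern specification among the terms of genes higher in both mutants in Fig. 2e. In a list of pattern signals and antagonists, which is not that term, 5 members were higher and 9 lower in Pds5a KO, and 3 higher and 11 lower in Pds5aGT KO ESCs, whereas 20 developmental transcription factors were higher and 11 lower in Pds5a KO, and 13 higher and 9 lower in Pds5aGT KO ESCs.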

Other observations

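None of the tests in this part was chosen after the result was seen, but the targets of the aryl hydrocarbon receptor other than Cyp1a1, and Suz12, were picked after their values were seen. Pou5f1, Sox2 and Fut4 stayed short of the fold change threshold, while the list of naive and general pluripotency genes, to which they belong, shifted. The authors' deposited table of Pds5a KO ESCs gives Pou5f1 -0.27, Sox2 -0.34 and Fut4 -0.01, genes that are named after their values were seen. Pou5f1 and Sox2 encode markers of Supplementary Fig. 2d. The paper names no gene for its marker SSEA1, so the value of Fut4 is not taken to stand for it. Of the 32 genes of the pluripotency list, 1 rose and 8 fell in Pds5a KO ESCs (median -0.22, adjusted p = 4.58e-19), and 2 rose and 0 fell in Pds5aGT KO ESCs (median -0.06, adjusted p = 0.00716). The shift in Pds5aGT KO ESCs was lost with a preset correlation of 0.05 (adjusted p = 0.0841) and with ranks (adjusted p = 0.3495), and with log2 fold changes it turned direction without passing.

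Lists of metabolism and of the cell cycle shifted as well. Genes of hypoxia and glycolysis were up in Pds5a KO (9 of 30 higher, adjusted p = 9.27e-37) and in Pds5aGT KO ESCs (3 of 30, adjusted p = 0.000318), where the shift was lost with log2 fold changes (adjusted p = 0.202). Cholesterol synthesis was up in Pds5a KO (6 of 24, adjusted p = 1.48e-24) and in Pds5aGT KO ESCs (0 of 24 past the threshold, adjusted p = 0.000567), where it was lost with log2 fold changes (adjusted p = 0.500) and with ranks (adjusted p = 0.0819). G1/S genes were down in both (adjusted p = 0.00935 and 4.86e-05), but not past the threshold with log2 fold changes (adjusted p = 0.439 and 0.304) or, in Pds5a KO ESCs, with a preset correlation of 0.05 (adjusted p = 0.0731). Ribosomal protein genes, listed as a sign of RNA quality, were down in Pds5a KO (median -0.14, adjusted p = 8.02e-12) and in Pds5aGT KO ESCs (median -0.17, adjusted p = 4.22e-99), where 67 of 72 were lower by adjusted p alone. Whether RNA quality adds to the other list shifts was not tested.

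In Pds5a KO ESCs, p53 targets were down (adjusted p = 5.38e-09). Formative epiblast (adjusted p = 0.00562) and trophectoderm (adjusted p = 0.00326) were down too, but not past the threshold with a preset correlation of 0.05 (adjusted p = 0.0576 and 0.0546), nor formative epiblast with ranks (adjusted p = 0.555). Primitive endoderm genes had a median above 0 in both mutants, 0.04 and 0.02, with a downward shift of the normal score in Pds5a KO (adjusted p = 0.0378) and in Pds5aGT KO ESCs (adjusted p = 2.18e-05). It was lost with log2 fold changes (adjusted p = 0.966 and 0.202) and, in Pds5aGT KO ESCs, with ranks (adjusted p = 0.832), and in Pds5a KO ESCs with a preset correlation of 0.05 (adjusted p = 0.154). G2/M genes were down in Pds5aGT KO ESCs (adjusted p = 0.00996), which was lost with a preset correlation of 0.05 (adjusted p = 0.0841) and with log2 fold changes (adjusted p = 0.541). Of 42 germline genes, 13 rose and 6 fell in Pds5aGT KO ESCs (adjusted p = 0.000834, and 0.0504 with a preset correlation of 0.05), and 13 rose and 4 fell in Pds5a KO ESCs (adjusted p = 0.0629).

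In dSuz12 Pcgf1KO ESCs, 1424 genes were higher and 510 lower with IAA in the authors' deposited table. Hox genes rose, 21 of 28 (median 2.12, adjusted p = 8.15e-17), as did 77 of 138 other developmental transcription factors (84 when adjusted over the list alone, adjusted p = 8.40e-28). Suz12 RNA had a log2 fold change of -0.54 (standard error 0.20) there in the authors' deposited table. The highest gene at a mean normalized count of at least 50, Cyp1a1, rose 44.1-fold in the authors' deposited table. It is a target of the aryl hydrocarbon receptor, as are Ahrr, at 2.06, and Nqo1, at 1.49, in the authors' deposited table, while the target Tiparp had -0.60. Of 293 genes higher in both mutants and tested in all 3 comparisons, 77 were higher with IAA and 4 lower.

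Chromosome medians did not shift past the threshold for any of 20 chromosomes in Pds5a KO ESCs by shuffles of genes, where 1 chromosome, X, had an unadjusted p under 0.05 (p = 0.0382). Chromosome X was shifted in Pds5aGT KO ESCs by 0.03 (p = 0.0001, the smallest that shuffles can give). With IAA 9 chromosomes passed, of which chromosome 13 moved most, by -0.09.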
